# Macrophage signaling and function are regulated by distinct sterol biochemistries

**DOI:** 10.1016/j.jlr.2026.101054

**Published:** 2026-05-07

**Authors:** Jazmine D.W. Yaeger, Bijaya Pradhan, Jason G. Kerkvliet, Amelia G. Lawver, Sonali Sengupta, Natalie W. Thiex, Kevin R. Francis

**Keywords:** cholesterol/biosynthesis, cholesterol/cell and tissue, cholesterol/metabolism, Smith-Lemli-Opitz syndrome, inflammation

## Abstract

Membranes require continuous reorganization of lipid components, including sterols, to dynamically alter their rigidity to deform and bend during scission events that occur during fundamental cellular functions such as endocytosis. While diseases of cholesterol biosynthesis result in reduced cellular cholesterol and accumulation of precursor sterols, limited studies have addressed the intracellular consequences of disease-associated sterol changes in the ability of eukaryotic cellular membranes to function and signal normally. Here, we utilized bone marrow-derived macrophages (BMDMs) to investigate how altered sterol content impacts macrophage signaling and membrane function. Through pharmacological inhibition of cholesterol biosynthetic enzymes, reduced cholesterol and increased levels of disease-associated sterol intermediates coincided with reduced expression of cell surface proteins and impaired macropinocytosis. Macropinocytic activity was sensitive to both reduced plasma membrane cholesterol and sterols containing functional groups substituted for the C3 hydroxyl group. Transcriptomic analyses of cholesterol-inhibited BMDMs revealed alterations in immune and chemokine signaling pathways. Decreased cholesterol was also associated with dysregulated vesicular sorting pathways and elevated expression of endosomal/lysosomal markers. Disrupted endosome expression and impaired macropinocytosis were also observed in BMDMs from mouse models of the cholesterol biosynthesis disorder Smith-Lemli-Opitz syndrome (SLOS). Our findings detail an important connection between sterol imbalance, membrane dynamics, and immune cell function.

Sterols are fundamental components of cellular structure and function, where they support plasma membrane and organelle membrane function, secure proteins and carbohydrates to specific subcellular loci, serve as a foundation for steroid production, and activate signaling pathways to regulate metabolic processes. Cholesterol, the most abundant sterol in mammalian systems, maintains an amphipathic structure that may undergo modifications such as esterification to enhance its stability in hydrophobic cellular compartments. Sterol intermediates are often short-lived molecules in mammalian cells, as they are rapidly converted through enzymatic activity toward cholesterol. While physiological exceptions exist, such as 7-dehydrocholesterol within the skin (1) and desmosterol within the testes (2) and brain (3), accumulation of sterol intermediates is typically associated with disease.

Rare genetic disorders of post-squalene cholesterol biosynthesis result in an often-dramatic reduction in cholesterol levels and aberrant accumulation of sterol intermediates (4). The most prevalent of these diseases is Smith-Lemli-Opitz syndrome (SLOS), stemming from a mutation in the *DHCR7* gene and leading to elevated levels of 7-dehydrocholesterol (7DHC) in parallel with decreased cholesterol (5, 6). Other cholesterol biosynthesis disorders result in the accumulation of 4,4-dimethyl sterols (7), zymostenol/zymosterol (8), lathosterol (9), or desmosterol (10). Clinical symptoms within these disorders are diverse (11), suggesting the intermediate sterols themselves likely contribute to pathology. However, the impact of cholesterol versus sterol intermediates at the cellular level has not been fully explored.

Cellular membranes require complex associations between various lipid species and proteins to function normally. Cholesterol shuttles to and from the plasma membrane (12) through membrane bending, vesicle fusion, and vesicular and nonvesicular transport processes (13). Alterations in lipid composition and redistribution of membrane lipids allow for changes in membrane shape and mobility, including within monocyte derivatives (14). Cholesterol homeostasis plays a critical part in defining a cell’s immune-associated identity (15, 16, 17). For example, disruption of the cholesterol biosynthetic pathway induces a type I interferon response (18). Also, the reorganization of cholesterol pools is a critical adaptation in regulating macrophage defense mechanisms (19).

Macrophages, prominent immune cells existing in specialized forms in nearly all tissue types, require dramatic membrane changes for cellular functions, including engulfment and breakdown of extracellular products. As resident immune cells, macrophages assess changes in environmental stimuli through pattern recognition receptors (20) and changes in transcriptional programming leading to a spectrum of cellular responses ranging from pro-inflammatory to anti-inflammatory. In addition to cholesterol, macrophages utilize other sterols. Lanosterol levels increase in macrophages during activation of toll-like receptor 4 (21). Cholestenone accumulation coincides with infection of *Myobacterium tuberculosis* (22). Microglia isolated from *Dhcr7*^T93M/Δ3-5^ mice, which model SLOS, exhibit pro-inflammatory phenotypes (23). While these studies highlight an essential link between sterol metabolism and macrophage immune function, questions remain regarding sterol-specific impacts on immune cell response and function.

In this study, we utilized pharmacological and genetic models of cholesterol biosynthesis disorders to discern the effects of cholesterol reduction versus sterol intermediate accumulation on bone marrow-derived macrophage (BMDM) signaling and function. We show that disruption of BMDM cholesterol biosynthesis not only alters macrophage biochemistry but also disrupts proliferation, surface marker expression, endocytic functions, chemotactic signaling, and vesicular trafficking pathways. We further demonstrate that inhibited cholesterol synthesis produces defects in macropinocytosis and alterations to intracellular trafficking in macrophages from mice with genetic mutations in *Dhcr7*; however, the accumulation of sterol intermediates is blunted in an IFN-independent fashion. These results further delineate the significant role of sterol biochemistry within macrophages and detail disease-relevant, sterol-specific impacts on macrophage cellular processes and function.

## Materials and Methods

### Animals and housing

Mouse lines used for these studies include C57BL/6J (The Jackson Laboratory), *Dhcr7*^T93M/+^, and *Dhcr7*^T93M/Δ3-5^ (kindly provided by Dr Forbes Porter, *Eunice Kennedy Shriver* National Institute of Child Health and Human Development). *Dhcr7*^T93M/Δ3-5^ mice were generated by breeding *Dhcr7*^Δ3-5/+^ and *Dhcr7*^T93M/T93M^ mice. Heterozygous *Dhcr7*^T93M/Δ3-5^ mice carry a deletion of exons III, IV, and a portion of V on one allele, as well as a dinucleotide mutation in codon 89 of the *Dhcr7* gene on the other allele (24, 25). Breeding pairs for each genetic line were formed from mice ≥ 2 months of age and breeders were retired by 9 months of age. All animals were kept on a C57BL/6 background and housed in the animal resource center at Sanford Research or South Dakota State University on a 12 h/12 h light-dark cycle. Mice were fed a standard diet ad libitum. Animal resource centers are access-controlled environments and managed by trained technicians and veterinarians who perform daily health checks. Macrophages utilized for experiments were isolated and cultured from male 6-week-old mice. Animal work was evaluated and approved by the Institutional Animal Care and Use Committees at Sanford Research (protocol # 2023-0091) and South Dakota State University (protocol # 2402-027A).

### Bone marrow-derived macrophage isolation, culture, and stimulation

Bone marrow-derived macrophages (BMDMs) were isolated from 6-week-old male mice (supplemental Fig. S1A) using previously described methods (26). Mice were euthanized by CO_2_ asphyxiation followed by cervical dislocation. Sacrificed animals were sterilized with 70% ethanol, and incisions were used to expose the hind limbs. Muscle tissue was removed and femurs were carefully dissected, washed in sterile phosphate buffer saline (PBS), and kept on ice. The apical ends of the isolated femurs were removed, and the bone marrow was flushed using PBS into a sterile conical tube. Collected bone marrow was centrifuged for 5 min at 300 *g*, the pellet was suspended in media and plated onto non-tissue culture-treated dishes. After 48 h, without removing any of the previously supplied culture media, fresh media was added. Mature BMDMs were found adhering to the dish after another 48 h. Culture medium for BMDMs includes DMEM (ATCC, Cat. 30-2002), 20% (v/v) fetal bovine serum (FBS; Corning), 0.1% (v/v) penicillin/streptomycin (Life Technologies, 15,140,122), 50 ng/ml colony-stimulating factor 1 (CSF1; BioLegend, 574,804), and 57.6 nM β-mercaptoethanol (Life Technologies, 21,985,023). Media was equilibrated to pH 7.4 by placing it in an incubator set to 37°C and 5% CO_2_ prior to use. To induce de novo cholesterol biosynthesis in macrophages, cells were washed gently with PBS and cultured in 20% (v/v) lipoprotein-deficient serum (LPDS) for 48 h. For experiments utilizing immune stimulation, BMDMs were stimulated with lipopolysaccharide (LPS) derived from *Salmonella typhimurium* (100 ng/ml; List Biological Laboratories, 225) or the TLR2/TLR6 agonist PAM2CSK4 (100 ng/ml; InvivoGen, tlrl-pm2s-1), for 5 h at 37°C prior to analysis.

### Preparation of lipoprotein-deficient serum (LPDS)

Fetal bovine serum (FBS) in the absence of neutral lipids, including sterols and triglycerides (called lipoprotein-deficient serum, LPDS) was produced from techniques described previously (27, 28, 29, 30). Briefly, oxidation initiated by trace peroxides was avoided by adding 0.1 mg ethylenediamine tetraacetate (EDTA) for every 50 ml of FBS. An organic phase mixture (3:2 ratio diisopropyl ether:n-butanol) was combined with the serum (1:2 ratio) and stirred protected from light for 1 h. After stirring, the organic phase was discarded while the remaining solution was centrifuged at 4°C for 15 min at 2,200 rpm. The aqueous layer was filtered and freeze-dried to remove residual organic solvents. The lyophilized LPDS product was resuspended in molecular-grade H_2_O and supplemented with insulin-transferrin-selenium (ITS-G; Gibco, 41400045). The final LPDS product was filter-sterilized, aliquoted, and stored at −20°C. Sterol content in LPDS batches was assessed using gas chromatography paired with mass spectrometry (GC-MS).

### Gas chromatography-mass spectrometry (GC-MS)

GC-MS was performed as previously described (28, 31). BMDM cell pellets were flash frozen on dry ice and stored at −20°C. Pellets were resuspended in 1 ml H_2_O and lysed by successive freeze-thaw cycles. 50 μl of cell lysate was used for protein quantification (Micro BCA Protein Assay Kit, Thermo Fisher Scientific, 23235), while the remainder was combined with 1 ml saponification buffer (92% ethanol, 7% KOH, and 10 μg/ml coprostan-3-ol as an internal standard) and heated at 60°C for 1 h. After saponification, 1 ml of H_2_O was added to each sample and aqueous phase separation was initiated by mixing in 3 ml ethyl acetate. The samples were centrifuged for 5 min at 2,200 rpm, and the organic phase was mixed with 2 ml of H_2_O. After a second centrifugation, the top layer of lipids was isolated and dehydrated at 50°C under a constant flow of nitrogen gas. Dried sterols were dissolved in 50 μl pyridine and derivatized with 50 μl N,O-bis(trimethylsilyl)trifluoroacetamide with 1% trimethylchlorosilane (BSTFA + 1% TMCS, Thermo Fisher Scientific, TS-38831) for 1 h at 50°C. 1 μl of derivatized sterol samples were injected into a split injection port (4 mm ID × 78.5 mm quartz wool liner, Restek 23,309) on an Agilent 7890 gas chromatograph housed with a 0.18 mm ID × 20 m 1,4-bis(dimethylsiloxy)phenylene dimethyl polysiloxane column (Restek, 43602). Helium was used as the carrier gas and was set to a flow rate of 46.9 cm/s. The GC method utilized proceeded as follows: 170°C for 30 s, oven temperature was raised to 250°C at a rate of 18°C/min, then increased to 280°C at a rate of 3°C/min, before being held for 7 min at 320°C once the temperature was reached at a rate of 20°C/min. An Agilent 5977B mass spectrometer was set to electron impact mode (70 eV) where it was kept at a source temperature of 275°C. Derivatized ethers of sterols were identified by comparing chromatogram elution times and MS spectra to standards for cholesterol, lathosterol, 7-dehydrocholesterol (7DHC), and desmosterol (Avanti Polar Lipids Inc.). MS spectra were further compared to those accessible through a National Institute of Standards and Technologies Standard Reference Database. Representative spectra fragmentation patterns for samples are available upon request. Sterol abundance was normalized to both an internal standard (coprostan-3-ol) and protein concentration (Micro BCA Protein Assay Kit, Thermo Fisher Scientific, 23235). Deuterium-labeling and quantification were performed similarly to previously published methods (32, 33, 34). Deuterium-labeling was performed by supplementing LPDS media with deuterium-labeled sodium acetate (Acet-D_3_; Sigma-Aldrich, 176079) to a final concentration of 5 mM. Cells were incubated in LPDS media containing Acet-D_3_ for 48 h prior to collection of BMDMs for GC-MS analysis. Deuterated sterols were identified through analysis of the isotopic envelop that follows the base peak (M_0_) for the mass spectra for cholesterol (329–333 m/z) and desmosterol (343–346 m/z). Naturally occurring carbon-13 (^13^C) makes up approximately 1.1% of the isotopic envelop, while the contribution of naturally occurring deuterium (^2^H) is negligible (∼0.015%). To account for the contribution of ^13^C, a natural ratio of M_+1_ to M_0_ was determined from unlabeled samples. Observed signals were transformed into corrected signals by subtracting the contribution of naturally occurring ^13^C, which consistently presented an abundance of approximately 25% and 34% of the observed signal for cholesterol and desmosterol, respectively. Data were analyzed using MassHunter software and graphed relative to control samples using GraphPad Prism software.

### Small-molecule targeting of cholesterol and lipid metabolism

Cholesterol biosynthesis in BMDMs was antagonized through administration of enzyme-targeted small molecule inhibitors (Fig. 1A). Macrophages were washed with PBS and incubated with pharmacological agents dissolved in dimethyl sulfoxide (DMSO) and brought to desired concentrations in LPDS media. Cells were treated for 48 h with small molecule inhibitors or vehicle (DMSO) prior to downstream assays. Pharmacological treatments used included simvastatin (inhibitor of 3-hydroxy-3-methyl-glutaryl-coenzyme A reductase, HMG-CoA reductase; 0.5 μM, 1 μM, 2.5 μM; Cayman Chemical, 10010344), 17α-OH-progesterone (17α-OHP, inhibitor of sterol-C4-methyl oxidase, SC4MOL; 5 μM, 25 μM, 100 μM; Cayman Chemical, 33154), TASIN-1 (inhibitor of emopamil binding protein, EBP; 0.5 μM, 1 μM, 2.5 μM; Cayman Chemical, 2155), AY9944 (inhibitor of 7-dehydrocholesterol reductase, DHCR7; 0.5 μM, 1 μM, 2.5 μM; Cayman Chemical, 14,611), and U18666A (inhibitor of 24-dehydrocholesterol reductase, DHCR24; 5 nM, 20 nM, 100 nM; Cayman Chemical, 10009085). Dosages used for characterization and functional analyses were selected following dose–response analyses of BMDM biochemical sensitivity to each compound with GC-MS (Fig. 1). For select assays, the acyl-CoA:cholesterol acyltransferase inhibitor Avasimibe (5 μM) was used to target lipid storage mechanisms. In specified experiments, an inflammatory response was induced by co-treating macrophages from C57BL/6 mice for 48 h with interferon-γ (IFNγ; 2.5 ng/ml) and lipopolysaccharide (LPS; 0.5 μg/ml), followed by co-treatment of IFNγ/LPS with AY9944 for another 48 h. To inhibit IFN signaling, an antibody targeting IFNAR-1 (αIFNAR; mouse anti IFNAR-1, Leinco Technologies, Inc., I-400) was diluted in LPDS media to a final concentration of 5 μg/ml and incubated with *Dhcr7*^+/+^ and *Dhcr7*^T93M/Δ3-5^ BMDMs for 48 h before cells were harvested and sterols quantified with GC-MS. For lipid overload experiments, macrophages were supplemented with oleic acid (OA; Sigma Aldrich, O1383) carried in bovine serum albumin (BSA; Sigma Aldrich, A8806). For lipid challenge experiments, 200 μM OA or vehicle (0.2% BSA) were added to cells for 24 h.

**Fig. 1:**
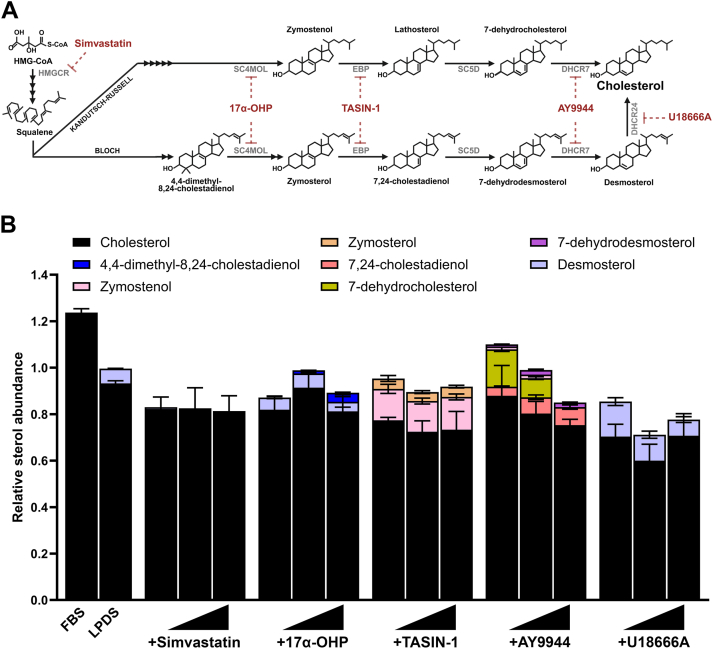
Inhibition of sterol synthesis induces biochemical changes in macrophages. A: Cholesterol biosynthesis is composed of multiple reactions catalyzed by enzymes (gray text) which can be targeted with small molecule inhibitors (red text). B: Quantified GC-MS analyses of BMDMs treated for 48 h with small molecule inhibitors of cholesterol biosynthesis show reduced cholesterol and accumulation of sterol precursor molecules (mean ± SEM; n = 3 biological replicates from 3 independent experiments). Dosing ranges were as follows: Simvastatin, 0.5 μM–2.5 μM; 17α-OHP, 5 μM–100 μM; TASIN-1, 0.5 μM–2.5 μM; AY9944, 0.5 μM–2.5 μM; U18666A, 5 nM–100 nM.

### Live-dead assay

To assess cell death caused by impaired cholesterol biosynthesis, we utilized a live-dead kit (Biotium Live-or-Dye Fixable Viability Staining Kit, Cat. 32005) according to manufacturer’s instructions. BMDMs were grown on 12 mm fibronectin-coated (0.25%; Sigma Aldrich, Cat. FC010) coverslips. After 48 h treatment with small molecule inhibitors, cells were washed with PBS and incubated for 30 min protected from light in culture medium containing a 1:1000 dilution of Fixable Dead Cell Dye. As a positive control for cell death, untreated cells were incubated in a 15% ethanol/85% PBS solution for 10 min. Cells were rinsed and fixed for 15 min with 4% paraformaldehyde (PFA; Electron Microscopy Sciences, 15,714). After rinsing, cells were then permeabilized with 0.05% Triton X-100 (Sigma-Aldrich, 93,443) for 10 min and incubated overnight at 4°C with a mouse anti-Ki67 antibody (1:400; Cell Signaling Technologies, 9449) in blocking buffer (0.05% TritonX-100; 5% goat serum, Jackson ImmunoResearch Laboratories, Cat. 005-000-121). Following rinsing, cells were incubated for 1 h with anti-rabbit AlexaFluor-Cy5 (1:500; Life Technologies, A11001) and Hoechst 33342 nuclear marker (1:10,000; Invitrogen, H3570). Images were captured using a Nikon CSU-W1 Spinning Disk Super Resolution by Optical Pixel Reassignment (SoRa) system, equipped with NIS-Elements analysis software (Nikon) and analyzed for percentage of positive cells for the live-dead stain and Ki67 using QuPath image analysis software (version 0.2.3).

### Western blot analyses

BMDMs were cultured in FBS, LPDS, or LPDS + AY9944 for 48 h. During the final 18 h of treatment, cells were exposed to media with no CSF1. Prior to cell lysis, 200 ng/ml CSF1 was added for 5 min. Cells were lysed in M-Per solution (Thermo Fisher Scientific, #78501) and total protein was quantified using BCA reagent (Thermo Fisher Scientific, #P123221). 20 μg of protein was loaded per lane of an 8% SDS-Page gel. Gels were blotted onto nitrocellulose membranes and blocked in 5% BSA in TBST (20 mM Tris pH 7.5, 150 mM NaCl, 0.1% Tween 20) for 30 min. Primary antibody incubation was carried out in blocking buffer overnight at 4°C (rabbit anti-Phospho-ERK1/2, Cell Signaling Technologies, 9101, 1:1000; mouse anti-ERK1/2, Cell Signaling Technologies, 4696, 1:1000; rabbit anti-Phospho-Akt, Cell Signaling Technologies, 4060, 1:1000; mouse anti-Akt, Cell Signaling Technologies, 2920, 1:1000; rabbit anti-mTOR, Cell Signaling Technologies, 5536, 1:1000; mouse anti-mTOR, Cell Signaling Technologies, 4517, 1:1000). Secondary antibody incubation was performed for 1 h at room temperature. Protein sizes and molecular weights were determined with mPAGE protein standard (Millipore Sigma, #MPSTD4). Blots were developed on a Li-Cor Odyssey imaging system. Band intensity was determined using ImageJ software and graphed as relative to LPDS conditions using GraphPad Prism software 8.0.2 (GraphPad Software, Inc.). Unedited blots are included in supplemental Fig. S16.

### Immunocytochemistry and image acquisition

BMDMs were seeded and grown on 12 mm fibronectin-coated (0.25%) glass coverslips for 24 h prior to drug treatment (described above). Cells were fixed in 4% PFA for 15 min, washed with PBS, and permeabilized in 0.05% Triton X-100 for 15 min. Blocking buffer consisting of 0.05% Triton X-100% and 5% goat serum in PBS was added for 1 h at room temperature to coverslips. Permeabilized cells were incubated with primary antibodies in blocking buffer at 4°C overnight. The primary antibodies used include rabbit anti-Rab5 (Cell Signaling Technologies, 3547, 1:200), rabbit anti-Rab7 (Cell Signaling Technologies, 9367, 1:200), rat anti-CD68 (Bio-Rad, MCA1957, 1:500), and rabbit anti-perilipin-2 (Novus, NB110-40877, 1:200). After primary antibody incubation, cells were washed three times with PBS before being exposed to species-appropriate Alexa Fluor-conjugated secondary antibodies (Life Technologies, A11001, A21437 and A31570; 1:500) for 1 h incubation at room temperature protected from light. Where indicated, cells were stained with phalloidin conjugated to a far-red Alexa 647 dye (Thermo Fisher Scientific, A22287, 1:400), BODIPY 505/515 neutral lipid stain (Invitrogen, H3570, 1:2000), and Hoechst 33342 nuclear counterstain (Invitrogen, H3570, 1:10,000). Image acquisition was performed using Nikon CSU-W1 Spinning Disk Super Resolution by Optical Pixel Reassignment (SoRa) system, equipped with NIS-Elements analysis software (Nikon). Image analysis was completed using Fiji software (ImageJ 1.54f).

### Flow cytometry and endocytosis assays

Accuri C6 Plus (BD Biosciences) or FACS Jazz (BD Biosciences) flow cytometers were used. Cytometers were cleaned (BD FACS Cleaning Solution, BD Biosciences, 34035) and rinsed with ddH_2_O prior to use. Lasers were aligned with tracking beads (BD Biosciences, 661414) to ensure system consistency. For surface marker expression, BMDMs were harvested from non-tissue culture-treated dishes by incubating at 4°C for 10 min in cold PBS. Cells were pelleted by centrifugation at 300 x g for 5 min and suspended in surface marker antibodies diluted in cold 1% FBS in PBS. Cells were incubated with antibodies on ice for 15 min. Cells were then washed three times with cold 1% FBS in PBS solution before being suspended in 250 μl for analysis. Antibodies used for surface marker analysis included anti-CD11b (Fisher Scientific, BDB557672), anti-CD11c (BioLegend, 117313), anti-CD16/32 (BioLegend, 101,325), anti-CD80 (BioLegend, 104707), anti-LDLR (Santa Cruz Biotechnology, sc-18823 PE), anti-PD-L1 (BioLegend, 124307), and anti-CD115 (Fisher Scientific, 50-112-8909). To quantify total protein expression (surface and intracellular) using anti-LDLR and anti-TNFα (BioLegend, 506303), 0.1% saponin was added with antibodies. Secretion of TNFα was inhibited by 30 min incubation with GolgiStop (1:1,250; BD Biosciences, 554724) following stimulation prior to fixation. Appropriate isotype controls (BioLegend, 400612, 400608, 600625) were analyzed in-parallel to account for nonspecific binding. Endocytosis assays used lucifer yellow CH, lithium salt (LY; Fisher Scientific, L453) to measure macropinocytosis and Texas Red dextran, 70,000 MW (Fisher Scientific, D1864) uptake for assessment of clathrin-mediated endocytosis. Following treatment, BMDMs were incubated in DMEM containing 200 ng/ml CSF1 (for macrophage stimulation) and 0.5 mg/ml LY or 0.25 mg/ml Texas red dextran for 1 h at 37°C and 5% CO_2_. Cells were then rinsed three times with PBS, collected, and analyzed. For each biological replicate, BMDMs were kept on ice during LY or Texas red dextran exposure as a negative control to inhibit endocytosis. Viability stains (NucRed, Invitrogen, R37113; 7-AAD, BioLegend, 420403) were used to gate for live cell populations. ≥ 10,000 events were recorded per sample and analyzed with FlowJo and GraphPad Prism.

### Cholesterol stripping and sterol loading

Sterol stripping and loading experiments were carried out as previously described (28) with slight modifications. Methyl-β-cyclodextrin (MβCD; 5 mM, Sigma, C4951) was suspended in serum-free DMEM. Sterols used include cholesterol (Avanti Polar Lipids, 700000P), 7DHC (Avanti Polar Lipids, 70066P), desmosterol (Avanti Polar Lipids, 700060P), cholestenone (Avanti Polar Lipids, 700065P), and cholesterol sulfate (Avanti Polar Lipids, 700,016). Sterols were resuspended in a 1:1 chloroform:methanol mix to 50 mg/ml. The desired amount of sterol (1:7 M ratio) was concentrated to dryness under constant flow of nitrogen and diluted in 5 mM MβCD-DMEM solution. MβCD-sterol solutions were sonicated for 5 min, incubated overnight at 37°C with continuous agitation, 0.45 μm filtered, and stored at 4°C. For direct loading of sterols into BMDMs, cells were incubated with 5 mM empty MβCD for 1 h at 37°C/5% CO_2_) then MβCD-sterol solutions containing 0.5 mg/ml LY and 200 ng/ml CSF1 for another 1 h. Cells were washed three times, collected, and analyzed by flow cytometry.

### Whole-genome mRNA sequencing

BMDMs isolated from 6-weeks, male C57BL/6 mice and treated for 48 h in FBS, LPDS, simvastatin, AY99944, and U18666A conditions before cell pellets were harvested and stored in RNA later. RNA extraction was performed by the Functional Genomics and Bioinformatics core at Sanford Research. Cell pellets were homogenized with a 21G needle in Buffer RLT (Qiagen, 79216) and RNA extraction with on-column DNase digestion performed using the RNeasy mini kit (Qiagen, 74104) following manufacturer’s instructions. RNA was quantified using a NanoDrop spectrophotometer and quality was assessed with a Bioanalyzer using a RNA 6000 Nano Kit (Agilent Technologies, 5067-1511). cDNA library preparation from mRNA utilizing random hexamer primers, sequencing using the Illumina Novaseq 6000 platform, read mapping to the reference genome using HISAT2, and identification of differentially expressed genes by DESeq2 were performed by Novogene (Sacramento). Transcripts exhibiting log_2_ fold change ≥ ± 0.5 and *P* < 0.05 between two groups were considered differentially expressed. Pathway analyses and identification of upstream regulators were performed using Ingenuity Pathway Analysis software. Gene Ontology (GO) enrichment analysis was performed using clusterProfiler R Package (35) by the Functional Genomics and Bioinformatics core.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Cell pellets were collected and flash frozen in liquid nitrogen. Total RNA was isolated using the Total RNA Kit (Omega BioTek, R6834-01) and quality validated with a NanoDrop Lite spectrophotometer (Thermo Fisher Scientific). cDNA was synthesized from 1 μg total RNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814) according to manufacturer’s protocols. qRT-PCR was performed using SYBR green chemistry (Luna Universal SYBR green qPCR mix, New England Biolabs, M3003X) on a CFX-96 real-time PCR system (Bio-Rad Laboratories) following manufacturer’s protocols. Fold change was calculated using the ddCT method normalized to *Gapdh* and *Actb*. Primers used include (shown 5′ to 3′): *Hmgcr* forward, 5′-AGCTTGCCCGAATTGTATGTG-3′; *Hmgcr* reverse, 5′-TCTGTTGTGAACCATGTGACTTC-3′; *Dhcr7* forward, 5′-AGGCTGGATCTCAAGGACAAT-3′; *Dhcr7* reverse, 5′-GCCAGACTAGCATGGCCTG-3′; *Dhcr24* forward, 5′-CTCTGGGTGCGAGTGAAGG-3′; *Dhcr24* reverse, 5′-TTCCCGGACCTGTTTCTGGAT-3′; *Gapdh* forward, 5′-AGGTCGGTGTGAACGGATTTG-3′; *Gapdh* reverse, 5′-TGTAGACCATGTAGTTGAGGTCA-3′; *Actb* forward, 5′-GGCTGTATTCCCCTCCATCG-3′, *Actb* reverse, 5′-CCAGTTGGTAACAATGCCATGT-3′.

### Accession codes

RNA sequencing data are available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/gds) under the accession number GSE300253.

### Statistical analysis

GraphPad Prism 8.0.2 (GraphPad Software, Inc., CA, US) was utilized for all statistical analyses. The Brown-Forsythe test was used to test for homogeneity of variances. When variances were equal, data were analyzed using one-way ANOVA and Dunnett’s *post hoc* test relative to the vehicle or LPDS control group. When variances were unequal, Welch’s ANOVA and *post hoc* Dunnett’s T3 test were utilized. When experiments included two factors, two-way ANOVA paired with *post hoc* Tukey’s multiple comparisons test was used. Significance was accepted as *P* < 0.05. All statistical details for each experiment can be found within the figure legends.

## Results

### Disruption of cholesterol biosynthesis alters the macrophage sterol profile

To analyze sterol impacts on macrophage biology, distinct enzymatic steps within the cholesterol biosynthetic pathway can be inhibited through pharmacological antagonists when applied in lipid-depleted environmental conditions (Fig. 1A). Removal of environmental lipids through BMDM culture in lipoprotein-deficient serum (LPDS) reduced cellular cholesterol levels by ∼35% (Fig. 1B and supplemental Fig. S1B, C), suggesting BMDMs require internalization of environmental cholesterol to maintain homeostatic levels of cholesterol. qRT-PCR analysis demonstrated exposure to 20% LPDS conditions induced transcription of key cholesterol biosynthesis genes (supplemental Fig. S1D–F), indicating BMDMs attempt to adapt to cholesterol-depleted environmental conditions. For example, increased transcription of *Dhcr24* (supplemental Fig. S1F) coincided with the accumulation of desmosterol in the LPDS environment (Fig. 1B and supplemental Fig. S1B). Targeting cholesterol biosynthesis with simvastatin, an HMG-CoA reductase inhibitor, both reduced cholesterol levels and eliminated LPDS-induced accumulation of desmosterol (Fig. 1B), an effect that was simvastatin dose independent (Fig. 1B). 17α-hydroxyprogesterone (17α-OHP), an SC4MOL antagonist, induced BMDM accumulation of 4,4-dimethyl-8,24-cholestadienol, but still showed moderate levels of desmosterol (Fig. 1B). TASIN-1, an EBP inhibitor, resulted in modest amounts of zymostenol and zymosterol in BMDMs (Fig. 1B). The Dhcr7 antagonist AY9944 produced accumulation of 7-dehydrocholesterol (7DHC), 7,24-cholestadienol, zymostenol, and 7-dehydrodesmosterol (Fig. 1B). Inhibition of Dhcr24 with U18666A strongly attenuated cholesterol synthesis, reducing cholesterol levels by ∼20% compared to LPDS alone (Fig. 1B). Elevated levels of desmosterol were observed as expected after U18666A treatment (Fig. 1B). These results demonstrate that biochemical changes arise in BMDMs upon cholesterol-deficient culture and suggest BMDMs may physiologically adapt to attempt to maintain a threshold level of cholesterol.

Since inhibition of cholesterol biosynthesis shifted sterol profiles in macrophages (Fig. 1), we next asked if these alterations impacted cell viability or proliferation. Cell viability assays showed inhibition of cholesterol biosynthesis was not toxic to macrophages (supplemental Fig. S2A, B). Analyses for Ki67, expressed in actively dividing cells, showed a reduction after 17α-OHP, TASIN-1, or AY9944 treatment; however, treatments that maintained levels of cholesterol and desmosterol without accumulation of other intermediate sterols (simvastatin or U18666A) did not impact proliferation (supplemental Fig. S2A, C, D). These data suggest that maintenance of macrophage proliferative capacity in cholesterol-depleted culture may proceed through a sterol-specific mechanism.

### The sterol profile of macrophages impacts their differentiation and signaling

To determine if cholesterol reduction or the accumulation of precursor sterols is related to the signaling state of BMDMs, we characterized the impact of cholesterol biosynthesis inhibition on expression of immune cell surface markers with flow cytometry (Fig. 2A, B). Expression of CD11b (also known as integrin alpha M, Mac-1, complement receptor 3), an integrin important for cell-to-cell adhesion and matrix attachment (36, 37), was reduced by LPDS culture alone as well as LPDS culture plus treatment with TASIN-1, AY9944, or U18666A (Fig. 2C). Expression of the integrin CD11c (38) was reduced by LPDS culture and further inhibited by TASIN-1 (Fig. 2D). Expression of CD16/32, the FcgII and FcgIII phagocytic receptors (39, 40), was inhibited by culture in LPDS and further inhibited by AY9944 (Fig. 2E). Although surface expression of the co-stimulatory molecule CD80 (41) was significantly reduced in LPDS, further antagonization of cholesterol biosynthesis with inhibitors had no additive effect (Fig. 2F). Expression of the CSF1 receptor CD115 is critical for differentiation of monocytes to macrophages and chemotactic migration of macrophages (42, 43), was specifically inhibited by AY9944 relative to LPDS conditions (Fig. 2G). We further quantified the expression of low-density lipoprotein receptor (LDLR) on the surface of macrophages in cholesterol-deficient conditions (supplemental Fig. S3). Surface expression of LDLR was reduced in LPDS compared to FBS media conditions and remained low after treatment with simvastatin or AY9944 (supplemental Fig. S3A). Meanwhile, total cellular LDLR (surface expressed and intracellular) was unchanged in cholesterol-depleted relative to FBS media conditions (supplemental Fig. S3B). This suggests trafficking of receptors critical to macrophage function and signaling to the plasma membrane is impaired in cholesterol deficient macrophages.

**Fig. 2:**
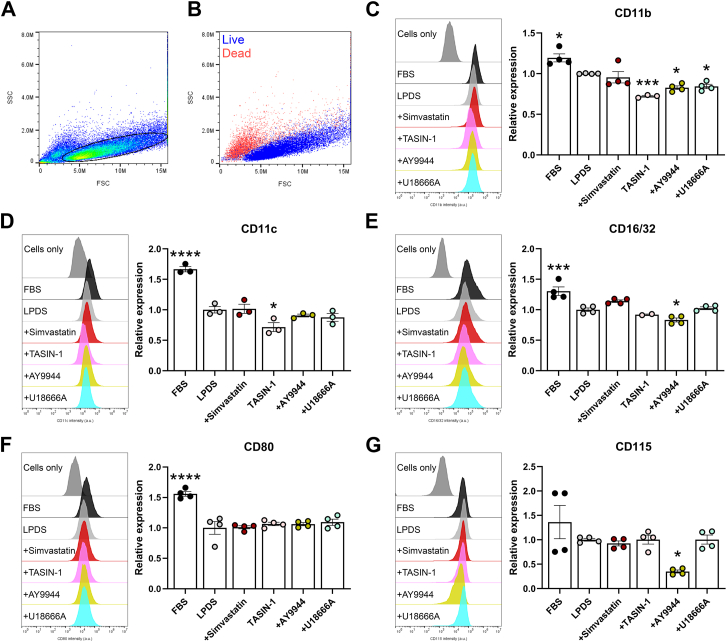
Macrophage surface protein expression is altered by sterol change. A: Representative distribution of forward (FSC) and side scatter (SSC) events showing gating position for detecting live BMDMs with flow cytometry. B: Representative distribution of live and dead populations of BMDMS used for flow cytometry analyses. C: Cell surface expression of CD11b in cholesterol biosynthesis inhibited BMDMs (mean ± SEM; n = 3–4 biological replicates from 4 independent experiments). One-way ANOVA (F_5,17_ = 16.66, *P* < 0.0001) with Dunnett’s multiple comparisons test (∗*P* ≤ 0.05; ∗∗∗*P* ≤ 0.001). D: Surface expression of CD11c n cholesterol biosynthesis inhibited BMDMs (mean ± SEM; n = 3 biological replicates from 3 independent experiments). One-way ANOVA (F_5,12_ = 32.35, *P* < 0.0001) with Dunnett’s multiple comparisons test (∗*P* ≤ 0.05; ∗∗∗∗*P* < 0.001). E: CD16/32 surface expression in BMDMs upon cholesterol biosynthesis inhibition (mean ± SEM; n = 2–4 biological replicates from 4 independent experiments). One-way ANOVA (F_4,15_ = 19.65, *P* < 0.0001) with Dunnett’s multiple comparisons test (∗*P* ≤ 0.05; ∗∗∗*P* ≤ 0.001). F: CD80 surface expression in BMDMs targeted for cholesterol biosynthesis inhibition (mean ± SEM; n = 4 biological replicates from 4 independent experiments). One-way ANOVA (F_5,18_ = 15.82, *P* < 0.0001) with Dunnett’s multiple comparisons test (∗∗∗∗*P* < 0.001). G: Surface expression of CD115 in BMDMs in cholesterol replete compared to cholesterol inhibited conditions (mean ± SEM; n = 4 biological replicates from 4 independent experiments). One-way ANOVA (F_5,18_ = 4.706, *P* ≤ 0.0064) with Dunnett’s multiple comparisons test (∗*P* ≤ 0.05).

To further examine cholesterol impacts on immune-associated signaling, we activated macrophages cultured in cholesterol deficient conditions with LPS (TLR4 agonist) or PAM2CSK4 (TLR2/TLR6 agonist) to quantify tumor necrosis factor (TNFα) and programmed cell death ligand 1 (PD-L1) expression (supplementary Fig. S4). LPS increased TNFα levels in cells exposed to FBS and LPDS media; however, TNFα expression was dampened by simvastatin or AY9944 (supplemental Fig. S4A). PAM2CSK4 stimulation of BMDMs increased expression of TNFα in all treatment conditions (supplemental Fig. S4B). While PD-L1 expression in FBS conditions was increased after LPS stimulation, this effect was blunted in cholesterol-deficient conditions (supplemental Fig. S4C). Subtle changes in PD-L1 levels were observed after PAM2CSK4-induced activation in all treatment groups; however, PD-L1 expression was reduced in LPDS compared to FBS conditions (supplemental Fig. S4D). These results suggest impaired cholesterol biosynthesis blunts macrophage activation signaling pathways.

As CSF1 signaling is important for cell proliferation in macrophages, we analyzed the impact of reduced cholesterol biosynthesis on essential pathways for macrophage growth, cell division, and proliferation: extracellular signal-regulated kinase (ERK1/2), protein kinase B (Akt), and mammalian target of rapamycin (mTOR) signaling (supplemental Fig. S3). While stimulation of BMDMs with a high concentration of CSF1 promoted phosphorylation of ERK1/2, Akt, and mTOR, no significant changes in pathway activation were found between any of the treatment groups (supplemental Fig. S3). These findings demonstrate that while cholesterol-deficient macrophages exhibit inhibited surface expression of analyzed antigen receptors, ensuing signaling pathways such as ERK1/2, Akt, and mTOR are not globally impaired. Collectively, these results demonstrate that depletion of lipids from the culture medium and inhibition of cholesterol biosynthesis impairs cell surface expression of critical proteins regulating macrophage differentiation, signaling, and function.

### Macrophages exhibit functional defects in endocytic processes upon sterol synthesis inhibition

Due to the observed changes in macrophage sterol profile and surface marker expression after cholesterol biosynthesis inhibition (Fig. 3 and supplemental Fig. S6), we predicted sterol-compromised macrophages to have defects in membrane-associated functions. To test this, we assayed the ability of BMDMs for their ability to perform macropinocytosis by measuring Lucifer yellow (LY) uptake (44) (Fig. 3A). Culture in LPDS conditions alone limited LY uptake (Fig. 3B, C). The addition of cholesterol biosynthesis inhibitors reduced LY internalization even further (Fig. 3B, C). We previously demonstrated clathrin-mediated endocytosis was inhibited by cholesterol biosynthesis inhibition in a sterol-specific manner (28). We also measured uptake of Texas red dextran, which is primarily internalized via the mannose receptor in BMDM (44). Texas red dextran uptake was reduced in cholesterol-deficient media and upon cholesterol biosynthesis inhibition (supplemental Fig. S6A, B). These results highlight the importance of cholesterol homeostasis for the function of the plasma membrane and maintenance of macrophage function.

**Fig. 3:**
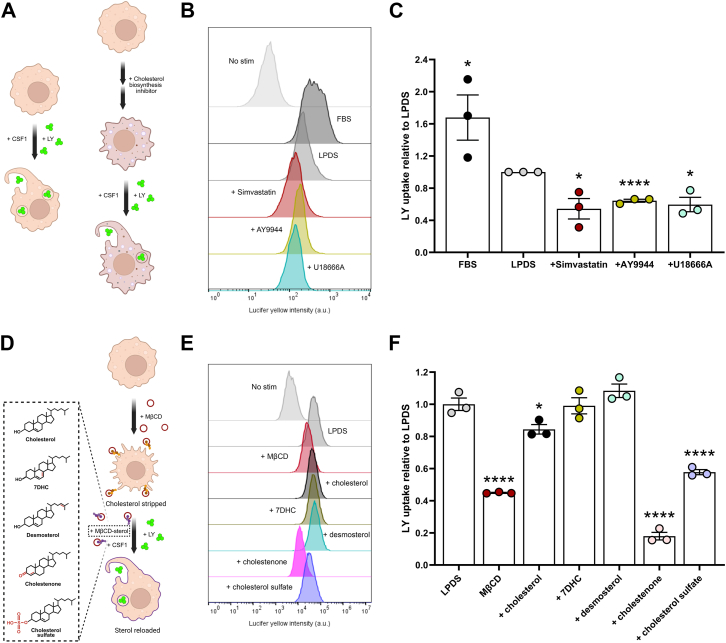
Macropinocytosis is regulated by both total sterol levels and sterol-mediated membrane phase separation. A: Illustration of experimental design for analysis of cholesterol-biosynthesis inhibition impacts on macropinocytosis in BMDMs. B: Representative histograms showing LY expression in BMDMs after cholesterol-targeted treatment paradigms. C: Quantified LY uptake in BMDMs following impaired cholesterol biosynthesis (mean ± SEM; n = 3 biological replicates from 3 independent experiments). One-way ANOVA (F_4,10_ = 10.9, *P* < 0.0011) with Dunnett’s multiple comparisons test (∗*P* ≤ 0.05 compared to LPDS culture). Unpaired *t* test (LPDS vs. + Simvastatin: t_4_ = 3.595, ∗*P* ≤ 0.05; LPDS vs. + AY9944: t_4_ = 18.82, *P* < 0.0001; LPDS vs. + U18666A: t_4_ = 4.525, ∗*P* ≤ 0.05). D: Illustrated experimental design for acute modification of plasma membrane sterol content through cholesterol removal with MβCD followed by replacement with sterols of interest. Inset shows sterol structural differences (in red) relative to cholesterol. E: Representative histograms of LY uptake in BMDMs after cholesterol removal and reloading of distinct sterols. F: Quantified LY uptake following cholesterol removal and reloading of distinct sterols that support phase separation (cholesterol, 7DHC, or desmosterol) versus non-supportive sterols (cholestenone or cholesterol sulfate) (mean ± SEM; n = 3 biological replicates from 3 independent experiments). One-way ANOVA (F_6,14_ = 106.8, *P* < 0.0001) with Sidak’s multiple comparisons test (∗*P* ≤ 0.05, ∗∗∗∗*P* < 0.0001 compared to LPDS treatment).

We next questioned whether macrophage endocytic functions were dependent on sterol biochemistry impacts on phase separation within the plasma membrane (28). To do this, we acutely stripped cholesterol from the plasma membrane using methyl-β-cyclodextrin (MβCD) and replaced it with structurally distinct sterols, which do or do not support phase separation (Fig. 3D). MβCD-treated BMDMs displayed a ∼50% reduction in LY uptake (Fig. 3E, F). Replacement of membranous cholesterol with cholesterol, 7DHC, or desmosterol rescued the reduction in LY uptake elicited by MβCD alone (Fig. 3E, F). However, neither cholestenone, where the C3 hydroxyl is replaced with a carbonyl group, nor cholesterol sulfate, in which the C3 hydroxyl is replaced with sulfate (Fig. 3D), were able to rescue LY uptake (Fig. 3F). These data suggest that cholesterol content in macrophages is essential for proper endocytic processes and that sterols which support membrane phase separation and organization are critical to macrophage function.

### Genetically compromised *Dhcr7* limits endocytic capabilities in macrophages

Since disruption of cholesterol homeostasis impeded critical endocytic processes in BMDMs (Fig. 3, supplemental Fig. S6), we analyzed functional activity in BMDMs derived from *Dhcr7*^T93M/+^ and *Dhcr7*^T93M/Δ3-5^ mice. While macropinocytosis was unaffected in BMDMs derived from *Dhcr7*^T93M/+^ and *Dhcr7*^T93M/Δ3-5^ mice maintained in cholesterol-rich FBS conditions (supplemental Fig. S7), LY uptake was inhibited in both *Dhcr7*^T93M/+^ and *Dhcr7*^T93M/Δ3-5^ cells in LPDS conditions (Fig. 4A, B). To determine if macropinocytic function could be restored by biochemical rescue, BMDMs were returned to a cholesterol-rich environment (FBS conditions) or cholesterol was directly loaded into the plasma membrane (MβCD-cholesterol). While control macrophages (*Dhcr7*^+/+^) demonstrated a 30% increase in LY uptake after FBS supplementation and a 15% improvement after addition of MβCD-cholesterol (Fig. 4C, D), only direct loading of cholesterol with MβCD promoted macropinocytosis in *Dhcr7*^T93M/Δ3-5^ BMDMs (Fig. 4C, D). These findings further demonstrate the critical requirement for sterol homeostasis in macrophage function with disease relevance for SLOS.

**Fig. 4:**
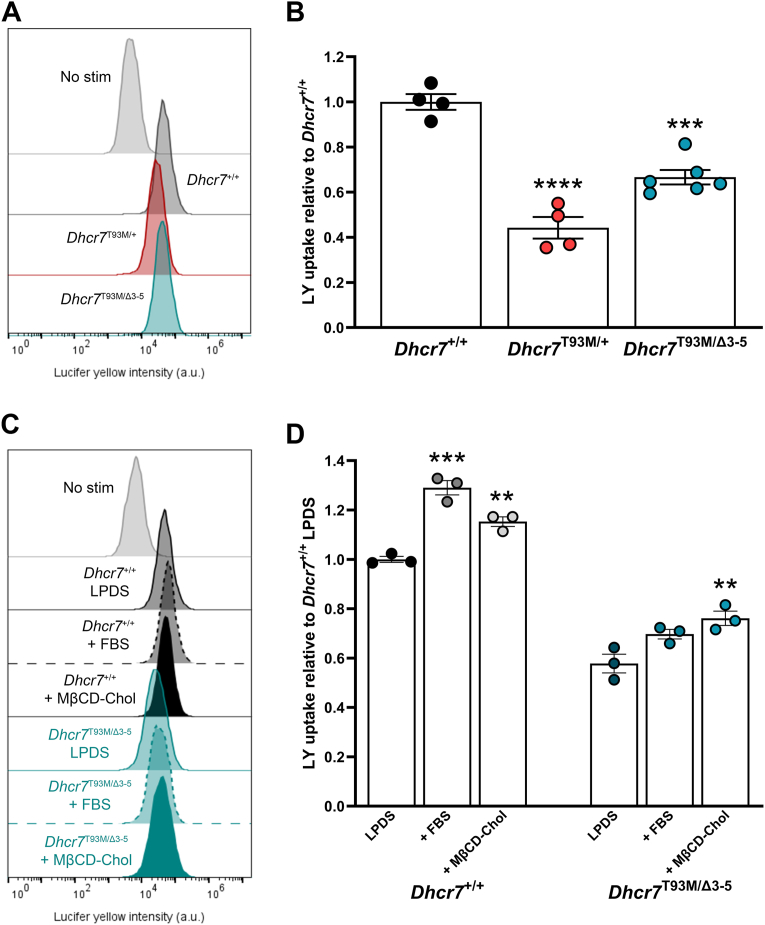
Genetic disruption of *Dhcr7* impairs macropinocytosis in macrophages. A: Representative histograms of LY uptake in *Dhcr7*^*+/+*^, *Dhcr7*^T93M/+^, and *Dhcr7*^T93M/Δ^ BMDMs. B: Quantified LY uptake in wild-type and *Dhcr7* mutant BMDMs (mean ± SEM; n = 4–6 biological replicates from 4 independent experiments). One-way ANOVA (F_2,11_ = 47.67, *P* < 0.0001) with Dunnett’s multiple comparisons test (∗∗∗*P* ≤ 0.001; ∗∗∗∗*P* < 0.0001 compared to *Dhcr7*^*+/+*^). C: Representative histograms of BMDM LY uptake including replacement of LPDS with FBS or cholesterol-loaded MβCD (+MβCD-chol). D: Quantified LY internalization in response to cholesterol-repletion in wild-type and *Dhcr7* mutant BMDMs (mean ± SEM; n = 3 biological replicates from 3 independent experiments). One-way ANOVA (*Dhcr7*^+/+^: F_2,6_ = 46.78, *P* ≤ 0.0002; *Dhcr7*^T93M/Δ3-5^: F_2,6_ = 9.777, *P* ≤ 0.0129) with Dunnett’s multiple comparisons test (∗∗*P* ≤ 0.01, ∗∗∗*P* ≤ 0.001 compared to *Dhcr7*^*+/+*^ LPDS).

### Transcriptomic analyses suggest chemotactic and endosomal dysregulation in macrophages occurs subsequent to impaired cholesterol biosynthesis

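The deposited table holds raw counts per gene from 20 libraries of BMDMs, with 4 replicates in each of 5 conditions. These were FBS, LPDS, and LPDS with simvastatin (1 µM), AY9944 (1 µM) or U18666A (20 nM), all at 20% serum for 48 h. Each of the 3 inhibitors was sequenced at 1 fixed dose. The paper selected its doses after dose-response analyses by GC-MS and does not state that they are matched in potency. Counted reads per library ran from 16487091 to 20951003 in FBS (median 16690054) and from 15072371 to 15726821 in LPDS (median 15365229). They ran from 15096107 to 16342490 with simvastatin (median 15501708), from 15456365 to 16327858 with AY9944 (median 15649463) and from 16232069 to 16535748 with U18666A (median 16297112). The authors aligned reads with HISAT2, counted them with featureCounts and called genes with DESeq2.

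Of 56748 genes in the table, 13722 passed the expression filter of edgeR, and each was tested with the edgeR quasi-likelihood test on TMM-scaled counts of all 20 libraries. A gene was called when its Benjamini-Hochberg adjusted p was below 0.05 and its absolute log2 fold change was at least 0.5. Values after ± are standard errors of a log2 fold change, and n = 4 per condition throughout. Fixed gene lists were tested with limma camera at a preset inter-gene correlation of 0.01, and each list result that was lost with an estimated correlation is given with that value. Gene coordinates are those of GRCm39 in the deposited table.

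The first principal component held 31.6% of the variance and separated the 4 FBS libraries from the other 16. The second held 8.21%, and in every condition replicates 1 and 2 lay above 0 on it and replicates 3 and 4 below 0. Mitochondrial genes took at most 2.69% of counts.

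**Figure D1:**
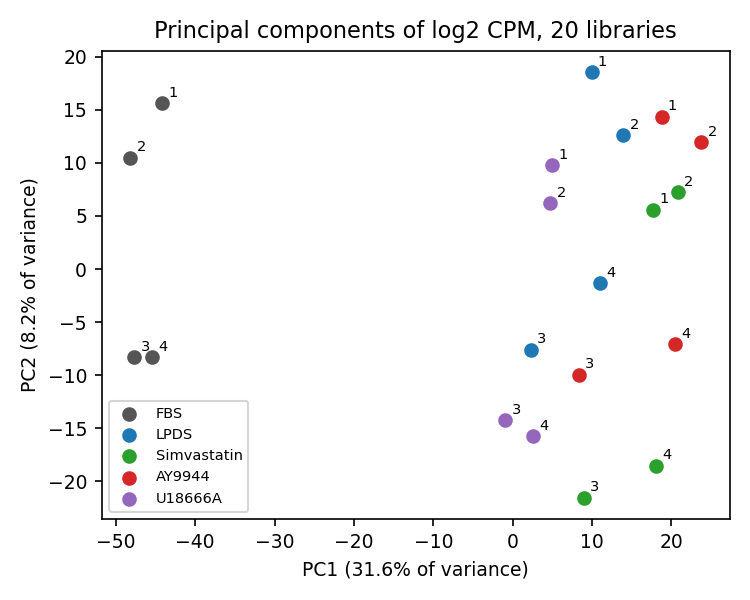
Principal components 1 and 2 of log2 CPM for the 20 libraries, 1 point per library, coloured by condition and numbered by replicate. The 4 FBS libraries lie at negative values of component 1 and the other 16 libraries lie at higher values.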

To uncover the mechanisms underlying the phenotypic and functional deficits observed in macrophages exhibiting sterol biochemistry restructuring, BMDMs challenged with cholesterol biosynthesis inhibition were analyzed by mRNA sequencing. The greatest number of differentially expressed genes was found in comparisons of BMDMs in FBS versus LPDS conditions (Fig. 5A, B), indicating macrophages rely on sterols sourced from their environment. 

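Between LPDS and FBS, 1534 of 13722 genes were called, 870 higher and 664 lower in LPDS (11.2% of the genes tested). Each inhibitor moved fewer genes against LPDS, with 123 called for simvastatin, 282 for AY9944 and 192 for U18666A. The inhibitor-treated cells also grew in LPDS, and against FBS they differed in 1934 genes with simvastatin, 2123 with AY9944 and 1183 with U18666A. So 2 of the 3 inhibitor conditions stood further from FBS than LPDS alone did. In both the LPDS and the inhibitor comparisons against FBS, more genes were called higher than lower. By edgeR adjusted p alone this turned for LPDS (2065 higher and 2160 lower) and simvastatin (2288 and 2394), and not for AY9944 (2752 and 2725) or U18666A (1514 and 1381). With 1 library left out in turn, the count for LPDS against FBS stayed between 1361 and 1544.

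**Figure D2:**
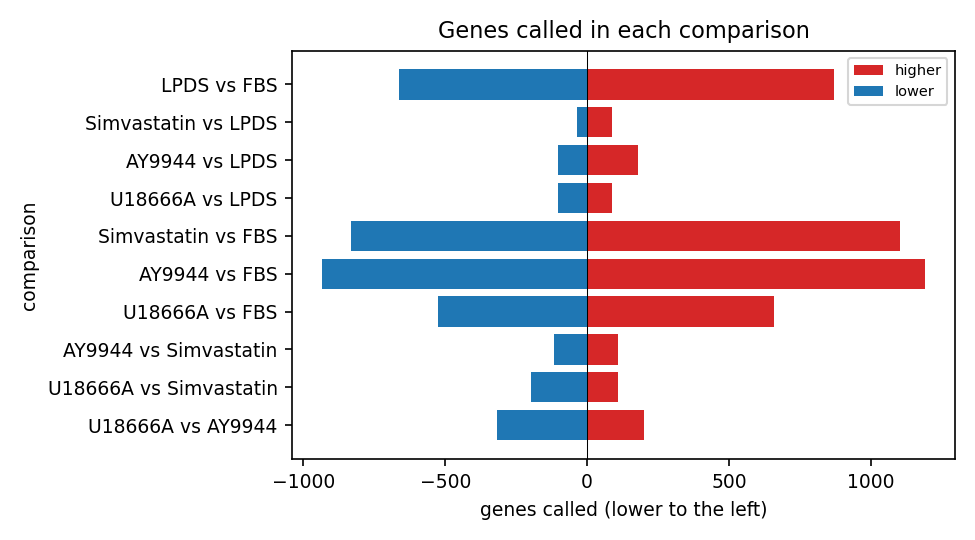
Genes called in each of 10 comparisons (edgeR adjusted p below 0.05 and absolute log2 fold change of at least 0.5), higher to the right and lower to the left. The bars for comparisons against FBS, at 1183 to 2123 genes in total, are longer than those between LPDS-grown conditions.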

Macrophages are specialized at detecting changes in environmental conditions (45), and BMDMs exposed to lipid-deficient (LPDS) relative to cholesterol-rich (FBS) media conditions exhibited dramatic transcriptome changes (2,821 up, 2,768 down). 

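Among genes with a mean of at least 5 CPM and no overlap between the 2 groups of libraries, the largest increases in LPDS were in Scd1 and Scd2, whose products desaturate stearoyl-CoA, in Olfml3, in Cspg4 and in the fractalkine receptor gene Cx3cr1. Scd1 (ENSMUSG00000037071, chr19:44382894-44396318) averaged 31.7 CPM (counts scaled to library size) in LPDS and 0.108 in FBS, where 3 of 4 libraries had no count, a log2 fold change of 8.20 ± 0.60 (adjusted p = 2.9e-08). Its neighbour Scd2 (ENSMUSG00000025203, chr19:44282113-44295303) rose by 4.76 ± 0.27, and reads shared between the 2 paralogs were not separated here. Olfml3 (ENSMUSG00000027848, chr3:103629538-103645317) rose by 7.26 ± 0.39 and Cspg4 (ENSMUSG00000032911, chr9:56772317-56807154) by 4.52 ± 0.41. By the same rule the largest decreases were in Bmp2, which encodes a secreted growth factor (ENSMUSG00000027358, chr2:133394079-133404805, −5.13 ± 0.19, adjusted p = 4.7e-16), and in the endothelin receptor gene Ednrb (ENSMUSG00000022122, −4.46 ± 0.36). Lower too were the platelet chemokine gene Ppbp (−3.55 ± 0.35), the phosphatase gene Ptprf (−3.53 ± 0.16) and the thrombospondin gene Thbs1 (−3.42 ± 0.27).

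Genes of fatty acid synthesis were higher as a group, with 10 of 15 called higher and none lower (median log2 fold change 0.80, limma camera adjusted p = 3.2e-12), including Fads2 at 2.75 ± 0.15 and Acsl3 at 1.44 ± 0.07. Targets of the oxysterol receptor LXR were higher too (11 of 15, median 1.07, adjusted p = 6.1e-13), including Mylip at 1.95 ± 0.13 and Arl4c at 1.21 ± 0.05. TGF-β-dependent genes of microglia had 7 of 13 called higher and 1 lower (8 and 1 adjusted over the list alone), including Tgfbr1 at 1.82 ± 0.09 and Hexb at 1.18 ± 0.10. Their camera adjusted p was 2.8e-04 and 0.062 with an estimated correlation. BMP and TGF-β target genes had 9 of 13 called higher and 1 lower, the one lower being Bmp2 itself, with Skil at 2.21 ± 0.20 and Ski at 0.70 ± 0.05 (adjusted p = 4.0e-04, and 0.23 with an estimated correlation).

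Interferon response genes had 22 of 41 called higher and 1 lower (median 0.53, adjusted p = 1.1e-12, and 0.23 with an estimated correlation), including Oas3 at 0.74 ± 0.06 and Ifit1 at 1.36 ± 0.15. Proliferation genes had 12 of 24 called lower and none higher (median −0.50, adjusted p = 1.2e-10, and 0.23 with an estimated correlation), including the replication genes Mcm2 at −0.64 ± 0.09 and Pcna at −0.57 ± 0.08. Actin and macropinocytosis genes had 7 of 27 called lower (median −0.19, adjusted p = 5.1e-04, and 0.22 with an estimated correlation), among them the lipopolysaccharide co-receptor gene Cd14 at −0.91 ± 0.07. The mannose receptor gene Mrc1 fell by 1.49 ± 0.25.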

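Against LPDS, simvastatin raised 89 genes and lowered 34, AY9944 raised 178 and lowered 104, and U18666A raised 89 and lowered 103. By edgeR adjusted p alone the balance of AY9944 and U18666A turned, with 542 higher and 633 lower for AY9944 and 500 higher and 423 lower for U18666A. Scaling by library size only gave 228 higher and 78 lower for AY9944 and 70 higher and 138 lower for U18666A. Leaving out 1 library gave as few as 182 calls for AY9944 (without AY9944 replicate 2), and 123 or 126 for U18666A (without LPDS replicate 1 or U18666A replicate 3). With replicate numbers as blocks, simvastatin raised 145 genes and lowered 62, or 207 in all. Of 514 genes called with at least 1 inhibitor, 440 (85.6%) were called with 1 only, 65 with 2 and 9 with all 3. Abca1, which exports cholesterol, was called with all 3 but in different directions. Genes moved in opposite directions by simvastatin and U18666A numbered 21 and by AY9944 and U18666A 3.

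A call in 1 comparison only does not show that the inhibitors differ, so the inhibitors were compared directly. Of 71 genes called only with simvastatin, 36 differed from both other inhibitors at an edgeR adjusted p below 0.05 and 14 from neither. With AY9944, 96 of 233 differed from both and 56 from neither, and with U18666A, 69 of 136 differed from both and 29 from neither. Between inhibitors, 227 genes were called for AY9944 against simvastatin, 305 for U18666A against simvastatin and 519 for U18666A against AY9944.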

Differentially expressed genes from targeted cholesterol biosynthesis treatments (simvastatin, AY9944, and U18666A) versus LPDS conditions were mostly, but not exclusively, unique to the pharmacological agent utilized (Fig. 5A, C). 

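With simvastatin, the largest increases outside sterol synthesis among genes with a mean of at least 5 CPM and no overlap between groups were in the cytochrome P450 gene Cyp2s1 (ENSMUSG00000040703, chr7:25501900-25516338, log2 fold change 1.95 ± 0.25 against LPDS) and in Acss2, which makes acetyl-CoA from acetate (ENSMUSG00000027605, chr2:155359868-155427644, 1.72 ± 0.11). LXR target genes were lower (0 called higher and 5 lower of 15, median −0.34, limma camera adjusted p = 6.7e-16). The largest decreases within the list included Mylip, which encodes a ligase that degrades the LDL receptor (ENSMUSG00000038175, −1.42 ± 0.13), and Arl4c (ENSMUSG00000049866, −0.81 ± 0.05). With U18666A the same list moved the other way, with 5 called higher and none lower by edgeR (5 and 1 by DESeq2, 6 and 1 adjusted over the list alone, median 0.40, adjusted p = 7.0e-11), including Srebf1 at 0.82 ± 0.05. Compared directly, U18666A lay above simvastatin in 9 of the 15 (median 0.62, adjusted p = 1.3e-21).

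AY9944 raised a list of ATF4 response genes, with 13 of 31 called higher and none lower (14 adjusted over the list alone, median 0.48, adjusted p = 4.7e-23). The list was written after the labels of Fig. 5C had been seen, so it is not independent evidence. Among its members were Phgdh, which starts serine synthesis (ENSMUSG00000053398, chr3:98220486-98247306, 1.67 ± 0.20), the pseudokinase gene Trib3 (ENSMUSG00000032715, chr2:152179342-152185952, 1.66 ± 0.24), Atf5 (1.13 ± 0.11) and Ddit3 (1.09 ± 0.15). Sh2d6 (ENSMUSG00000052631) rose by 1.65 ± 0.19 and Trim46 (ENSMUSG00000042766) by 1.62 ± 0.26. In direct tests 11 of the 31 were higher with AY9944 than with simvastatin, and 12 were lower with U18666A than with AY9944 and 1, Atf3, was higher (0.61 ± 0.09) (camera adjusted p = 7.4e-13, and 0.090 with an estimated correlation).

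AY9944 lowered Cytip (ENSMUSG00000026832, −0.95 ± 0.17) and the small GTPase gene Rab39 (ENSMUSG00000055069, −0.84 ± 0.20). Complement genes had 4 of 9 called lower and 1 higher (median −0.40, adjusted p = 4.9e-07, and 0.051 with an estimated correlation), among them C1qa at −0.67 ± 0.10, C1qb at −0.65 ± 0.08 and C1qc at −0.58 ± 0.08. U18666A raised the lipase gene Lipn (ENSMUSG00000024770, 1.25 ± 0.21). It lowered Ly6a (ENSMUSG00000075602, −1.26 ± 0.25), Abhd15 (ENSMUSG00000000686, −1.04 ± 0.16), the caveolin gene Cav1 (ENSMUSG00000007655, −0.90 ± 0.19) and the cyclooxygenase gene Ptgs1 (ENSMUSG00000047250, −0.90 ± 0.09). The subunits of the proton pump V-ATPase were slightly higher with U18666A as a group, with 8 of 17 past adjusted p 0.05 but none called by edgeR or DESeq2 (13 higher at unadjusted p below 0.05, median 0.19, camera adjusted p = 7.0e-11).

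**Figure D3:**
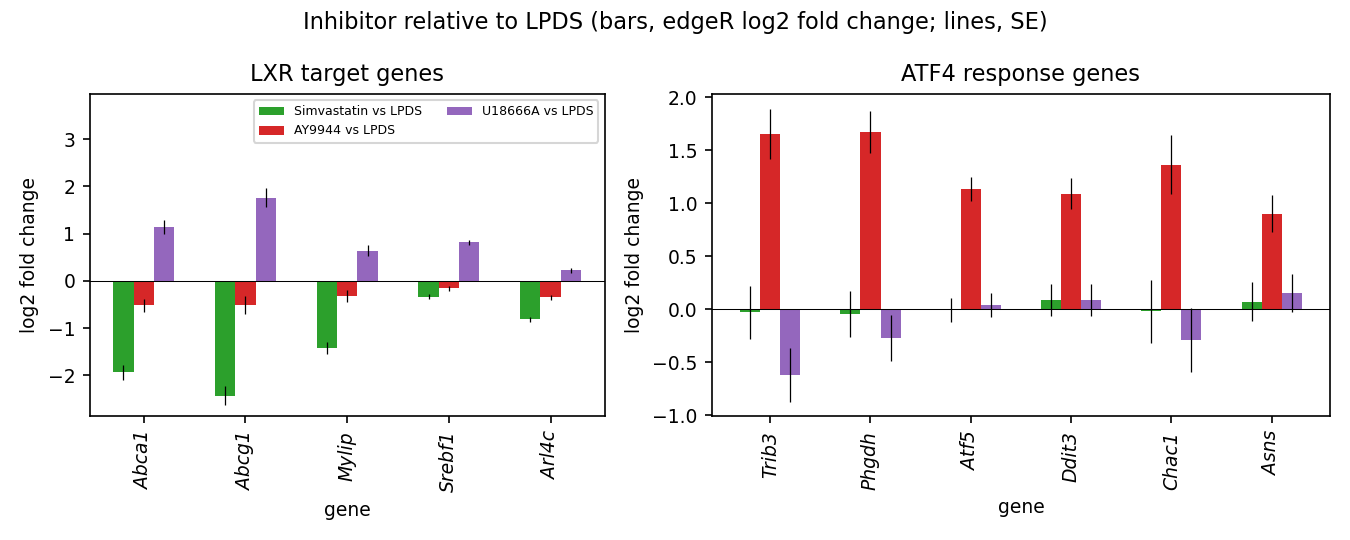
Log2 fold change against LPDS of 5 LXR target genes and 6 ATF4 response genes for each inhibitor, with bars from edgeR and lines for the standard error (n = 4 per condition). The LXR target genes are negative with simvastatin and positive with U18666A, and the ATF4 response genes are highest with AY9944.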

Ingenuity pathway analyses of differentially expressed genes revealed both unique and similar processes impacted by the different treatment conditions. A major shared pathway altered across treatment was chemokine signaling (Fig. 5D–F and supplemental Fig. S8A, B), though AY9944 exclusively resulted in high expression of *Csf1* (Fig. 5F). These results point to a dysregulation in chemoregulatory responses associated with cholesterol homeostasis in BMDMs.

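Csf1, which encodes the growth factor that sustains macrophages (ENSMUSG00000014599, chr3:107648364-107667785), averaged 4.92 CPM in FBS, 27.9 in LPDS, 39.4 with simvastatin, 103 with AY9944 and 22.5 with U18666A. It was the most raised gene with AY9944 against LPDS among genes with a mean of at least 5 CPM and no overlap between groups (log2 fold change 1.89 ± 0.23, adjusted p = 8.9e-05). AY9944 also exceeded simvastatin by 1.39 ± 0.23 (adjusted p = 0.0011) and U18666A by 2.20 ± 0.24 (adjusted p = 1.2e-05). Against FBS, Csf1 was higher in all 4 LPDS-grown conditions, by 2.50 ± 0.29 in LPDS, 3.00 ± 0.29 with simvastatin, 4.39 ± 0.28 with AY9944 and 2.19 ± 0.30 with U18666A.

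All 13 chemokine genes that Fig. 5F plots were called between LPDS and FBS, 5 higher and 8 lower. Those higher were Csf1, Cx3cr1 (ENSMUSG00000052336, chr9:119730682-119898945, 5.24 ± 0.25), Cxcl10 (2.60 ± 0.24), Cxcr4 (2.09 ± 0.16) and Cxcl16 (1.68 ± 0.07). Those lower were Ccl6 (−2.88 ± 0.34), Ccl7 (−2.61 ± 0.21), Ccl2 (−2.30 ± 0.17), Ccl12 (−1.45 ± 0.20), Ccl9 (−1.42 ± 0.17), Cx3cl1 (−1.36 ± 0.19), Ccl4 (−1.02 ± 0.08) and Ccl3 (−0.68 ± 0.06). With inhibitors against FBS, edgeR and DESeq2 each called 5 of the 13 higher and 7 lower with simvastatin. They called 5 and 8 with AY9944, and 5 and 6 with U18666A. The study chose these 13 genes on the same samples, so their number called is not independent evidence. A fixed list of 17 chemokine genes, written before the counts were seen, had 3 called higher and 11 lower (median −1.02, limma camera adjusted p = 8.8e-05). It shares members with Fig. 5F, among them Ccl2 and Cx3cl1, so it is not independent of that figure.

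Against LPDS, U18666A raised Ccl7 (ENSMUSG00000035373, chr11:81936538-81938351, 1.35 ± 0.22), Ccl2 (ENSMUSG00000035385, chr11:81926397-81928279, 1.19 ± 0.17), Ccl4 (0.86 ± 0.08) and Ccl3 (0.70 ± 0.06), and lowered Cx3cl1 (−0.70 ± 0.21, adjusted p = 0.047), a call that 5 of 8 leave-one-out fits lost. The fixed list had these 4 called higher and Cx3cl1 lower (median 0.26, and −0.08 to 0.29 with 1 library left out, adjusted p = 0.0071). Cx3cr1 fell by 1.51 ± 0.20 with U18666A and by 1.09 ± 0.20 with AY9944, and did not pass with simvastatin (0.00 ± 0.19). AY9944 lowered Cxcl10 by 0.91 ± 0.21 and Cxcl16 by 0.57 ± 0.06 and raised Ccl7 by 0.83 ± 0.22, a call lost when some single libraries were left out. With AY9944 the median of the fixed list was 0.16 while camera put it in the lower direction (adjusted p = 0.72). Against LPDS, simvastatin had none of the 13 genes of Fig. 5F called by edgeR or DESeq2. At an edgeR unadjusted p below 0.05, 3 were higher and 1 lower, and Ccl3 passed the edgeR adjusted p at 0.36 ± 0.06. Simvastatin raised Cxcl3 (2.02 ± 0.50) and Ccl22 (2.19 ± 0.56), both near the detection floor and neither called by DESeq2. It also raised the fixed list (camera adjusted p = 0.036, and 0.11 with an estimated correlation).

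**Figure D4:**
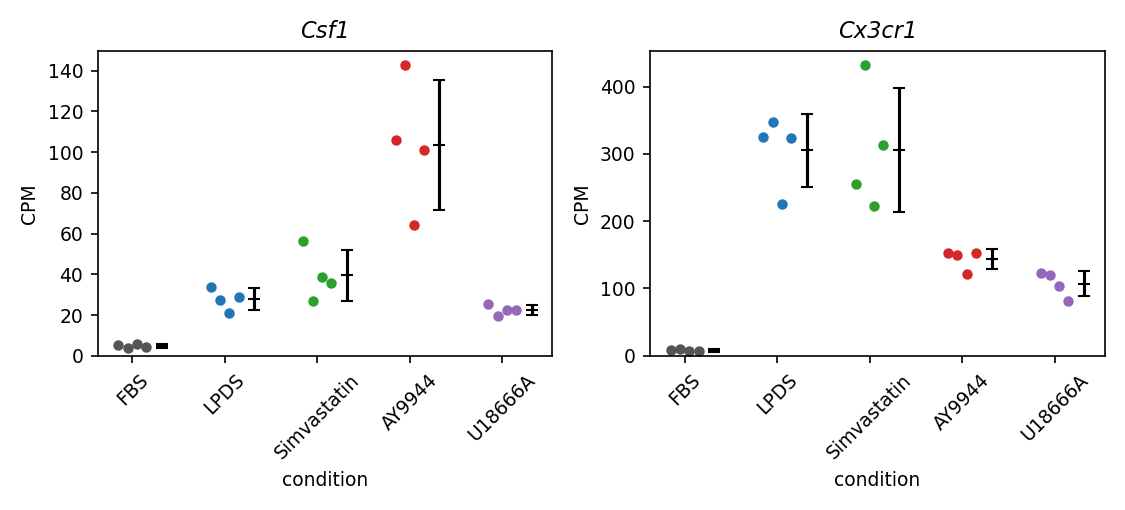
CPM of Csf1 and Cx3cr1 in each library by condition, 1 point per library, with the mean and SD of the 4 replicates in black. Csf1 is highest with AY9944, at a mean of 103 CPM, and both genes are lowest in FBS.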

**Fig. 5:**
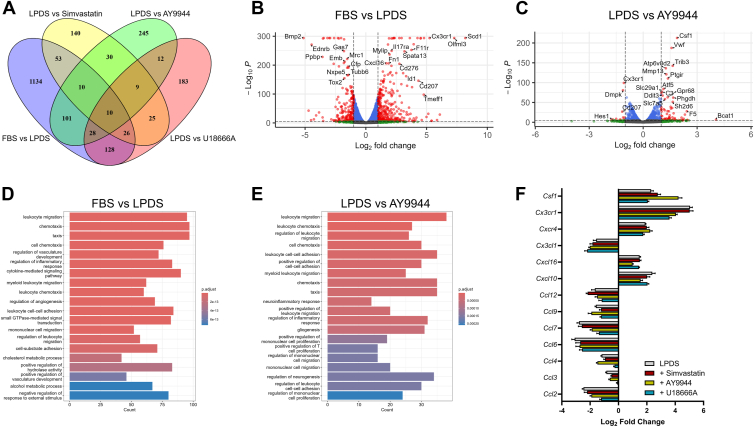
Sterol homeostatic change induces both shared and biochemistry-distinct cellular signaling deficits in macrophages. A: Venn diagram illustrating differentially expressed transcripts that are shared and distinct between cholesterol-depleted conditions (n = 4 biological replicates per condition; displays genes for *P*-values < 0.05, log_2_ fold change > ±0.5). B: Volcano plot indicating differentially expressed transcripts LPDS to FBS conditions (n = 4 biological replicates per condition). Red data points indicate differentially expressed transcripts (*P* < 0.05, log_2_ fold change ≥ ±0.5). C: Volcano plot indicating differentially expressed transcripts when comparing LPDS to AY9944 treated conditions (n = 4 biological replicates per condition). Fold changes correspond to AY9944 expression relative to LPDS. Red data points indicate differentially expressed transcripts (*P* < 0.05, log_2_ fold change ≥ ±0.5. D: Pathway analysis comparing LPDS to FBS conditions reveals alterations in immune response behavior in BMDMs (n = 4 biological replicates per condition). E: Pathway analysis comparing AY9944 to LPDS conditions shows enhanced BMDM immunoreactive profile after AY9944 treatment (n = 4 biological replicates per conditions). F: Transcriptional changes associated with chemokine signalling are significantly altered across treatments in BMDMs (mean ± SEM; n = 4 biological replicates per condition).

Further analyses of cholesterol-metabolic pathways revealed overall increased expression within genes of pre-squalene and post-squalene cholesterol biosynthesis, though gene expression was dampened by U18666A (supplemental Fig. S9A, B), suggesting possible desmosterol-mediated suppression of sterol synthesis. 

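Most genes of sterol synthesis were higher in LPDS than in FBS and higher again with simvastatin, and many were lower with U18666A than in LPDS. Before squalene, LPDS raised Mvd (ENSMUSG00000006517, chr8:123160340-123170161, log2 fold change 1.20 ± 0.07), Fdps (1.27 ± 0.14), Fdft1 (1.04 ± 0.07) and the HMG-CoA synthase gene Hmgcs1 (ENSMUSG00000093930, 0.84 ± 0.08). Hmgcr, which encodes the statin target (ENSMUSG00000021670, chr13:96785475-96807444), rose by 0.51 ± 0.07 and lay just under the fold threshold when FBS replicate 4 or LPDS replicate 2 was left out. From squalene on, LPDS raised Lss (ENSMUSG00000033105, chr10:76367422-76392972, 1.07 ± 0.08), Sc5d (0.93 ± 0.08), Dhcr7, which encodes the target of AY9944 (ENSMUSG00000058454, chr7:143376882-143402147, 0.82 ± 0.08), Sqle (0.61 ± 0.05) and Dhcr24 (ENSMUSG00000034926, chr4:106418235-106446310, 0.59 ± 0.06). A fixed list from squalene on had 10 of 13 called higher and 1, Lbr, lower (−0.51 ± 0.08; list median 0.61, limma camera adjusted p = 2.9e-09, and 0.062 with an estimated correlation).

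Simvastatin against LPDS raised sterol genes further, including Acat2 (ENSMUSG00000023832, 1.35 ± 0.07), Mvd (1.26 ± 0.07), Lss (1.17 ± 0.08), Cyp51 (1.11 ± 0.06), Dhcr24 (0.94 ± 0.06) and Hmgcr (0.92 ± 0.07). All 8 pre-squalene and all 7 post-squalene genes that Fig. S9 plots were called higher, as were 9 of 10 in a fixed mevalonate list (median 1.09, limma camera adjusted p = 2.0e-44). With AY9944 none of the 15 was called against LPDS by edgeR or DESeq2 (1 pre-squalene and 2 post-squalene genes were lower at unadjusted p below 0.05), and the fixed mevalonate list did not move (median −0.01, adjusted p = 0.69). The fixed list from squalene on had none called by either tool and 3 of 13 lower at unadjusted p below 0.05 (median −0.08, adjusted p = 0.16, and 0.041 without AY9944 replicate 1 and 0.049 without LPDS replicate 3). In it Dhcr24 passed the adjusted p at −0.26 ± 0.06.

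U18666A against LPDS lowered 5 of the 8 pre-squalene and 3 of the 7 post-squalene genes of Fig. S9, among them Fdft1 (−0.86 ± 0.07), Dhcr24 (−0.81 ± 0.07), Fdps (−0.79 ± 0.13) and Lss (−0.69 ± 0.08). The fixed mevalonate list had 7 of 10 lower (median −0.56, camera adjusted p = 8.4e-17) and the list from squalene on 7 of 13 (median −0.50, adjusted p = 1.4e-19). Against FBS, U18666A left 3 of the 8 and 1 of the 7 called higher, with Dhcr24 at −0.22 ± 0.07. At an edgeR unadjusted p below 0.05, 7 of the 8 and 3 of the 7 were higher, and 1 of the 7 was lower. The genes of Fig. S9 were chosen by the study on these samples and are not independent evidence.

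**Figure D5:**
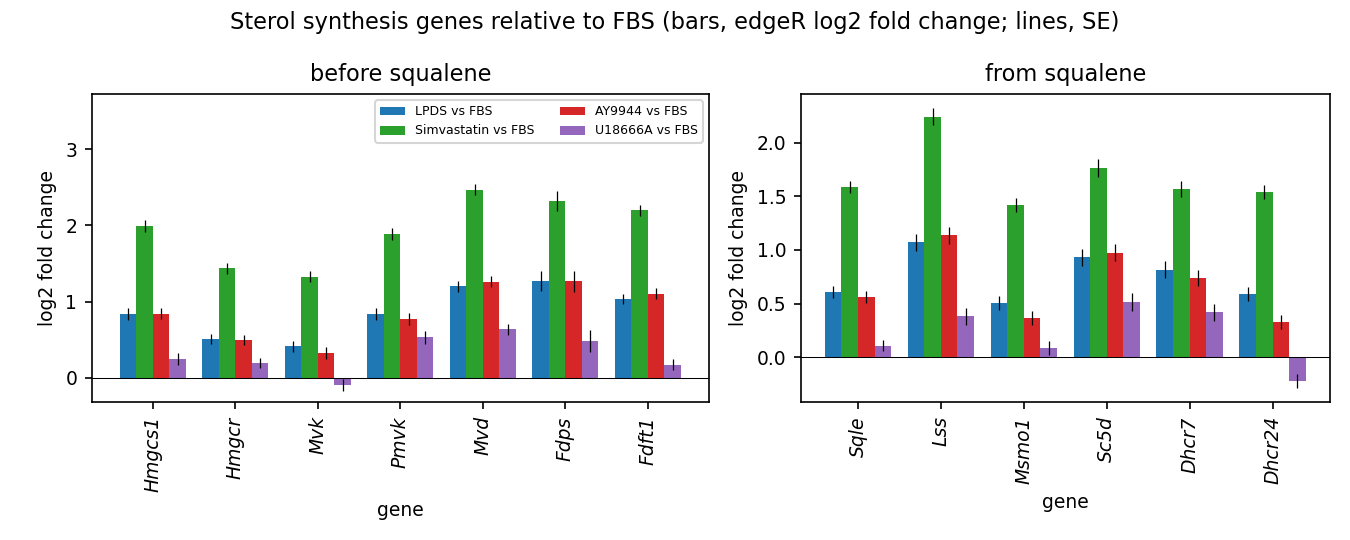
Log2 fold change against FBS of 7 genes acting before squalene and 6 acting from squalene on, for LPDS and each inhibitor, with bars from edgeR and lines for the standard error (n = 4 per condition). Bars for simvastatin are the tallest for each gene and bars for U18666A the lowest.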

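The LDL receptor gene Ldlr (ENSMUSG00000032193, chr9:21634779-21661215) rose against FBS by 0.80 ± 0.07 in LPDS, 1.43 ± 0.07 with simvastatin and 0.88 ± 0.07 with AY9944. With U18666A it passed the edgeR adjusted p at 0.47 ± 0.07, under the fold threshold. Ldlrad4 rose by 1.74 ± 0.16 in LPDS and by 1.32 ± 0.17 to 1.77 ± 0.16 with the inhibitors, and Ldlrad3 by 0.79 ± 0.17 in LPDS and by 0.64 ± 0.17 to 1.12 ± 0.17 with the inhibitors. The lysosomal cholesterol transporter genes changed less. Npc1 (ENSMUSG00000024413, chr18:12322749-12369457) was at 0.14 ± 0.06 in LPDS (adjusted p = 0.087), 0.18 ± 0.06 with simvastatin, 0.34 ± 0.06 with AY9944 and 0.24 ± 0.06 with U18666A, and Npc2 (ENSMUSG00000021242) lay between 0.17 ± 0.05 and 0.33 ± 0.05. Neither was called in any of the 4 comparisons against FBS, although all but Npc1 in LPDS passed the adjusted p. Scp2, which encodes a sterol carrier (ENSMUSG00000028603), was at −0.04 ± 0.06 in LPDS and −0.28 ± 0.06 with AY9944. Of the 7 transport genes that Fig. S9 plots, 4 were called higher in LPDS, 4 with simvastatin, 3 with AY9944 and 2 with U18666A, and none was called lower. At an edgeR unadjusted p below 0.05, 6 of the 7 were higher in each condition, and 1 was lower with simvastatin and with AY9944. As a group in LPDS the 7 transport genes were higher than other genes (median 0.53, limma camera adjusted p = 2.7e-04, and 0.12 with an estimated correlation), on a list chosen by the study from these samples.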

Relative to FBS, all treatment groups exhibited increased transcription of genes related to both low-density lipoprotein (LDL) receptor and lysosomal cholesterol transport (supplemental Fig. S9C). Genes encoding proteins related to cholesterol efflux, including the ATP-binding cassette transporter subfamilies A, B, and G exhibited reduced expression across treatments (supplemental Fig. S9D).

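Against FBS, Abcg1 and Abca1, whose products export cholesterol from macrophages, were called higher in LPDS and with AY9944 and U18666A, and not with simvastatin. Abcg1 (ENSMUSG00000024030, chr17:31276649-31336962) was at 2.93 ± 0.22 against FBS in LPDS, 0.51 ± 0.22 with simvastatin (adjusted p = 0.093), 2.42 ± 0.21 with AY9944 and 4.70 ± 0.23 with U18666A. Abca1 (ENSMUSG00000015243, chr4:53030787-53159895) was at 1.89 ± 0.15, −0.04 ± 0.15 (adjusted p = 0.86), 1.37 ± 0.15 and 3.03 ± 0.16 in the same order. Against LPDS, simvastatin lowered Abcg1 (−2.43 ± 0.21) and Abca1 (−1.94 ± 0.15), and U18666A raised them by 1.76 ± 0.19 and 1.14 ± 0.14. AY9944 lowered Abca1 by 0.52 ± 0.14 (adjusted p = 0.032), a call that most leave-one-out fits lost, and left Abcg1 uncalled (−0.52 ± 0.19, adjusted p = 0.12, and 0.038 with replicate numbers as blocks).

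Other transporters were lower than in FBS in 1 or more conditions. Abcb1a (ENSMUSG00000040584) fell by 0.85 ± 0.17 in LPDS, 1.43 ± 0.18 with simvastatin, 1.11 ± 0.17 with AY9944 and 0.60 ± 0.17 with U18666A. Its paralog Abcb1b was called lower with AY9944 (−0.52 ± 0.05), as was Abcg2 (−0.64 ± 0.12). Abca9 was called lower with AY9944 (−0.80 ± 0.27) and U18666A (−1.16 ± 0.28), and Abcg3 with simvastatin (−0.73 ± 0.25). With replicate numbers as blocks Abca9 was also called lower with simvastatin (−0.71 ± 0.22, edgeR adjusted p = 0.022). Of the 2 acetyl-CoA acetyltransferase genes in the same panel, Acat1 was lower by 0.65 ± 0.07 in LPDS and Acat2 was higher by 0.88 ± 0.07. Of the 6 ABC genes of the panel, edgeR called 1 higher and 1 lower in LPDS, 0 and 2 with simvastatin (1 and 2 by DESeq2), 1 and 4 with AY9944, and 1 and 2 with U18666A. At an edgeR unadjusted p below 0.05, 1 was higher and 3 lower in LPDS, 1 and 5 with simvastatin, and 1 and 4 with AY9944 and with U18666A. Over all 8 genes of the panel the median was −0.34 in LPDS and the mean 0.17, and limma camera found no shift of the group (adjusted p = 0.62).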

To examine if specific sterol biochemistries produced unique transcriptional networks within macrophages, we further analyzed common and unique transcriptional changes across treated BMDMs relative to LPDS (supplemental Fig. S10A, B). We first used GO analysis of transcripts that were common across treatment groups (78 genes total) to identify a shared immune signature (supplemental Fig. S10C). 

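Called genes that all 3 inhibitors moved the same way against LPDS numbered 8, and 17 with replicate numbers as blocks. With 1 library left out they numbered 3 to 10 (3 without LPDS replicate 1, 4 without U18666A replicate 3, and 5 without LPDS replicate 4 or simvastatin replicate 3). Bhlhe40, which encodes a transcriptional repressor (ENSMUSG00000030103, chr6:108637590-108643886), was higher by 0.87 ± 0.10 with simvastatin, 0.93 ± 0.10 with AY9944 and 0.53 ± 0.10 with U18666A. Maff (ENSMUSG00000042622, chr15:79230821-79243276) was higher by 0.92 ± 0.19, 0.63 ± 0.20 and 0.71 ± 0.20 in that order. The 6 lower genes were Rtn4rl1 (ENSMUSG00000045287, −0.56 ± 0.12, −0.72 ± 0.12 and −0.76 ± 0.12), the purinergic receptor gene P2ry12 (ENSMUSG00000036353, −0.78 ± 0.15, −0.69 ± 0.15 and −0.57 ± 0.15), Cmah (ENSMUSG00000016756, −0.54 ± 0.13, −0.53 ± 0.13 and −0.60 ± 0.13), the paralogs Ctla2a (ENSMUSG00000044258, −0.75 ± 0.15, −0.92 ± 0.15 and −0.59 ± 0.15) and Ctla2b (ENSMUSG00000074874, −0.58 ± 0.14, −0.60 ± 0.14 and −0.76 ± 0.14), and the pseudogene Ifi203-ps (ENSMUSG00000090222, −0.81 ± 0.16, −0.57 ± 0.15 and −0.62 ± 0.15). Reads shared between Ctla2a and Ctla2b, or between Ifi203-ps and its relatives, were not separated here.

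The 3 comparisons share the LPDS libraries. If calls were independent, 0.00942 genes would be shared by all 3, and 20 simulations with no treatment effect and a shared LPDS group gave 0. Without an effect few or no genes are called, so the simulated values do not show how many real calls the shared libraries would make overlap. By pairs, simvastatin and AY9944 shared 11 higher and 16 lower genes, against 1.15 and 0.258 expected, 0 simulated, and 4.5 and 5.67 on average when each comparison used its own LPDS libraries, 2 per comparison. Simvastatin and U18666A shared 6 and 7 (0.577 and 0.255 expected, 0 simulated, 2.5 and 0.667 with separate LPDS libraries), and AY9944 and U18666A shared 10 and 18 (1.15 and 0.781 expected, 0 simulated, 3.17 and 6.83 with separate LPDS libraries). The expected values use calls made with all LPDS libraries. With 2 LPDS libraries per comparison power is lower as well, so the fall does not measure the sharing alone.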

Activated immune-associated genes of interest included *Il7r* (interleukin 7 receptor), *Il11ra1* (interleukin 11 receptor, alpha subunit), and *Ifrd1* (interferon-related development regulator 1) (supplemental Fig. S10D). 

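Il7r (ENSMUSG00000003882, chr15:9505874-9530262) rose against LPDS by 0.66 ± 0.07 with U18666A (adjusted p = 1.1e-06). With simvastatin (0.30 ± 0.07, adjusted p = 0.019) and AY9944 (0.28 ± 0.07, adjusted p = 0.013) it passed the edgeR adjusted p but not the fold threshold. Il11ra1 (ENSMUSG00000073889, chr4:41699989-41769474) rose by 0.55 ± 0.12 with AY9944, reached 0.48 ± 0.12 with simvastatin (adjusted p = 0.026) and did not pass with U18666A (0.32 ± 0.12, adjusted p = 0.12). Ifrd1 (ENSMUSG00000001627, chr12:40251566-40298503) rose by 0.60 ± 0.11 with simvastatin, and passed the adjusted p at 0.46 ± 0.11 with AY9944 and 0.42 ± 0.11 with U18666A. Among genes shown as reduced, Aif1 fell by 0.54 ± 0.11 with simvastatin and by 0.72 ± 0.11 with AY9944, and Il4ra by 0.64 ± 0.07 with U18666A. Of the 12 immune genes in Fig. S10D, each inhibitor had 1 called higher and 4 lower. Without the fold threshold, 3 were higher and 7 lower with simvastatin, 3 and 7 with AY9944, and 2 and 6 with U18666A. At an edgeR unadjusted p below 0.05, 3 were higher and 9 lower with each inhibitor. The study chose these genes on the same samples, so the counts are not independent evidence.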

We next performed GO cellular component analysis on genes common between ≥ 2 treatment groups (supplemental Fig. S10E). Changes in gene expression shared between all three groups were related to early endosome signaling and cell surface expression (supplemental Fig. S10E). Comparisons between groups highlighted various disrupted pathways, including ER signaling, endocytic/lysosomal signaling, and vesicular trafficking (supplemental Fig. S10E, F). These results demonstrate that the transcriptomes of macrophages are dramatically altered by cholesterol biosynthesis inhibition and showcase sterol impacts on signaling networks linked to immune function and vesicular/endosomal transport.

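Of the 11 trafficking genes in Fig. S10F, 1 was called higher and 1 lower against LPDS with simvastatin, 1 and 2 with AY9944, and 2 and 2 with U18666A. Without the fold threshold 4 were higher and 5 lower with simvastatin, 5 and 5 with AY9944, and 4 and 5 with U18666A. At an edgeR unadjusted p below 0.05, 6 were higher and 5 lower with each inhibitor. The study chose these genes on these samples. Fam20c, which encodes a kinase of secreted proteins (ENSMUSG00000025854, chr5:138740269-138795832), rose by 0.60 ± 0.06 with simvastatin and 0.55 ± 0.06 with AY9944. Lgals3, which encodes galectin-3 (ENSMUSG00000050335, chr14:47605208-47623617), rose by 0.65 ± 0.08 with U18666A. The lysosomal protease gene Ctsc (ENSMUSG00000030560, chr7:87927293-87960096) fell by 0.61 ± 0.08 with AY9944 and 0.54 ± 0.08 with U18666A, and reached −0.37 ± 0.08 with simvastatin. Rhobtb1 (ENSMUSG00000019944) fell by 0.53 ± 0.11 with simvastatin and 0.58 ± 0.11 with U18666A, and Fgd2 (ENSMUSG00000024013) by 0.67 ± 0.12 with AY9944. Ankrd13b did not pass the edgeR adjusted p with any inhibitor (0.37 ± 0.14 to 0.40 ± 0.14, lowest adjusted p = 0.089).

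A fixed list of 27 early endosome genes had none called with any inhibitor by edgeR or DESeq2, and at unadjusted p below 0.05 had 1 higher and 4 lower with simvastatin, 5 and 3 with AY9944, and 5 and 1 with U18666A. Across the list limma camera found no shift (adjusted p = 0.34 with simvastatin, 0.84 with AY9944 and 0.14 with U18666A). Within it Snx2, which encodes a sorting nexin (ENSMUSG00000034484), passed the adjusted p with simvastatin at −0.40 ± 0.07 and with AY9944 at −0.30 ± 0.07. Late endosome and lysosome genes had 1 of 41 called lower and none higher with U18666A, while 12 were higher and 3 lower by adjusted p alone (median 0.08, camera adjusted p = 0.0011, and 0.46 with an estimated correlation), including Gpnmb at 0.42 ± 0.07. Chaperone genes of the ER had none called with U18666A by edgeR or DESeq2, 8 higher by adjusted p alone and 10 higher at unadjusted p below 0.05 (median 0.13, adjusted p = 2.4e-06, and 0.34 with an estimated correlation), including the calreticulin gene Calr at 0.30 ± 0.05. With AY9944 none was called by either tool (8 higher and 1 lower at unadjusted p below 0.05), and Dnajb9 was higher at 0.49 ± 0.10 and Hyou1 at 0.41 ± 0.09 by adjusted p alone (list adjusted p = 0.017, and 0.66 with an estimated correlation).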

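Against LPDS, further groups of genes moved with an inhibitor. Genes of the TGF-β-dependent microglia list fell with U18666A (0 higher and 3 lower of 13, or 4 adjusted over the list alone, median −0.49, limma camera adjusted p = 5.1e-09), including Smad3 at −0.42 ± 0.11 by adjusted p alone. With AY9944 the same list had 3 called lower (median −0.40, camera adjusted p = 6.5e-08), including Hexb at −0.47 ± 0.09 by adjusted p alone. Actin and macropinocytosis genes were lower as a group with AY9944, with none of 27 called by edgeR or DESeq2, 14 lower by edgeR adjusted p alone and 16 lower at unadjusted p below 0.05 (median −0.19, camera adjusted p = 1.5e-09), including Nckap1l at −0.29 and Cyfip1 at −0.33. Simvastatin raised fatty acid synthesis genes, with 4 of 15 called higher (median 0.22, adjusted p = 6.2e-12), including Acly at 0.59 ± 0.05. The paper concludes that inhibiting cholesterol biosynthesis alters the macrophage transcriptome and reaches immune and vesicular transport networks. Pathway databases used by the authors were not available here, so those enrichments were not recomputed.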

### Impaired cholesterol production initiates the digestive pathway in BMDMs

The transcriptomic profiles of macrophages with impaired cholesterol biosynthesis suggest there could be a dysfunction in immune responsivity in conjunction with vesicular trafficking defects. Interferon gamma (IFNγ) and lipopolysaccharide (LPS) polarized macrophages may take on a phagocytic phenotype from which endosomal and lysosomal processes become more engaged (46). Analysis of the early endosome maker Rab5 revealed BMDMs cultured in LPDS increased endosome labeling, an effect that was enhanced with TASIN-1 or AY9944 (supplemental Fig. S11A, B). Further analysis revealed increased expression of the late endosome/lysosome protein Rab7 after treatment with cholesterol biosynthesis inhibitors simvastatin, 17α-OHP, TASIN-1, or AY9944 (Fig. 6A, B). While inhibition of sterol esterification with avasimibe also increased Rab7 expression, the Dhcr24 antagonist U18666A had no effect on Rab7 expression (Fig. 6B). CD68 is a lysosomal protein that shuttles to the plasma membrane and binds to modified LDL-cholesterol and phosphatidylserine; CD68 expression increases in atherogenic conditions or LPS exposure (47). CD68 exhibited elevated expression with all treatments (Fig. 6A, C, supplemental Figs. S11, and S12). Phalloidin staining also showed increased signal intensity after impairing cholesterol metabolism, suggesting excessive actin polymerization or defects in depolymerization (Fig. 6A, D, supplemental Figs. S11, and FS12).

**Fig. 6:**
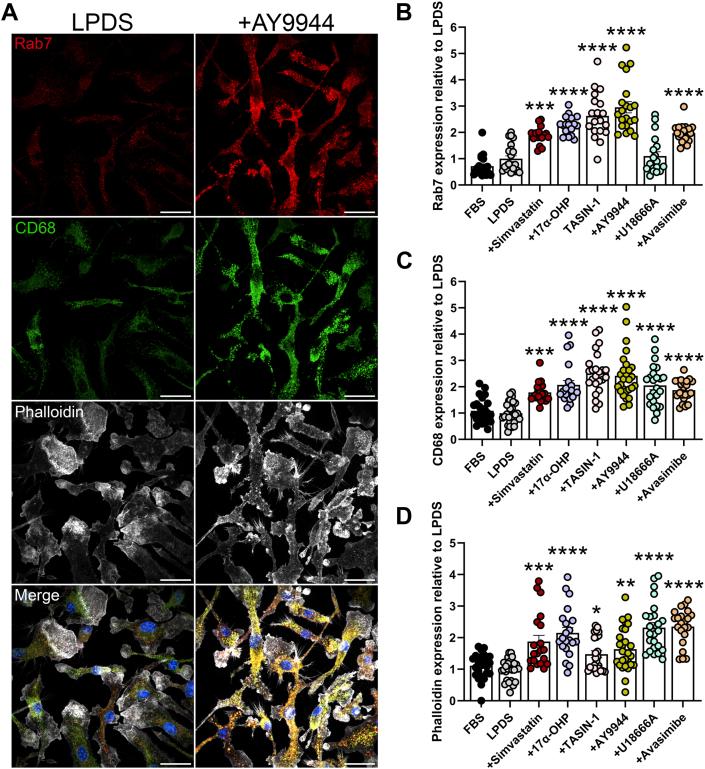
Sterol disruption induces intracellular trafficking defects and morphological changes in macrophages. A: Representative images for late endosomes/lysosomes (Rab7), activation (CD68), and F-actin filaments (phalloidin-647) in BMDMs after 48 h exposure to LPDS or AY9944 treatment. Scale bar, 25 μm. B: Simvastatin, 17α-OHP, TASIN-1, AY9944, and avasimibe promote accumulation of Rab7-positive late endosomes/endosomes (mean ± SEM; n = 16–23 images taken from 2 independent experiments). One-way ANOVA (F_7,146_ = 34.55, *P* < 0.0001) with Dunnett’s multiple comparisons test (∗∗∗*P* ≤ 0.001; ∗∗∗∗*P* < 0.0001). C: Quantified CD68 expression in cholesterol metabolism inhibited BMDMs (mean ± SEM; n = 20–28 images taken from 3 independent experiments). One-way ANOVA (F_7,183_ = 19.38, *P* < 0.0001) with Dunnett’s multiple comparisons test (∗∗∗*P* ≤ 0.001; ∗∗∗∗*P* < 0.0001). D: Quantified phalloidin-647 expression observed after disruption of cholesterol metabolism. One-way ANOVA (F_7,183_ = 16.71, *P* < 0.0001) with Dunnett’s multiple comparisons test (∗*P* ≤ 0.05; ∗∗*P* ≤ 0.01; ∗∗∗∗*P* < 0.0001).

The engulfment and storage of extracellular lipids is an important function of macrophages to prevent environmental stress and toxicity (48, 49). To determine if changes in intracellular trafficking due to cholesterol depletion impaired macrophage lipid storage capacity, we analyzed BMDMs for lipid droplet expression. Oleic acid (OA) supplementation increased neutral BODIPY 505/515 and perilipin-2 (PLN-2) staining in cells cultured in either FBS or LPDS conditions (supplemental Fig. S13). PLN-2 intensity was minimally increased with cholesterol synthesis inhibition (supplemental Fig. S14A, B), though the number of lipid droplets did not change relative to LPDS conditions (supplemental Fig. S14A, C). These data demonstrate that altered transcriptional programs and cell surface protein expression upon cholesterol-deficient culture do not affect macrophage lipid storage mechanisms but are instead connected to dysfunctional lipid trafficking.

### Macrophages with genetic disruption of *Dhcr7* display altered lipid trafficking and impaired sterol synthesis

To further define the relationship between cholesterol metabolism and vesicular defects in response to cholesterol biosynthesis inhibition, we analyzed BMDMs from mice exhibiting mutations within *Dhcr7*, mimicking the cholesterol biosynthesis disorder SLOS (24, 25). We first assessed if *Dhcr7* mutant (*Dhcr7*^T93M/+^, *Dhcr7*^T93M/Δ3-5^) BMDMs exhibit accumulation of endosomal/lysosomal markers, as in AY9944-treated pharmacological models. Both *Dhcr7*^T93M/+^ and *Dhcr7*^T93M/Δ3-5^ BMDMs expressed higher levels of Rab7 relative to control (*Dhcr7*^+/+^) BMDMs (Fig. 7A, B and supplemental Fig. S15). Additionally, we found increased CD68 expression in *Dhcr7*^T93M/+^ and *Dhcr7*^T93M/Δ3-5^ BMDMs in both FBS and LPDS conditions (Fig. 7A, C and supplemental Fig. S15). These findings indicate that genetic disruption of cholesterol biosynthesis causes vesicular trafficking defects in macrophages.

**Fig. 7:**
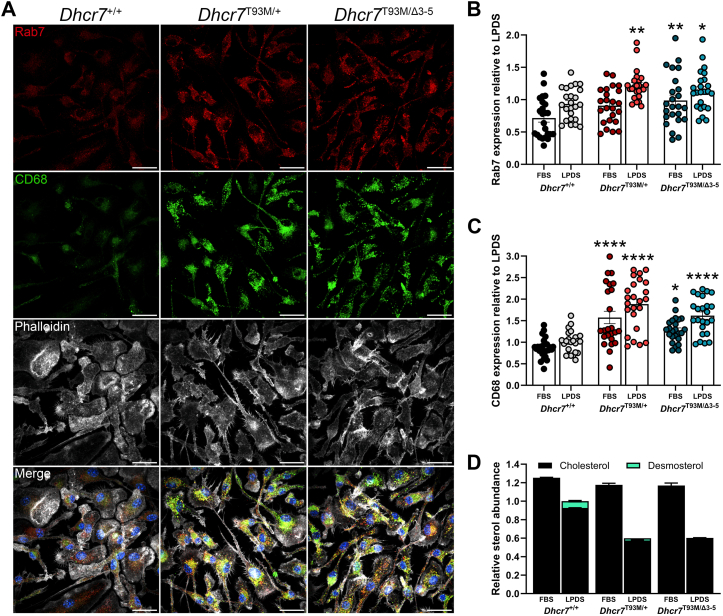
Macrophages from *Dhcr7* deficient mice exhibit defects in intracellular trafficking. A: Representative images of Rab7 and CD68 from *Dhcr7*^+/+^, *Dhcr7*^T93M/+^, and *Dhcr7*^T93M/Δ^ BMDMs in LPDS conditions. Scale bars, 25 μm. B: Quantified Rab7 expression in wild-type and *Dhcr7* mutant BMDMs (mean ± SEM; n = 24 images taken from 3 independent experiments). Two-way ANOVA (media effect: F_1,138_ = 20.65, *P* < 0.0001; genotype effect: F_2,138_ = 10.02, *P* < 0.0001) with Sidak’s multiple comparisons test (∗*P* ≤ 0.05, ∗∗*P* ≤ 0.01 relative to *Dhcr7*^*+/+*^ LPDS). C: Quantified CD68 expression in *Dhcr7*^*+/+*^ versus *Dhcr7* mutant (*Dhcr7*^T93M/+^, *Dhcr7*^T93M/Δ^) BMDMs (mean ± SEM; n = 24 images taken from 3 independent experiments). Two-way ANOVA (media effect: F_1,138_ = 12.34, *P* ≤ 0.0006; genotype effect: F_2,138_ = 38.94, *P* < 0.0001) with Sidak’s multiple comparisons test (∗*P* ≤ 0.05, ∗∗∗∗*P* < 0.0001 relative to *Dhcr7*^*+/+*^ LPDS). D: Quantified GC-MS analyses of BMDMs from *Dhcr7*^T93M/+^ and *Dhcr7*^T93M/Δ3-5^ show reduced cholesterol but no 7DHC accumulation (mean ± SEM; n = 2 biological replicates from 2 independent experiments).

We next assessed the sterol signature of *Dhcr7* mutant macrophages, expecting a similar biochemical phenotype as seen in AY9944-treated macrophages. While BMDMs from *Dhcr7* mutant mice (*Dhcr7*^T93M/+^, *Dhcr7*^T93M/Δ3-5^) exhibited lower levels of cholesterol relative to controls (*Dhcr7*^+/+^), there was no expected accumulation of the sterol precursor 7DHC (Fig. 7D) as previously observed in other cell types derived from these mice (23, 25, 50, 51). To better understand this result, we first assessed the ability of these macrophages to synthesize sterols in cholesterol-depleted conditions by supplementing media with deuterium-labeled acetate (Acet-D_3_) and allowing cells to produce heavy sterols that we quantified with GC-MS (Fig. 8A). Small amounts of deuterium-labeled sterols were observed in both control and *Dhcr7* mutant macrophages (Fig. 8B), suggesting BMDMs retain some synthetic capabilities when the environment is devoid of cholesterol. However, *Dhcr7* mutant macrophages produced less than half the amount of newly synthesized sterols compared to control cells (Fig. 8C), indicating that genetic disruption of *Dhcr7* dramatically impairs the ability of BMDMs to synthesize sterols.

**Fig. 8:**
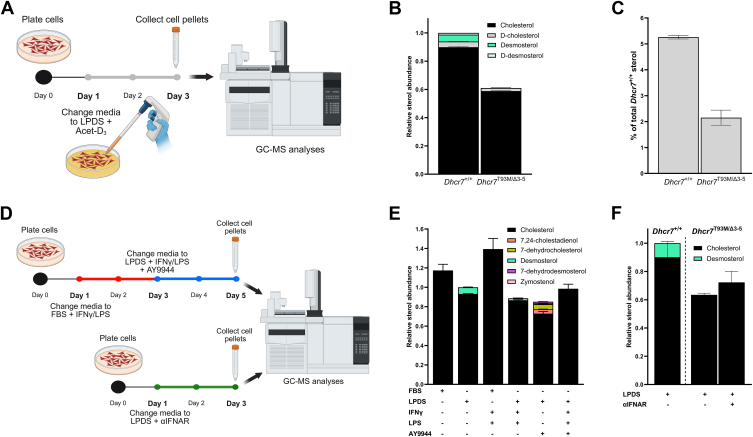
Biochemical profiles in macrophages from *Dhcr7* deficient mice are driven by impaired sterol biosynthesis. A: Experimental design to quantify sterol production using deuterium-labelling. B: Quantified GC-MS shows accumulation of deuterium-labelled sterols in BMDMs (mean ± SEM; n = 2 biological replicates from 2 independent experiments). C: Synthesis of deuterium-labelled sterols is reduced in *Dhcr7*^T93M/Δ^ macrophages relative to *Dhcr7*^+/+^controls (mean ± SEM; n = 2 biological replicates from 2 independent experiments). D: Experimental design for targeted suppression of IFN signalling in cholesterol depleted macrophages. E: Quantified GC-MS analyses of BMDMs treated with AY9944 alongside IFNγ/LPS (mean ± SEM; n = 2 biological replicates from 2 independent experiments). F: Quantified GC-MS analyses of BMDMs treated with αIFNAR to inhibit IFN signalling (mean ± SEM; n = 2 biological replicates from 2 independent experiments).

Previous studies have demonstrated interferon signaling in response to pathogen exposure inhibits cholesterol biosynthesis (18, 19), so we next analyzed the impact of BMDM activation on sterol biosynthesis (Fig. 8D). Through stimulation of BMDMs with IFNγ, LPS (52), and AY9944 co-administration, IFNγ/LPS stimulation eliminated the accumulation of sterol precursors in AY9944-treated BMDMs and prevented cholesterol loss below LPDS conditions (Fig. 8E). We next attempted to activate sterol synthesis in *Dhcr7* mutant macrophages by blocking interferon signaling (Fig. 8D). However, inhibition of IFN signaling had no significant effect on sterol levels in *Dhcr7*^T93M/Δ3-5^ BMDMs (Fig. 8F), suggesting genetic impairments of cholesterol biosynthesis impose a depressive effect on sterol accumulation that is not directly dependent on IFN signaling. Together, these results demonstrate that sterol biochemical changes in *Dhcr7* macrophages are associated with a limited ability to synthesize sterols, preventing the predicted buildup of cholesterol intermediates.

## Discussion

Our work demonstrates a critical connection between sterol metabolism and macrophage function and signaling. From an evolutionary perspective, cholesterol likely better supports the complex array of signaling pathways observed in mammalian systems compared to intermediate sterols due to improved membrane structural integrity and lipid ordering (53). Our study addresses the functional importance of precursor sterol molecules on macrophages and membrane biology to extend previous findings. For example, desmosterol is a natural ligand for the liver x receptor (LXR), which mediates expression of cholesterol efflux and cholesterol synthesis genes in macrophages; however, desmosterol may play additional roles in other cell types (54, 55). Outside of cholesterol production, 7DHC serves as a precursor to vitamin D, and the degradation of DHCR7 in the presence of high cholesterol and desmosterol can enhance vitamin D production (56).

Macrophages rely on changes in membrane fluidity to engage phagocytic behavior (57). Both phagocytosis and macropinocytosis require significant membrane reformations through recruitment of lipids and cytoskeletal elements to distinct cellular loci (58, 59, 60). In our study, the substitution of cholesterol with desmosterol or 7DHC in the plasma membrane rescued impaired macropinocytosis (Fig. 3E, F). We previously showed reconstitution of membrane sterols with desmosterol or 7DHC also restored clathrin-mediated endocytosis (28). Lipid rafts are an important feature for membrane bending processes, like those related to endocytosis (61, 62). However, desmosterol’s double bond at C24 is thought to impair lipid ordering, preventing it from replacing cholesterol in lipid rafts (63). Our macropinocytosis rescue experiment suggests membrane sterols that retain the 3β-hydroxyl group support macropinocytosis (Fig. 3C, D). Cholesterol appears to be efficiently substituted with 7DHC in lipid rafts (64) and can convincingly rescue clathrin-mediated endocytosis (28). In yeast, intermediates of sterol biosynthesis do not fully support vacuole phase separation but may have evolved in a manner that serves to balance membrane ordering (53). The structural similarity of 7DHC and desmosterol may be sufficient to balance phospholipid ordering in a way that fully restores macropinocytosis but is perhaps less supportive of endocytic events requiring increased membrane tension and bending (65). While sterol loading may artificially impact lipid distribution between the endoplasmic reticulum and the plasma membrane, affecting cholesterol sensing and transport mechanisms (66), further studies into the impact of defined sterols on endocytic processes and their contribution to lipid ordering are necessary to fully define this concept.

Though cholesterol depletion impaired both macropinocytosis and clathrin-mediated endocytosis (Fig. 3 and supplemental Fig. S6), we saw higher expression of endosomal and lysosomal markers in macrophages after sterol biosynthesis inhibition (Fig. 6, supplemental Figs. S11, and S12). Vesicular sorting and digestive pathways were also dysfunctional in macrophages derived from a mouse model of SLOS (Fig. 7 and supplemental Fig. S15). Associated pathways were also differentially expressed in our transcriptomic analyses (supplemental Fig. S10E, F). Phagocytic cells undergo lysosomal restructuring during endocytic product digestion, which could be stimulus-induced (67). Disruption of normal endosomal sorting pathways may be attributed to several factors, including changes to vesicle acidification (68, 69), autophagy-induced redirection of endocytic cargo (70), or impaired vesicle fusion (71). The inability of cholesterol to be transported out of lysosomes also disrupts macrophage intracellular vesicular transport processes (72). We have recently shown that cholesterol starvation interferes with endosomal sorting pathways, causing accumulation of late endosomes which fuse with autophagosomes (30). It is possible this is represented within the results here, where reduced cholesterol, and not the presence of sterol intermediates, initiates vesicular trafficking irregularities. Importantly, regulation of lysosomal function is directly linked to immune responsivity in macrophages (73) and chemotactic response (74), which we observed to be heavily impacted with cholesterol biosynthesis disruption (Fig. 2 and Fig. 5D–F). Additional studies are necessary to more thoroughly detail these connections.

Macrophage cholesterol metabolism was previously demonstrated to be dependent on cellular immunogenicity (15). Cellular redistribution of cholesterol through metabolic reorganization regulates IFN signaling (19). Previous work also reported that impaired regulation of sterol biosynthetic pathways was initiated by type I IFN response (18). Following cholesterol biosynthesis inhibition, we found differential expression of various immunomodulatory signaling mechanisms (supplemental Fig. S10C, D). Within our transcriptomic data, we found altered expressions of type I IFN signaling genes such as *Ifrd1* shared between all cholesterol synthesis treatments (supplemental Fig. S10D). 

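Interferon response genes were lower as a group against LPDS with each inhibitor by limma camera at the preset correlation, and few single genes were called. In LPDS against FBS the same list was higher (22 of 41 called higher and 1 lower, median 0.53). That rise did not pass camera adjusted p 0.05 with an estimated correlation. The 3 comparisons of an inhibitor with LPDS share the LPDS libraries, so part of the agreement between inhibitors may come from them. Against each 2 of the 4 LPDS libraries, a check added after the data were seen, the median of the list was −0.36 to −0.27 with simvastatin, −0.42 to −0.33 with AY9944 and −0.30 to −0.20 with U18666A. In each of these fits the 3 inhibitors had the same 2 libraries, so the ranges do not measure what the sharing adds. Every median was negative, so the direction was also the same for 2 inhibitors read against LPDS libraries with none in common. With AY9944, 7 of 41 were called lower and none higher (10 adjusted over the list alone), and 22 were lower by edgeR adjusted p alone (median −0.36). Its limma camera adjusted p was 3.6e-24, and 0.14 with an estimated correlation. Simvastatin had none called by edgeR and 1 lower by DESeq2 (31 lower at unadjusted p below 0.05, 5 lower adjusted over the list alone, 7 lower by adjusted p, median −0.33, camera adjusted p = 1.4e-26, and 0.099 with an estimated correlation). U18666A had 1 called lower (median −0.26, adjusted p = 3.0e-11, and 0.39 with an estimated correlation and 0.065 under fry). The DNA sensor gene Ifi204 (ENSMUSG00000073489, chr1:173574859-173594509) was lower by adjusted p alone at −0.42 ± 0.07 with simvastatin and −0.43 ± 0.07 with AY9944, and the RNA sensor gene Dhx58 (ENSMUSG00000017830) at −0.41 ± 0.07 and −0.47 ± 0.07. Trim30d was at −0.48 ± 0.09, −0.44 ± 0.09 and −0.29 ± 0.09 with simvastatin, AY9944 and U18666A. These moved in the direction opposite to that of Ifrd1.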

Combined with the absence of intermediate sterol accumulation in *Dhcr7*^T93M/+^ and *Dhcr7*^T93M/Δ3-5^ macrophages (Figs. 7D and 8E), which seems to result from an inability of these cells to adequately synthesize sterols (Fig. 8C), our work further links macrophage immune activation with sterol synthesis and metabolism (18, 19). Our data supports acute, in vitro disruption of sterol synthesis initiates changes in immune signaling, such as IFN-mediated mechanisms (Fig. 8E). However, BMDMs isolated from *Dhcr7*^T93M/+^ and *Dhcr7*^T93M/Δ3-5^ likely undergo immune-associated changes in vivo prior to isolation in response to unknown stimuli; a phenomenon we previously described in *Dhcr7*^T93M/Δ3-5^ isolated microglia (23). Based on our data, this response of *Dhcr7* deficient macrophages does not appear to be dependent on IFN signaling (Fig. 8F). Since cholesterol-rich lipid rafts contain pattern recognition receptors to initiate immune responses to pathogens (75) and perturbations to lipid ordering at these sites can impair receptor signaling (76), our findings suggest sterol-specific regulation of intracellular lipid organization may be critical to normal macrophage biology. Previous studies demonstrated innate immune system pathways are disrupted in SLOS models (77, 78). Additional work to define the in vivo drivers of immune signaling changes in response to cholesterol depletion require further investigation.

The relationship between genetic disorders of cholesterol biosynthesis and immune system dysregulation remains underexplored. Within models of SLOS, we previously demonstrated that heightened immunoreactivity in *Dhcr7-deficient* astrocytes is partially driven by macrophage-like microglia (23). 

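Tnf (ENSMUSG00000024401, chr17:35418357-35420983) averaged 38.2 CPM in FBS, 41.9 in LPDS, 54.0 with simvastatin, 44.6 with AY9944 and 40.7 with U18666A, and was not called in any comparison. Its log2 fold change with AY9944 was 0.09 ± 0.22 against LPDS (adjusted p = 0.88) and 0.22 ± 0.22 against FBS (adjusted p = 0.45). Among Cxcl genes, AY9944 against FBS raised Cxcl10 by 1.69 ± 0.25 and Cxcl16 by 1.11 ± 0.07, less than LPDS alone did. With AY9944 against LPDS, Cxcl2 was at 0.62 ± 0.30 and did not pass (edgeR adjusted p = 0.25), which leaves a difference open. Cxcl3, at 0.904 CPM with AY9944, was higher than in LPDS by 1.78 ± 0.51 (edgeR adjusted p = 0.027).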

More recent work also showed that both *Dhcr7*^T93M/Δ3-5^-derived macrophages and pharmacological inhibition of *Dhcr7* in macrophages induced immune activation (77, 78), including altered *Tnf* and *Cxcl* signaling as we show here (Fig. 5F). These findings are supported by the diminished response of cholesterol-depleted BMDMs to TLR agonists in initiating TNF signaling and PD-L1 signaling pathways (supplemental Fig. S4). Changes in immune-associated signaling have also been reported in blood and cerebrospinal fluid (CSF) from SLOS patients, as well as in peritoneal macrophages from *Dhcr7* mutant mice (78, 79, 80). Clinically, cholesterol supplementation to SLOS subjects was suggested to limit infections (81), though the mechanism of action and direct impacts on immune cell function and signaling remain undiscovered. However, the extent to which disrupted immune function is evident across different tissues and genetically distinct disorders of cholesterol biosynthesis is unknown. Cholesterol biosynthesis disorders can impact multiple organ systems, including nervous, immune, epidermal, and skeletal (4). Whether disrupted macrophage function contributes to skeletal abnormalities within SLOS, Conradi-Hünermann, or other cholesterol biosynthesis disorders, for example, requires further study (8, 82). While we demonstrate a connection between immune-associated anomalies and compromised cholesterol biosynthesis, additional studies are necessary to fully elucidate this relationship in the context of these complex human diseases.

## Conclusion

In summary, we have delineated a role for disrupted cholesterol homeostasis and sterol biosynthesis within immune cell function and signaling. Investigation of endocytic processes showed severe deficiencies with cholesterol depletion, but replenishing membrane sterols with distinct structural features restored macrophage function. Further, macrophages from SLOS mouse models displayed atypical sterol profiles, which were associated with impaired macropinocytosis. Concomitantly, these results further elucidate the critical role of lipid homeostasis for immune cell function and suggest immune dysfunction may contribute to the pathology of cholesterol biosynthesis disorders.

## Data availability

All data are provided within the main text and supplemental document. Raw RNA sequencing data are available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/gds) under the accession number GSE300253. Further information and requests for resources and reagents should be directed to and will be fulfilled, if possible, by the lead contact, Dr Kevin Francis ().

## Supplemental data

This article contains supplemental data.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Macrophage signaling and function are regulated by distinct sterol biochemistries
**Source:** J Lipid Res. 2026 May 7;67(6):101054. doi: 10.1016/j.jlr.2026.101054
**Supplement:** Supplemental data

Supplemental Information

Macrophage signaling and function are regulated by distinct sterol biochemistries

**Jazmine D. W. Yaeger, Jason G. Kerkvliet, Bijaya Pradhan, Amelia G. Lawver, Sonali
Sengupta, Natalie W. Thiex, Kevin R. Francis**

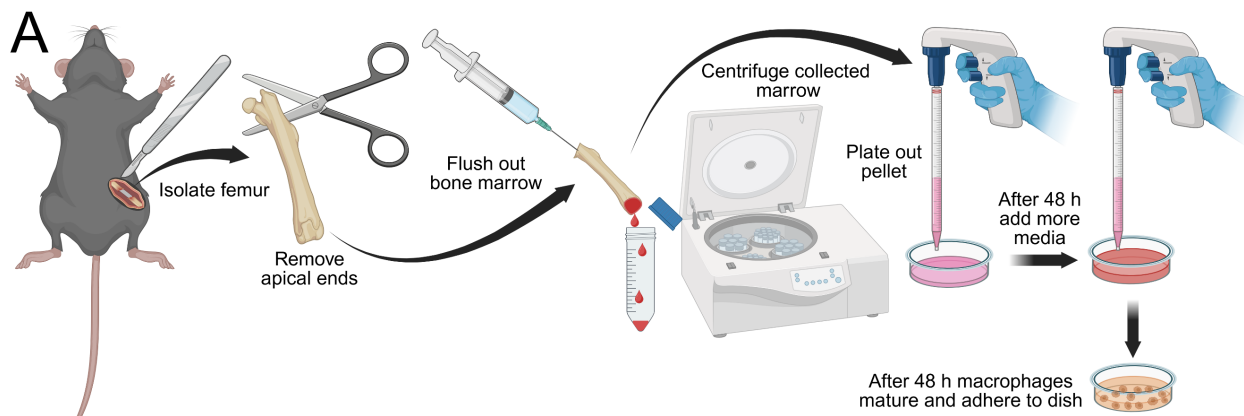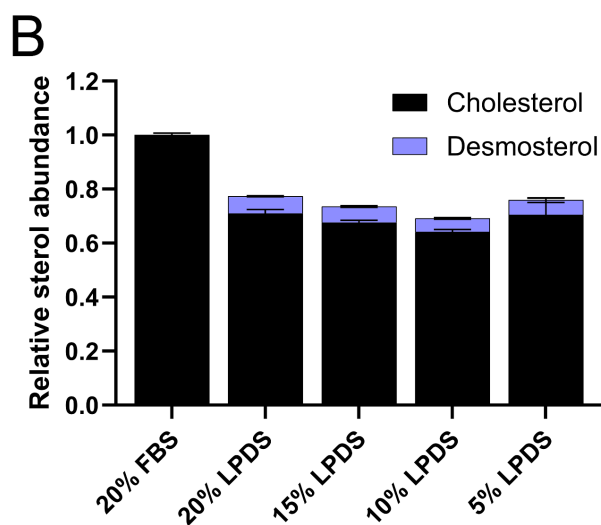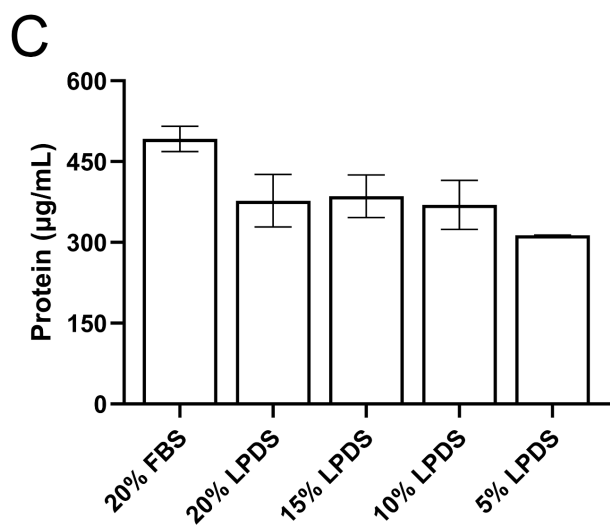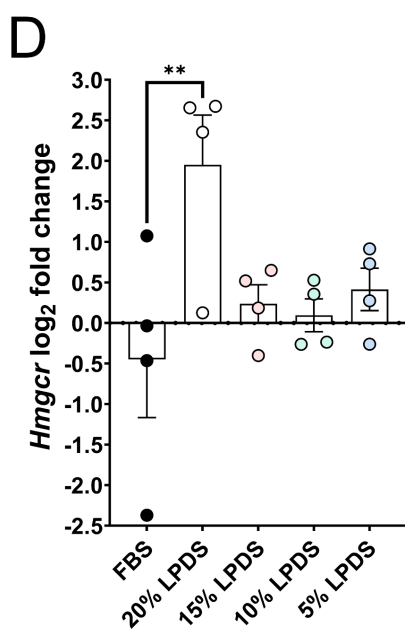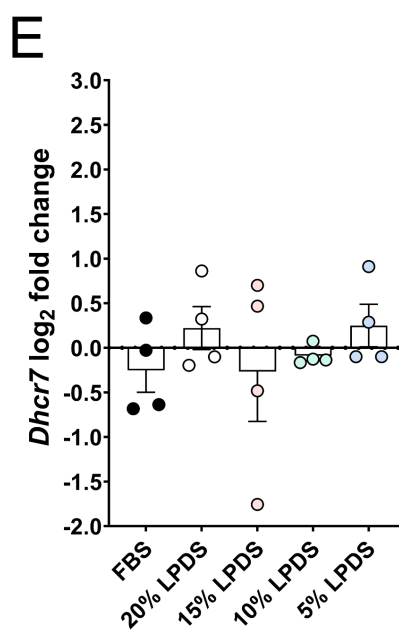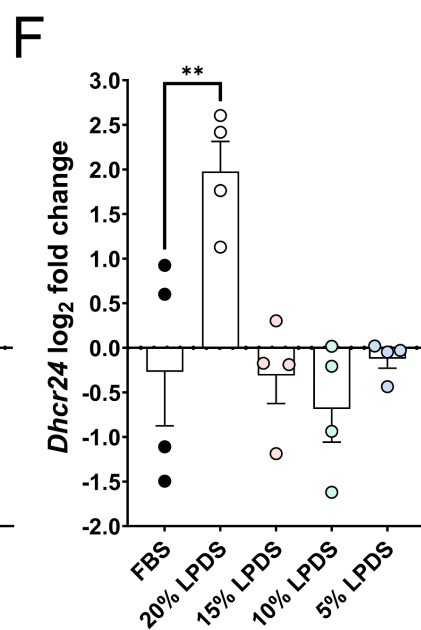

Figure S1. Bone marrow-derived macrophages exhibit differential sterol profiles upon culture in lipoprotein deficient conditions. Related to Figure 1.

- (A) Illustration summarizing the protocol for BMDM isolation from mouse femur.
- (B) BMDMs cultured in LPDS for 48 h at varying concentrations exhibit reduced cellular cholesterol and desmosterol accumulation (mean $\pm$ SEM; n = 2 biological replicates from 2 independent experiments).
- (C) Normalized protein content in BMDMs after incubation in various LPDS concentrations for 48 h (mean $\pm$ SEM; n = 2 biological replicates from 2 independent experiments).
- (D) Quantified *Hmgcr* expression in BMDMs in FBS versus LPDS conditions for 48 h (mean $\pm$ SEM; n = 4 biological replicates from 2 independent experiments). One-way ANOVA ($F_{4,15} = 3.83$, $p \leq 0.0244$) with Dunnett's multiple comparisons test (** $p < 0.01$ compared to FBS).
- (E) Quantified *Dhcr7* levels in FBS versus LPDS conditions for 48 h (mean $\pm$ SEM; n = 4 biological replicates from 2 independent experiments). One-way ANOVA ($F_{4,15} = 0.6399$, $p = 0.6421$).
- (F) Quantified *Dhcr24* expression in FBS versus LPDS conditions for 48 h (mean $\pm$ SEM; n = 4 biological replicates from 2 independent experiments). One-way ANOVA ($F_{4,15} = 7.751$, $p \leq 0.0014$) with Dunnett's multiple comparisons test (** $p < 0.01$ compared to FBS).

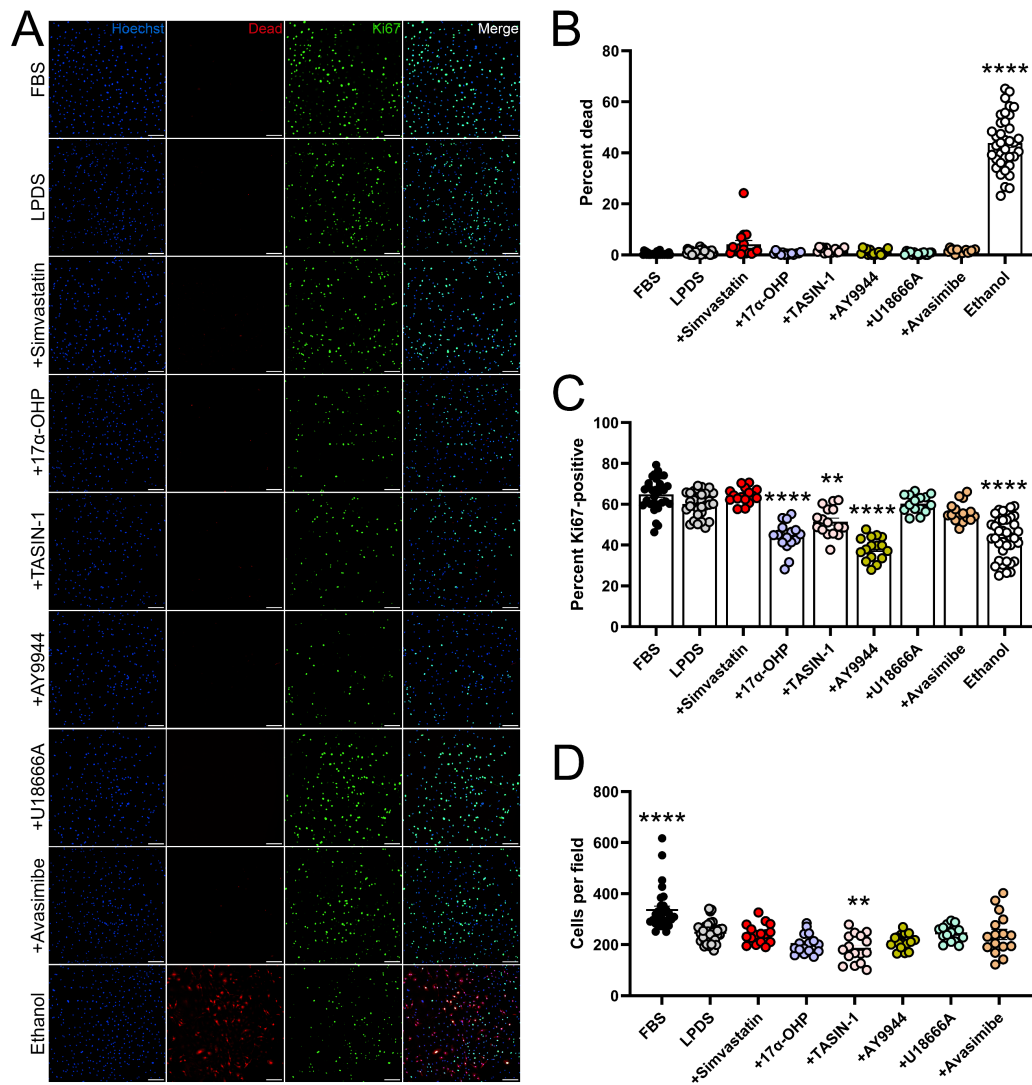

Figure S2. Impaired cholesterol biosynthesis inhibits macrophage proliferation. Related to Figure 1.

- (A) Representative images of cell viability (red) and proliferative capacity (Ki67; green) in BMDMs. Hoechst counterstain is blue. Scale bar, 100 μ m.
- (B) Quantified cell death following inhibition of cholesterol biosynthesis for 48 h (mean $\pm$ SEM; n = 15-37 images taken from 3 independent experiments). One-way ANOVA ($F_{8,185} = 270.1$, $p < 0.0001$) with Dunnett's multiple comparisons test (**** $p < 0.0001$ compared to LPDS).
- (C) Quantified percent Ki67 positive cells following inhibition of cholesterol biosynthesis for 48 h (mean $\pm$ SEM; n = 15-37 images taken from 3 independent experiments). One-way ANOVA ($F_{8,185} = 40.21$, $p < 0.0001$) with Dunnett's multiple comparisons test (** $p < 0.01$; **** $p < 0.0001$ compared to LPDS).
- (D) Quantified BMDMs per field when cultured with LPDS, FBS, or cholesterol biosynthesis inhibitors (mean $\pm$ SEM; n = 15-32 images taken from 3 independent experiments). One-way ANOVA ($F_{7,149} = 16.21$, $p < 0.0001$) with Dunnett's multiple comparisons test (** $p < 0.01$; **** $p < 0.0001$ compared to LPDS).

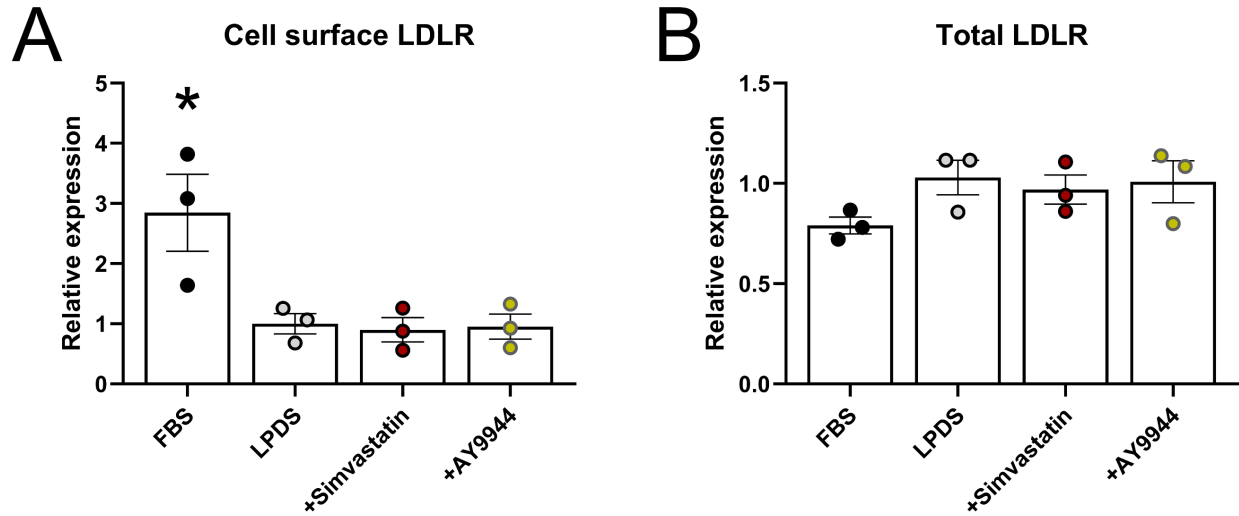

Figure S3. Inhibition of cholesterol biosynthesis in macrophages prevents surface expression of LDLR. Related to Figure 2.

- (A) Cell surface expression of LDLR in cholesterol biosynthesis-inhibited BMDMs. Data shown as relative to LPDS (mean $\pm$ SEM; $n = 3$ biological replicates from 3 independent experiments). One-way ANOVA ($F_{3,8} = 6.896$, $p \leq 0.0131$) with Dunnett's multiple comparisons test (* $p \leq 0.0172$).
- (B) Total expression of LDLR in cholesterol biosynthesis-inhibited BMDMs. Data shown as relative to LPDS (mean $\pm$ SEM; $n = 3$ biological replicates from 3 independent experiments).

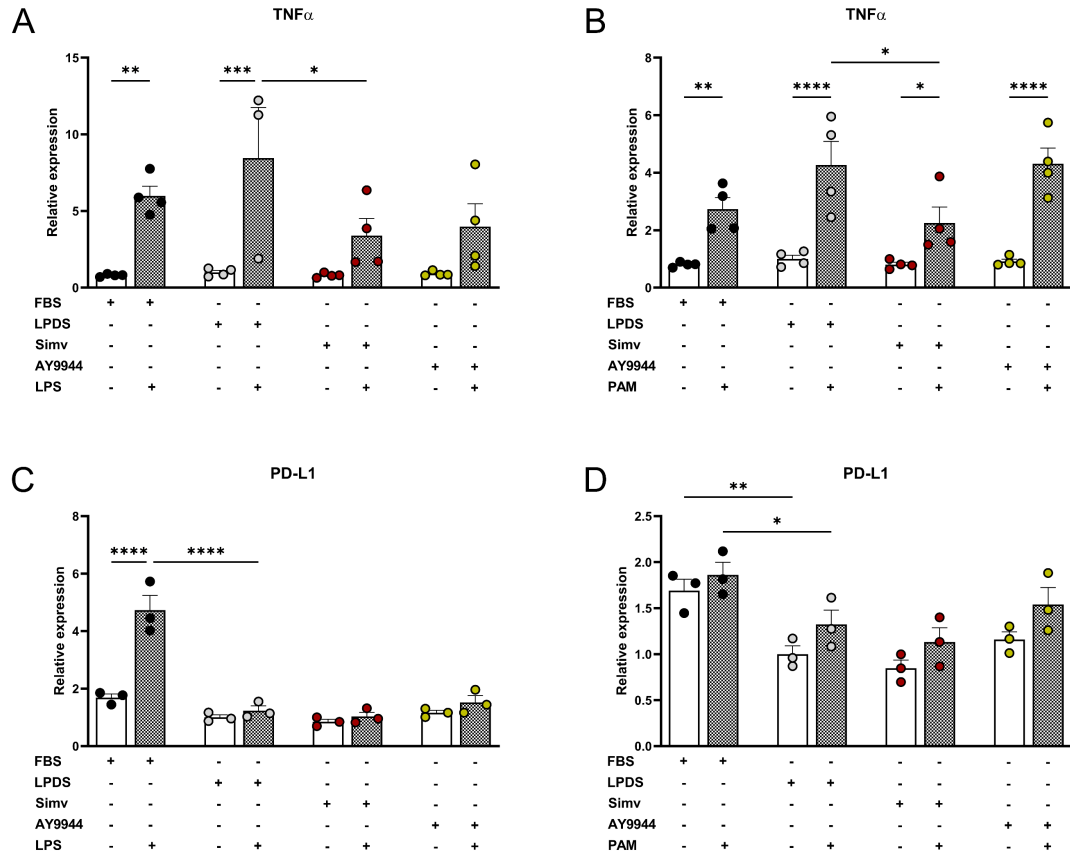

Figure S4. Disruption of macrophage cholesterol biosynthesis alters immune signaling. Related to Figure 2.

- (A) $TNF\alpha$ expression in BMDMs with or without LPS activation. Data shown as relative to LPDS unstimulated conditions (mean $\pm$ SEM; $n = 3-4$ biological replicates from 4 independent experiments). Two-way ANOVA (stimulation effect: $F_{1,23} = 33.06$, $p < 0.0001$) with Tukey's multiple comparisons test ($*p \leq 0.05$, $**p \leq 0.01$, $***p \leq 0.001$).
- (B) $TNF\alpha$ expression in BMDMs with or without PAM activation. Data shown as relative to unstimulated LPDS conditions (mean $\pm$ SEM; $n = 4$ biological replicates from 4 independent experiments). Two-way ANOVA (stimulation effect: $F_{1,24} = 68.88$, $p < 0.0001$; treatment effect: $F_{3,24} = 3.555$, $p \leq 0.0293$) with Tukey's multiple comparisons test ($*p \leq 0.05$, $**p \leq 0.01$, $****p < 0.0001$).
- (C) PD-L1 expression in BMDMs with or without LPS activation. Data shown relative to unstimulated LPDS conditions (mean $\pm$ SEM; $n = 3$ biological replicates from 3 independent experiments). Two-way ANOVA (stimulation effect: $F_{1,16} = 36.46$, $p < 0.0001$; treatment effect: $F_{3,16} = 44.13$, $p < 0.0001$; interaction effect: $F_{3,16} = 19.35$, $p < 0.0001$) with Tukey's multiple comparisons test ($****p < 0.0001$).
- (D) PD-L1 expression in BMDMs with or without PAM activation. Data shown as relative to LPDS unstimulated conditions (mean $\pm$ SEM; $n = 3$ biological replicates from 3 independent experiments). Two-way ANOVA (stimulation effect: $F_{1,16} = 9.856$, $p \leq 0.0063$; treatment effect: $F_{3,16} = 13.29$, $p < 0.0001$) with Tukey's multiple comparisons test ($*p \leq 0.05$, $**p \leq 0.01$).

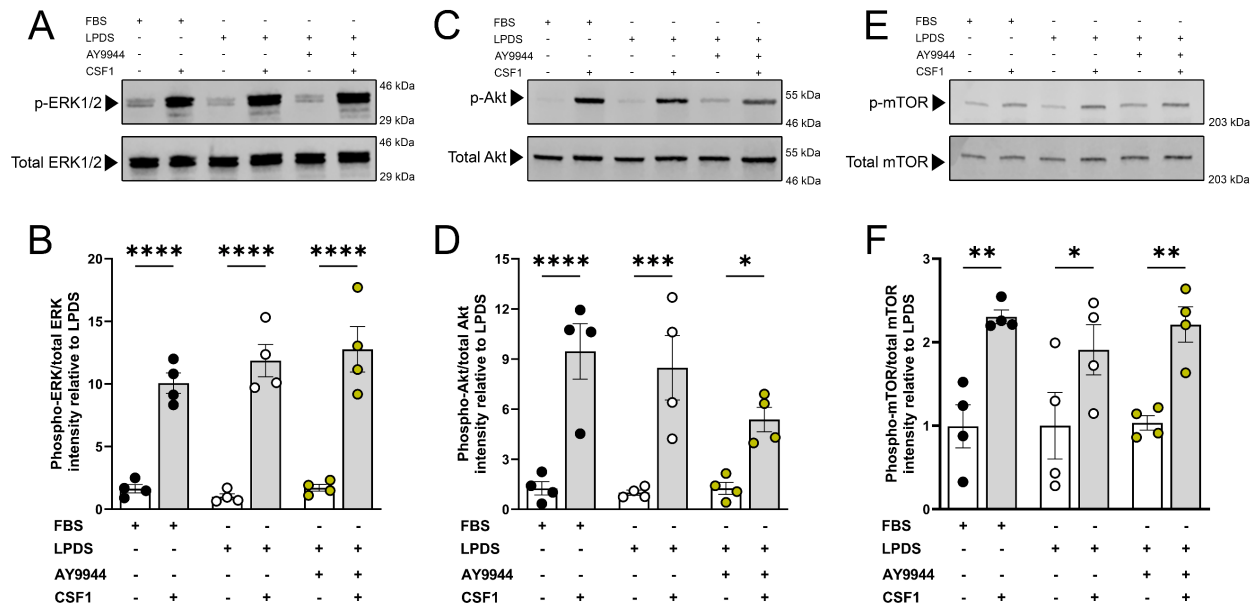

Figure S5. Impaired cholesterol biosynthesis does not significantly affect activation of signaling pathways critical to macrophage survival, proliferation, growth, and metabolism. Related to Figure 2.

- (A) Representative immunoblot for ERK1/2 activation (phosphorylated and total ERK1/2).
- (B) Ratio of phosphorylated ERK1/2 to total ERK1/2 after cholesterol depletion and CSF1 activation. Data shown relative to unstimulated LPDS conditions (mean $\pm$ SEM; $n = 4$ replicates from 4 independent experiments). Two-way ANOVA (CSF1 stimulation effect: $F_{1,18} = 156.0$, $p < 0.0001$) with Tukey's multiple comparisons test (**** $p < 0.0001$).
- (C) Representative immunoblot for Akt activation (phosphorylated and total Akt).
- (D) Ratio of phosphorylated Akt to total Akt after cholesterol depletion and CSF1 activation. Data shown relative to unstimulated LPDS conditions (mean $\pm$ SEM; $n = 4$ replicates from 4 independent experiments). Two-way ANOVA (CSF1 stimulation effect: $F_{1,18} = 53.29$, $p < 0.0001$) with Tukey's multiple comparisons test (* $p \leq 0.05$; *** $p \leq 0.001$; **** $p < 0.0001$).
- (E) Representative immunoblot for mTOR activation (phosphorylated and total mTOR).
- (F) Ratio of phosphorylated mTOR to total mTOR after cholesterol depletion and CSF1 activation. Data shown relative to unstimulated LPDS conditions (mean $\pm$ SEM; $n = 4$ replicates from 4 independent experiments). Two-way ANOVA (CSF1 stimulation effect: $F_{1,18} = 30.7$, $p < 0.0001$) with Tukey's multiple comparisons test (* $p \leq 0.05$; ** $p \leq 0.01$).

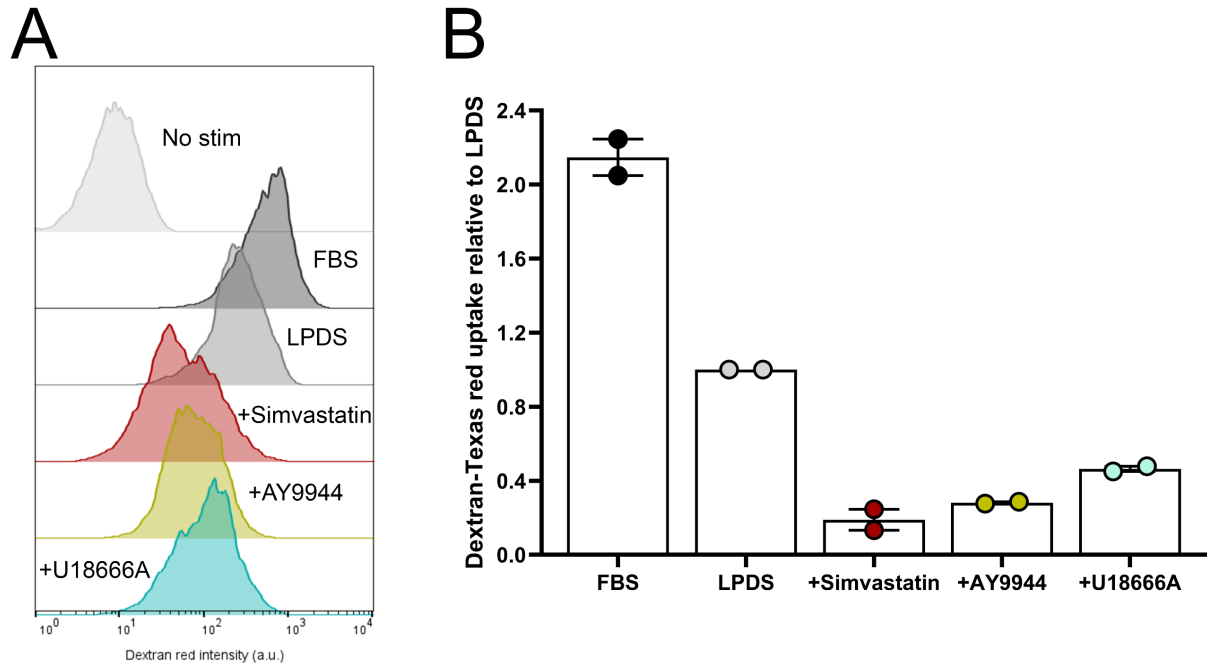

Figure S6. Clathrin-mediated endocytosis is attenuated in macrophages upon cholesterol homeostasis loss. Related to Figure 3.

- (A) Representative histograms for Texas red dextran uptake in BMDMs in the presence or absence of cholesterol biosynthesis inhibition.
- (B) Quantified Texas red dextran internalization after inhibition of cholesterol biosynthesis (mean $\pm$ SEM; n = 2 biological replicates from 2 independent experiments).

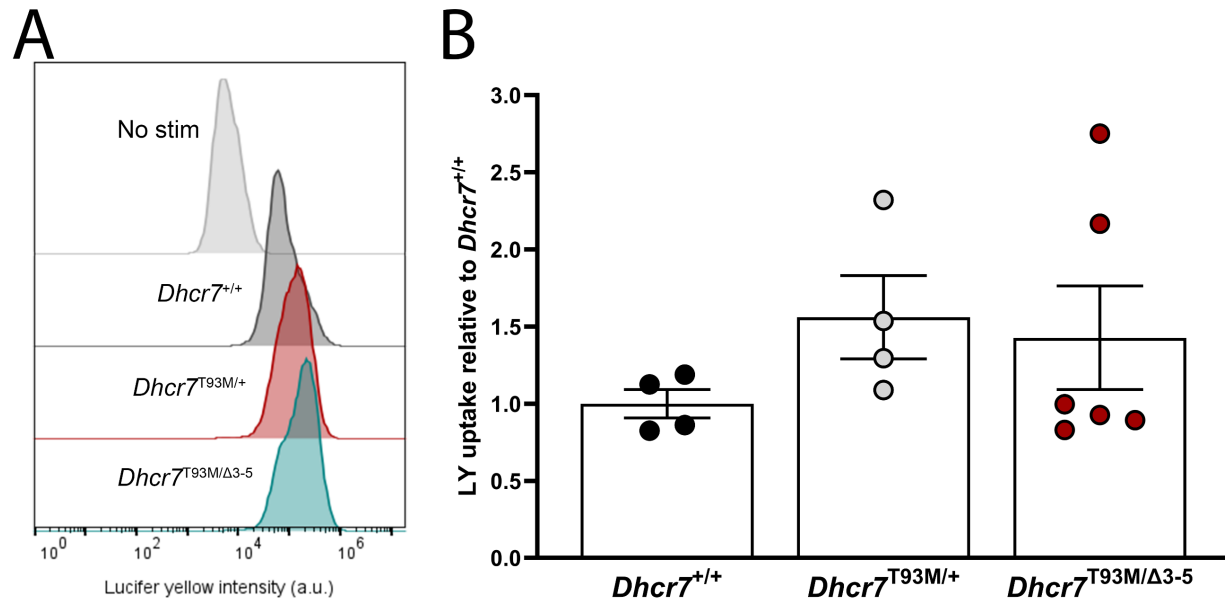

Figure S7 Macrophages from mouse models of Smith-Lemli-Opitz syndrome exhibit normal macropinocytic function in cholesterol rich conditions. Related to Figure 4.

- (A) Representative histograms for LY uptake in *Dhcr7*^{+/+}, *Dhcr7*^{T93M/+}, and *Dhcr7*^{T93M/Δ3-5} BMDMs cultured in FBS conditions.
- (B) Quantified LY uptake in *Dhcr7*^{+/+}, *Dhcr7*^{T93M/+}, and *Dhcr7*^{T93M/Δ3-5} BMDMs maintained in FBS conditions (mean ± SEM; n = 4-6 biological replicates from 4 independent experiment). One-way ANOVA ($F_{2,11} = 0.8875$, $p = 0.4392$).

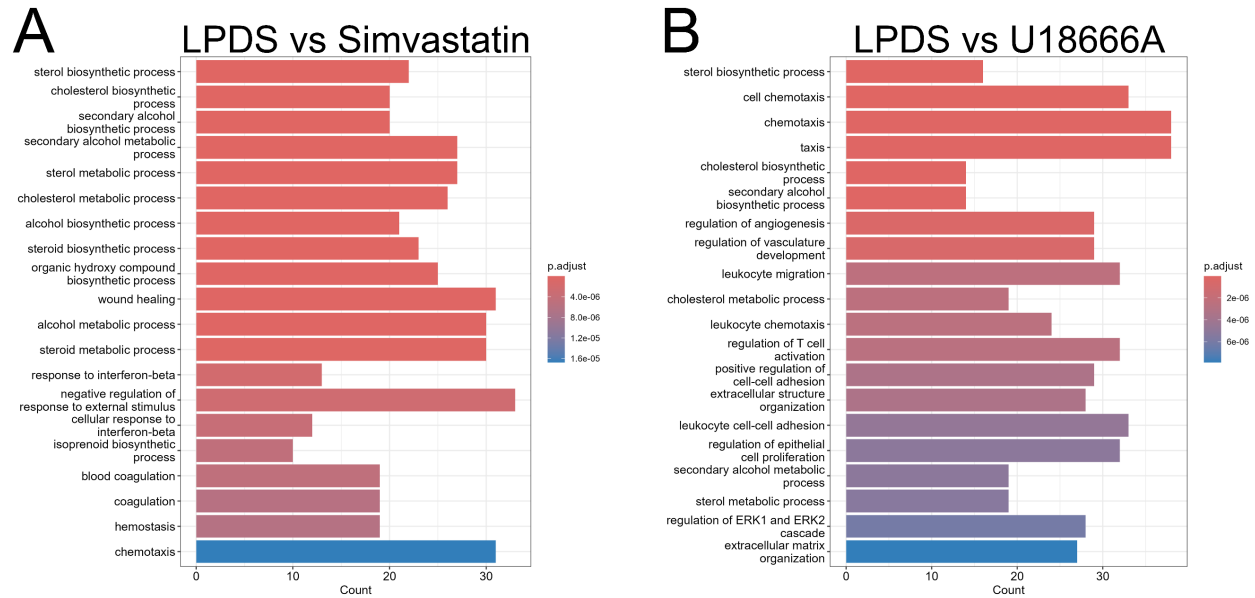

Figure S8. Pathway analyses of cholesterol biosynthesis impacts on macrophage signaling. Related to Figure 5.

- (A) Pathway analysis of simvastatin treatment compared to LPDS conditions indicate altered sterol biosynthetic and immune response pathways (n = 4 biological replicates).
- (B) Pathway analysis of U18666A treatment compared to LPDS culture revealed enhanced sterol biosynthetic and immune response after U18666A treatment (n = 4 biological replicates).

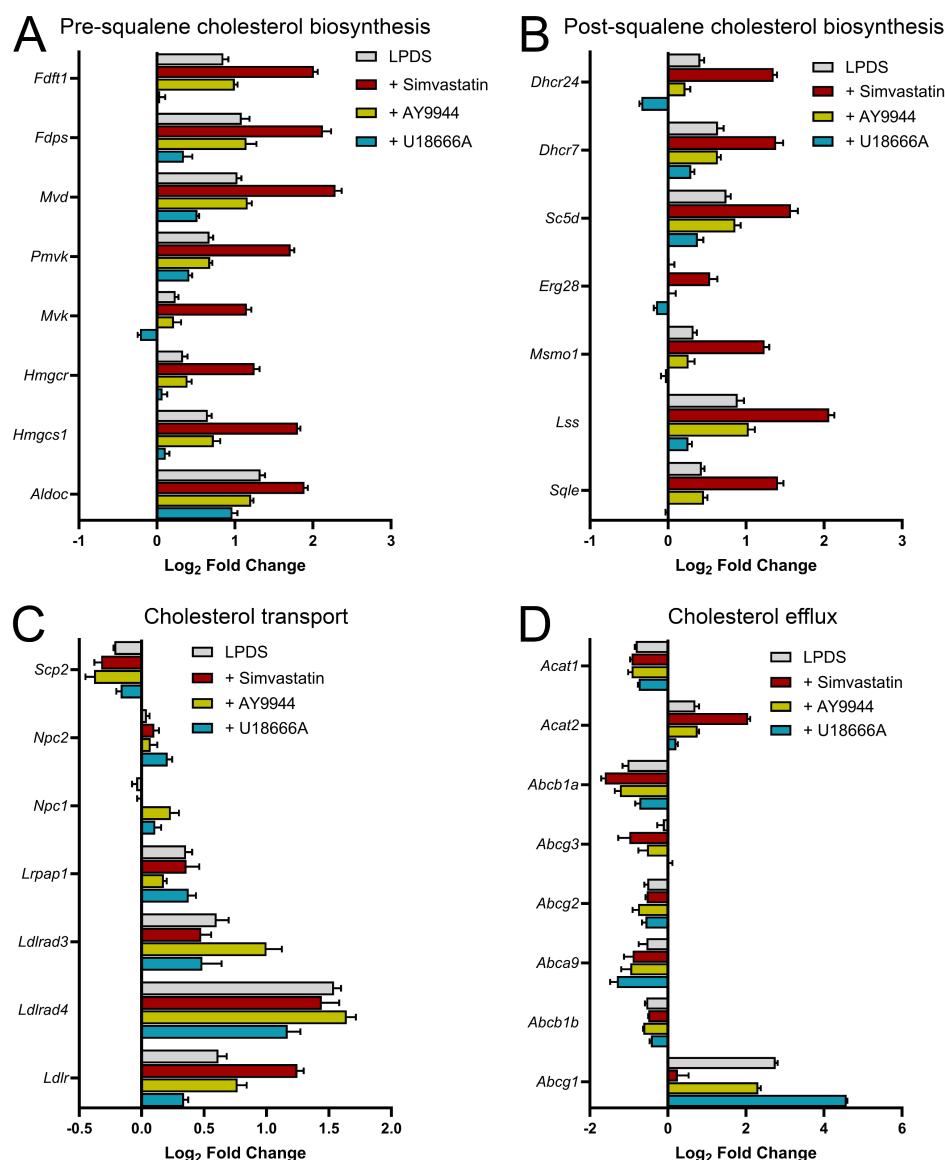

Figure S9. Impaired cholesterol biosynthesis in macrophages alters expression of sterol metabolism-associated transcripts. Related to Figure 5.

- (A) Transcripts associated with activation of pre-squalene cholesterol biosynthesis are increased in treatments that reduce cholesterol biosynthesis (mean $\pm$ SEM; n = 4 biological replicates).
- (B) Transcripts associated with post-squalene cholesterol biosynthesis are increased in conditions of impaired sterol metabolism (mean $\pm$ SEM; n = 4 biological replicates).
- (C) Transcripts associated with regulation of cholesterol synthesis and transport are altered in response to cholesterol changes in macrophages (mean $\pm$ SEM; n = 4 biological replicates).
- (D) Cholesterol deficient conditions induce transcriptional changes related to cholesterol efflux and lipid storage (mean $\pm$ SEM; n = 4 biological replicates).

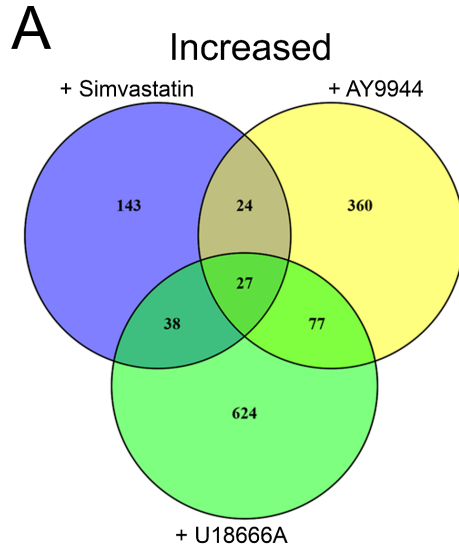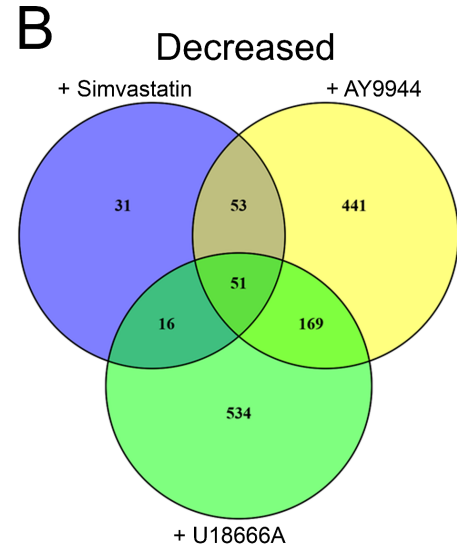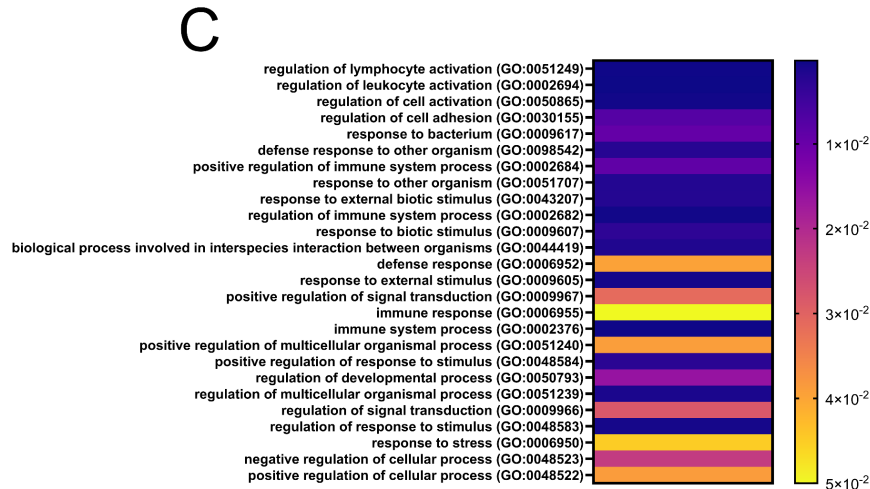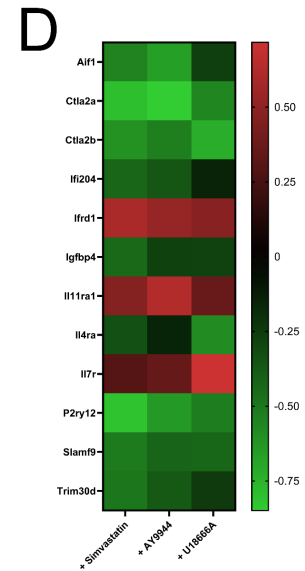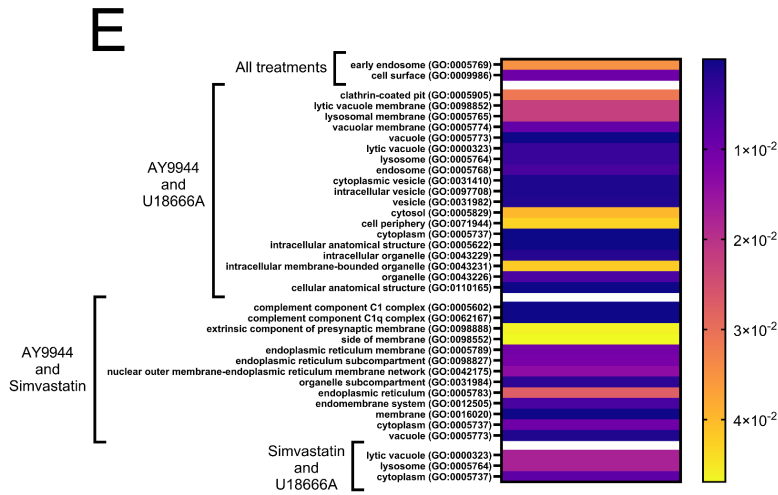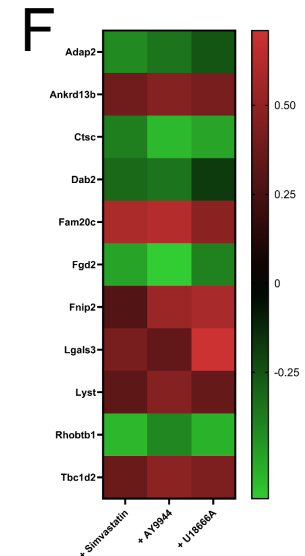

Figure S10. Gene Ontology pathway analyses reveal impacts of cholesterol biosynthesis inhibition on macrophage immune responsivity and vesicular trafficking processes. Related to Figure 5.

- (A) Venn diagram illustrating transcripts significantly increased after cholesterol biosynthesis inhibition relative to LPDS conditions ($n = 4$ biological replicates per condition; $\log_2$ fold change $\geq \pm 0.5$, $p < 0.05$).
- (B) Venn diagram showing transcripts significantly decreased after disrupted cholesterol biosynthesis relative to LPDS conditions ($n = 4$ biological replicates per condition; $\log_2$ fold change $\geq \pm 0.5$, $p < 0.05$).
- (C) GO pathway analyses for biological processes of shared transcripts suggest immune-related dysfunction in macrophages treated with cholesterol biosynthesis inhibitors relative to LPDS conditions. ($n = 4$ biological replicates per condition).
- (D) Heat map showing changes in selected transcripts related to immune response that are differentially expressed in simvastatin, AY9944, and U18666A treatments relative to LPDS control conditions (mean $\pm$ SEM; $n = 4$ biological replicates per condition).
- (E) GO pathway analyses for cellular components of shared transcripts show disruption of vesicular trafficking pathways in macrophages treated with cholesterol biosynthesis inhibitors relative to LPDS conditions. ($n = 4$ biological replicates per condition).
- (F) Heat map showing selected transcripts associated with intracellular vesicular trafficking that are differentially expressed in simvastatin, AY9944, and U18666A treatments relative to LPDS conditions (mean $\pm$ SEM; $n = 4$ biological replicates per condition).

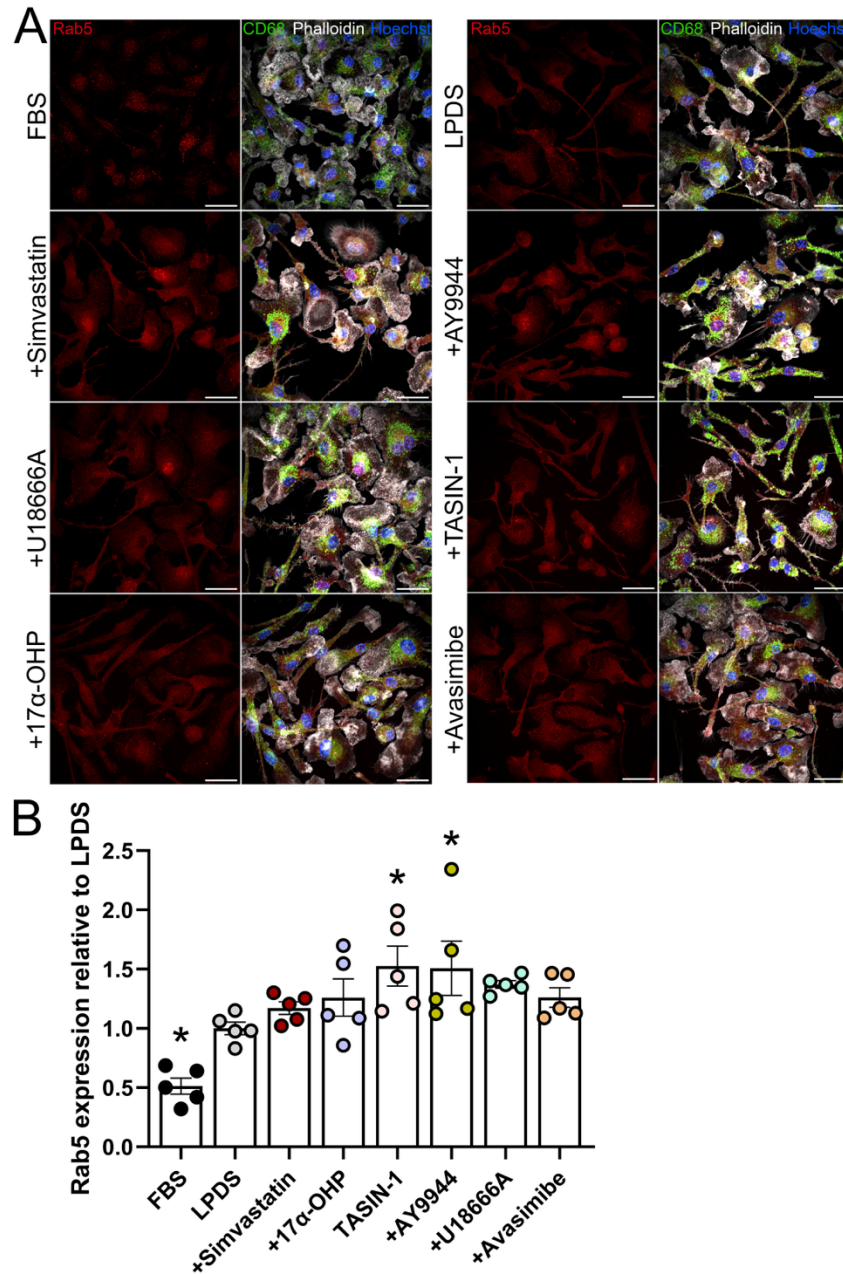

Figure S11. Dysregulation of cholesterol biosynthesis impacts early endosomal pathways. Related to Figure 6.

- (A) Representative images of Rab5 expression with CD68, phalloidin-647, and Hoechst counterstain in BMDMs. Scale bar, 25 μ m.
- (B) Analysis of Rab5 expression after cholesterol synthesis antagonism relative to control conditions (mean $\pm$ SEM; n = 5 images taken from 1 independent experiment). One-way ANOVA ($F_{7,32} = 6.921$, $p < 0.0001$) with Dunnett's multiple comparisons test (* $p < 0.05$ compared to LPDS conditions).

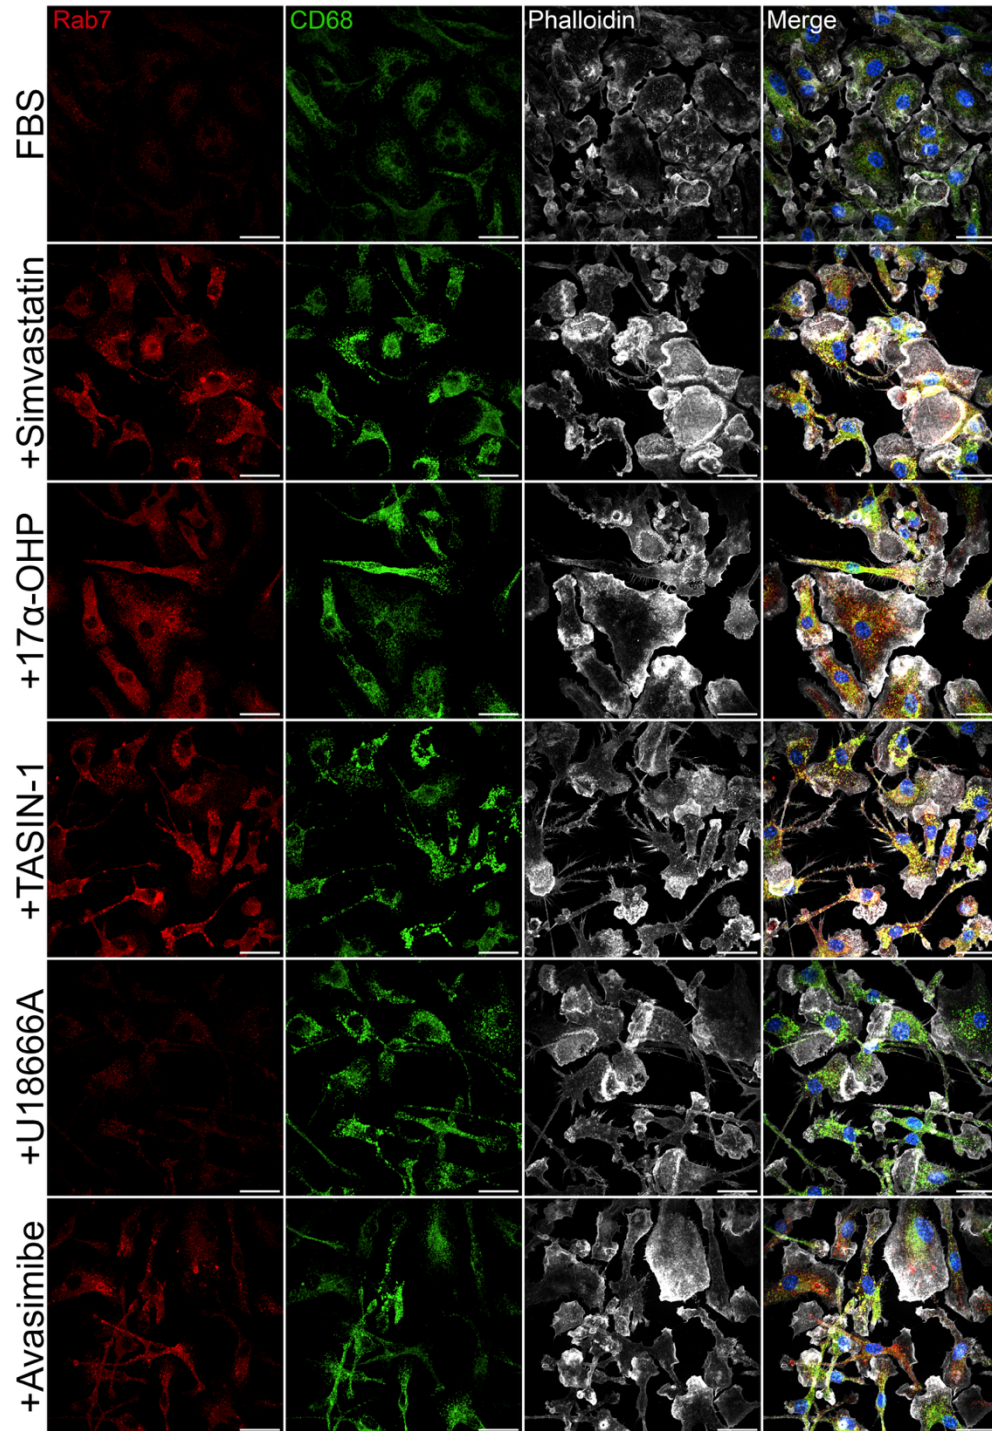

Figure S12. Disruption of cholesterol metabolism impacts intracellular vesicle trafficking in macrophages. Related to Figure 6.

Representative images of markers of late endosomes/lysosomes (Rab7, CD68) and F-actin filaments (phalloidin) in BMDMs with or without cholesterol biosynthesis inhibition. Hoechst counterstain is blue. Scale bar, 25 μ m.

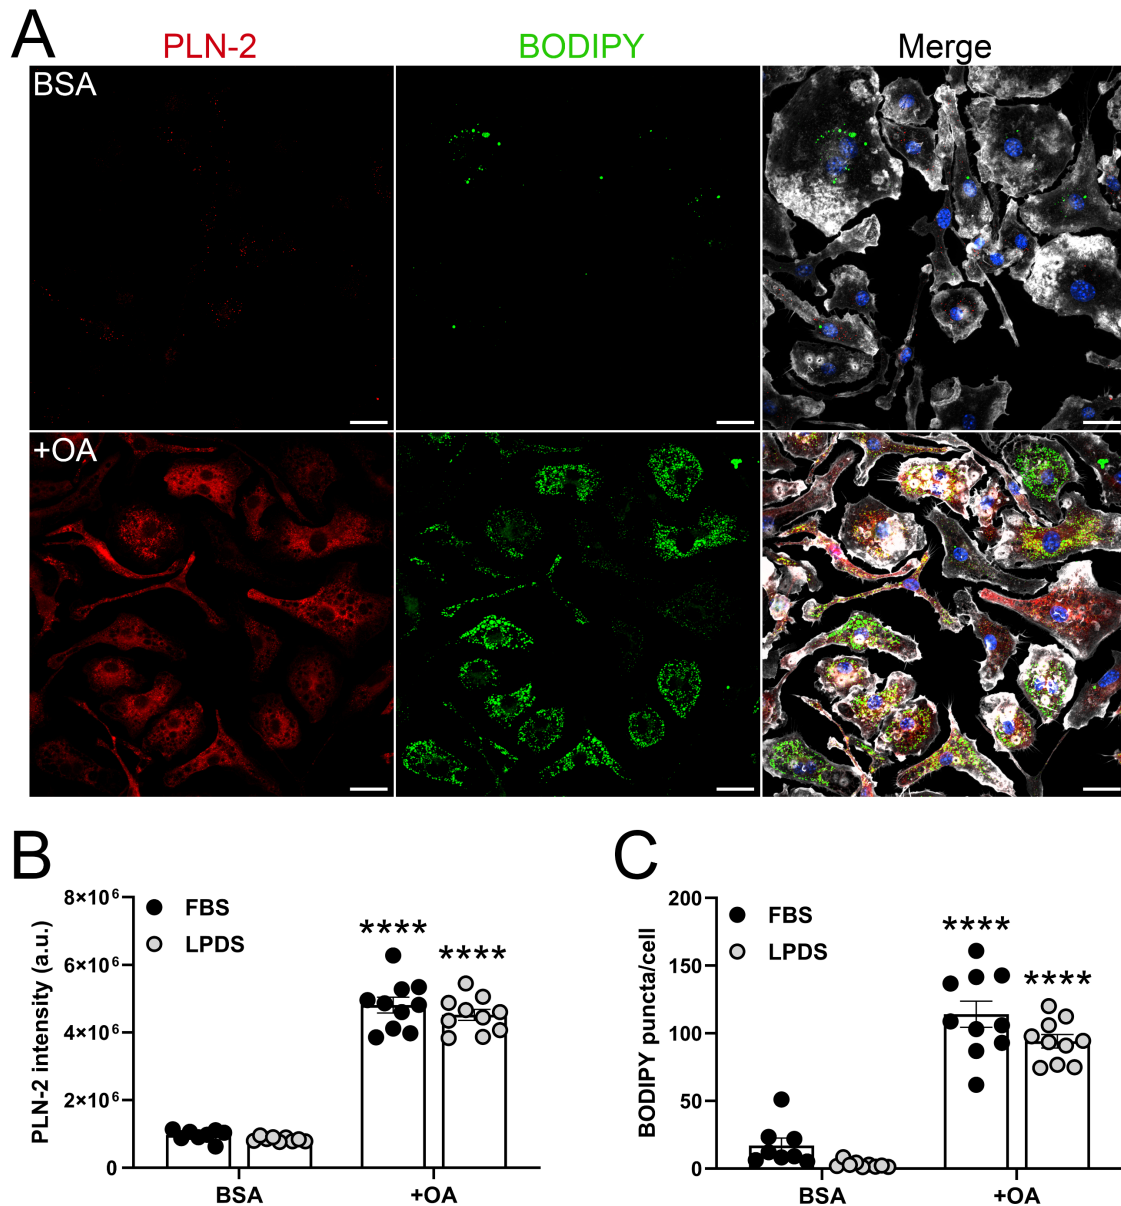

Figure S13. Lipoprotein deficient culture does not prevent macrophage lipid storage. Related to Figure 6.

- (A) Representative images of PLN-2 and BODIPY 505/515 in LPDS cultured BMDMs after BSA or oleic acid (OA) treatment. Hoechst counterstain is blue. Scale bar, 25 μ m.
- (B) Quantified PLN-2 expression normalized by cell count after OA supplementation compared to BSA in FBS and LPDS conditions (mean $\pm$ SEM; n = 8-10 images taken from 2 independent experiments). Two-way ANOVA (Media effect: $F_{1,33} = 571.6$, $p < 0.0001$) with Tukey's multiple comparisons test (**** $p < 0.0001$ compared to BSA).
- (C) Neutral lipid puncta labeled with BODIPY 505/515 are increased after OA treatment compared to BSA control conditions in both FBS and LPDS conditions (mean $\pm$ SEM; n = 8-10 images taken from 2 independent experiments). Two-way ANOVA (Media effect: $F_{1,33} = 217.2$, $p < 0.0001$; OA effect: $F_{1,33} = 7.212$, $p < 0.0112$) with Tukey's multiple comparisons test (**** $p < 0.0001$ compared to BSA).

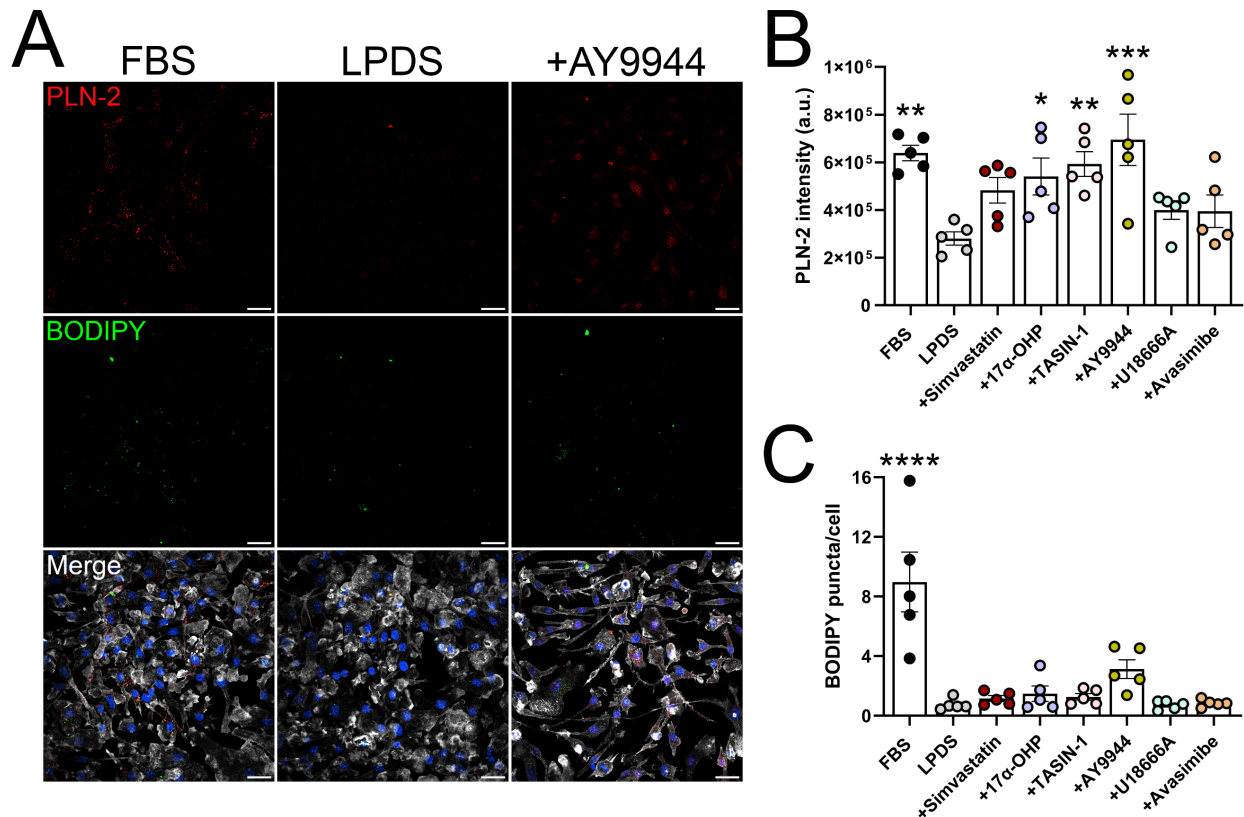

Figure S14. Disrupted cholesterol biosynthesis does not promote lipid droplet formation in macrophages. Related to Figure 6.

- (A) Representative images of PLN-2 and BODIPY 505/515 in FBS, LPDS, or AY9944 cultured BMDMs. Scale bar, 25 μ m.
- (B) Quantified PLN-2 expression normalized by cell count in BMDMs with or without inhibition of cholesterol metabolism (mean $\pm$ SEM; $n = 5$ images taken from 1 independent experiment). One-way ANOVA ($F_{7,32} = 5.006$, $p \leq 0.0007$) with Dunnett's multiple comparisons test (* $p \leq 0.05$; ** $p \leq 0.01$; *** $p \leq 0.001$ compared to LPDS).
- (C) Quantified BODIPY 505/515 puncta in BMDMs with or without inhibition of cholesterol metabolism (mean $\pm$ SEM; $n = 5$ images taken from 1 independent experiment). One-way ANOVA ($F_{7,32} = 13.11$, $p < 0.0001$) with Dunnett's multiple comparisons test (**** $p < 0.001$ compared to LPDS).

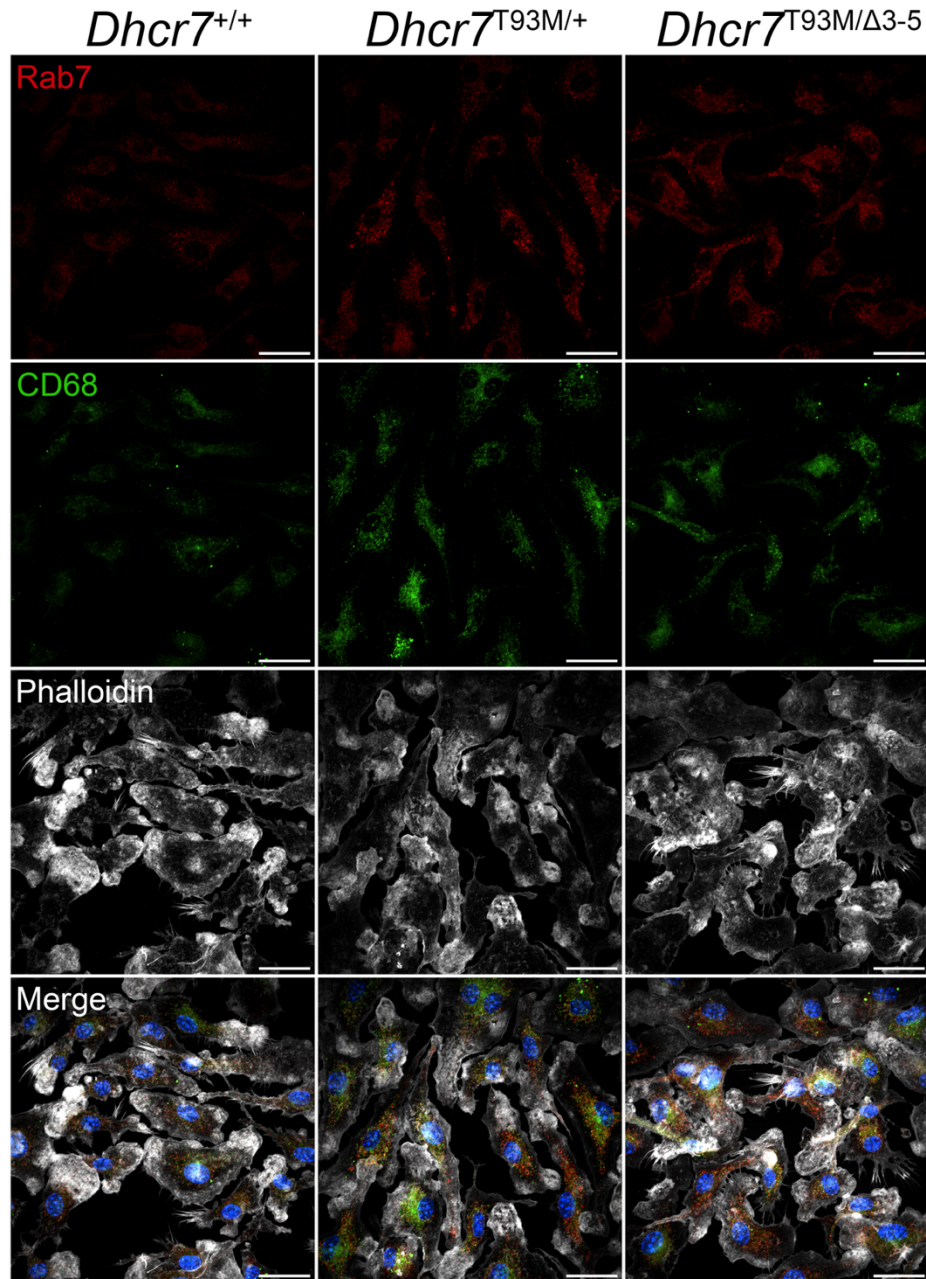

Figure S15. Macrophages derived from mouse models of Smith-Lemli-Opitz syndrome display disrupted trafficking of intracellular vesicles. Related to Figure 7.

Representative images of markers of late endosomes/lysosomes (Rab7, CD68) in FBS-cultured BMDMs derived from wild-type (*Dhcr7*^{+/+}) and mutant (*Dhcr7*^{T93M/+}, *Dhcr7*^{T93M/Δ3-5}) mice. Scale bar, 25 μ m.

p-ERK1/2

FBS	+	+	-	-	-	-
LPDS	-	-	+	+	+	+
AY9944	-	-	-	-	+	+
CSF1	-	+	-	+	-	+

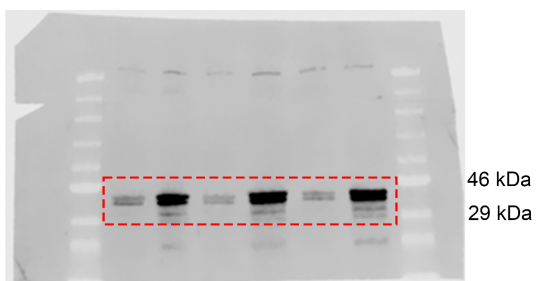

Total ERK1/2

FBS	+	+	-	-	-	-
LPDS	-	-	+	+	+	+
AY9944	-	-	-	-	+	+
CSF1	-	+	-	+	-	+

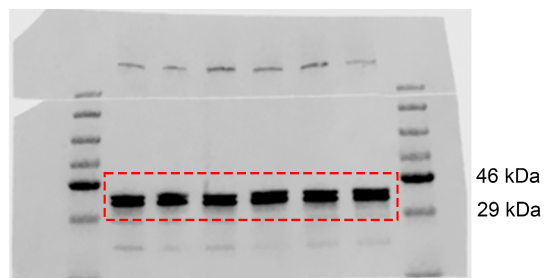

p-Akt

FBS	+	+	-	-	-	-
LPDS	-	-	+	+	+	+
AY9944	-	-	-	-	+	+
CSF1	-	+	-	+	-	+

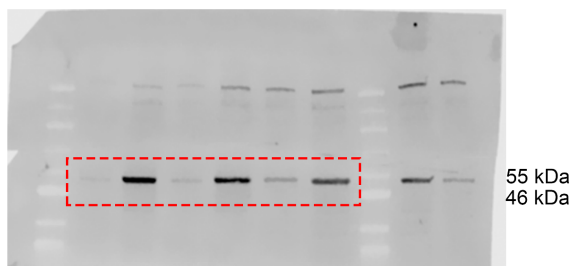

Total Akt

FBS	+	+	-	-	-	-
LPDS	-	-	+	+	+	+
AY9944	-	-	-	-	+	+
CSF1	-	+	-	+	-	+

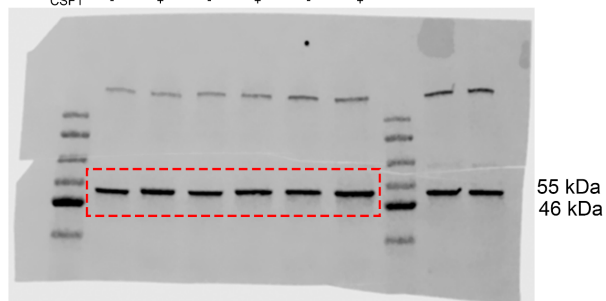

p-mTOR

FBS	+	+	-	-	-	-
LPDS	-	-	+	+	+	+
AY9944	-	-	-	-	+	+
CSF1	-	+	-	+	-	+

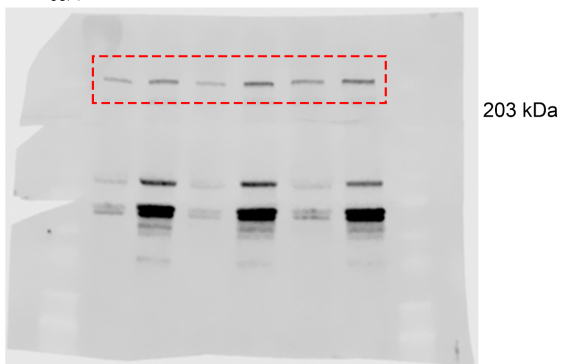

Total mTOR

FBS	+	+	-	-	-	-
LPDS	-	-	+	+	+	+
AY9944	-	-	-	-	+	+
CSF1	-	+	-	+	-	+

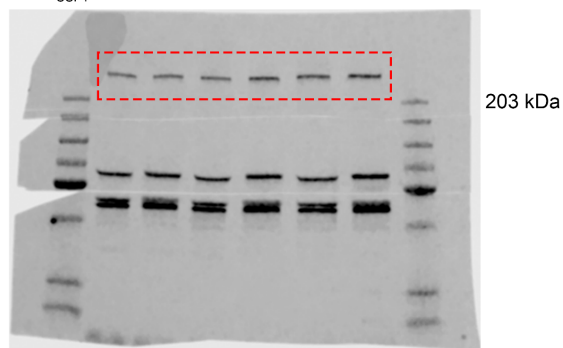

Figure S16. Unedited and uncropped western blots displayed in Figure S5.

How the deposited data were processed for this re-analysis (not part of the article)

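BMDMs of male C57BL/6 mice were cultured for 48 h in 5 conditions (FBS, LPDS, and LPDS with simvastatin, AY9944 or U18666A), and mRNA was sequenced from 4 replicates of each, 20 libraries in all. The authors prepared libraries of poly(A) mRNA, sequenced them on an Illumina NovaSeq and aligned the reads to the mouse genome with HISAT2. The submitters' processing notes give the genome as GRCm39 and the counting program as featureCounts 1.5.0-p3. The values deposited are raw counts of reads per gene, with no normalization and no filter, and the authors tested them with DESeq2. Versions of HISAT2 and DESeq2, the annotation release and the strand setting of the counting are not stated. Library preparation, sequencing and the authors' tests were done by a service provider, and how each set of 4 replicates was made is not described beyond the term biological replicates. Reads were not aligned again. The deposited table also gives a length for each gene, which was used only to check for length bias. None of the 20 columns of counts was left out.

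Counts per library ran from 15072371 to 20951003. The table lists 56748 genes, of which 29352 had no count in any library and 13722 passed the filter of edgeR (filterByExpr by condition, minimum count 10). The median biological coefficient of variation was 8.80%. Tests used edgeR 4.0.16 in R 4.3.3, with TMM scaling and a robust quasi-likelihood fit of all 20 libraries to condition alone (median prior degrees of freedom 11.5). Each of 10 pairs of conditions was compared as a contrast, and p was adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p below 0.05 with an absolute log2 fold change of at least 0.5, the fold threshold being the paper's. The paper gives its threshold as P and does not state whether that P was adjusted. CPM are counts per TMM-scaled library size, and logarithms for the principal components used a prior count of 1.

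In all, 62 gene lists were written from general knowledge and from the paper's figures, and tested with camera in limma 3.58.1 on voom values at an inter-gene correlation of 0.01, adjusted over all lists within a comparison. Lists taken from the paper were chosen by the study on these libraries, and the ATF4 list was written after the labels of Fig. 5C had been seen. No pathway database was available, so the paper's enrichment analyses were not repeated. Genes were named by a rule. It covers the genes that the paper names in its text on the sequencing or in Figs. 5B, 5C, 5F, S9, S10D and S10F, whose values in the figures had been seen. It also covers, for LPDS against FBS and for each inhibitor against LPDS, the 5 largest changes in each direction among called genes with a mean of at least 5 CPM and no overlap between groups. Up to 4 members with the smallest adjusted p were named from each list described, and the genes of proteins that the paper measured were added. The genes called with all 3 inhibitors were named because they were few, after their values had been seen.

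Pairing by replicate number was checked on the deviations of libraries from their condition means, before any calls were compared. The correlation of same-numbered libraries was above 0.1 for every pair in 6 of the 10 comparisons (0.144 to 0.248 for simvastatin, 0.126 to 0.283 for AY9944 and 0.113 to 0.188 for U18666A, each against LPDS, and also AY9944 against FBS, AY9944 against simvastatin and U18666A against AY9944). The pairing comes from these correlations and the replicate numbers in the labels, and the paper does not describe it. A fit with replicate number as a block was therefore run as an alternative.

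The gene test and the list test were run on simulated counts drawn from the real means and library sizes, each gene independently of the others. At simulated log2 fold changes of 0.75, 1 and 2, calls recovered 63.6%, 75.4% and 95.4% of changed genes for LPDS against FBS (13503 genes), 75.8%, 87.7% and 97.0% for simvastatin against LPDS (13529 genes), 69.7%, 85.1% and 98.5% for AY9944 against LPDS (13527 genes) and 69.2%, 80.6% and 95.3% for U18666A against LPDS (13541 genes). Unchanged genes made up 2.55%, 3.93%, 2.89% and 0.621% of those calls. For AY9944 against LPDS, camera called each of 10 simulated lists shifted by 0.5 and 0 of 50 lists left alone. These lists were random genes without correlation, so the result does not show how camera behaves where members of a list are correlated.

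Alternatives set before the data were examined were a filter at a mean of 1 CPM and no filter, scaling by library size only and by DESeq2 size factors, the replicate block, a fit of only the 8 libraries compared, the Wald test of DESeq2 1.42.0, glmTreat of edgeR against a log2 fold change of 0.5, other thresholds, camera with an estimated correlation, fry, and each library left out in turn. Overlaps of comparisons that share LPDS libraries were set beside simulations with no treatment effect and beside fits in which each comparison had its own LPDS libraries.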

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

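The tests that set scaling, single libraries, gene length, ER chaperones, list membership, cell markers or serum against the patterns below were chosen after the results were seen, while the fits they read (library size only, each library left out, estimated correlation) and the counts over other splits of the libraries were set before.

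The first pattern weighed is that of LXR target genes, which were lower with simvastatin and higher with U18666A than in LPDS, and differed between the 2 inhibitors by a median log2 fold change of 0.62. The tables argue against scaling as the cause, since genes outside the list had a median of −0.00842 when scaled by library size only. No single library carried the pattern (limma camera adjusted p at most 3.24e-19 over the leave-one-out fits), and 300 genes nearest in length had a median of 0.00470. These tests cover only the technical explanations named. A biological hypothesis is that sterols acting on LXR may be scarcer with simvastatin and more abundant with U18666A. The paper's GC-MS on BMDMs given these inhibitors bears on it. There simvastatin removed the desmosterol that accumulates in LPDS, and desmosterol was elevated with U18666A. The paper describes desmosterol as a natural ligand of LXR. Sterol levels in the sequenced cultures and doses other than those used stay open.

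The second pattern is that of ATF4 response genes, higher with AY9944 than in LPDS (median 0.48). With AY9944 they were also above simvastatin (median 0.39), and U18666A lay below AY9944 (median −0.37), the last not past adjusted p 0.05 with an estimated correlation (0.0898). Scaling by library size only moved other genes by a median of 0.0446, the leave-one-out fits gave a camera adjusted p of at most 2.23e-21, and the 26 members that Fig. 5C does not label had a median of 0.435 with 8 called higher. ER chaperone genes had a median of 0.105 ± 0.0489 (standard error over the genes of that list), under that of the ATF4 list. None was called, but 8 of 19 were higher and 1 lower at an edgeR unadjusted p below 0.05. Chaperone transcripts are only an indirect readout, so they do not decide whether unfolded proteins in the ER contribute. A biological hypothesis is that AY9944 may engage ATF4. No condition here tested the route, whether unfolded proteins in the ER, amino acid shortage or another.

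A further pattern is that BMP and TGF-β target genes and TGF-β-dependent genes of microglia were higher in LPDS than in FBS (medians 1.63 and 1.03, and 1.11 over both, 26 genes), although neither list passed with an estimated correlation (adjusted p = 0.233 and 0.0619). Scaling moved other genes by a median of 0.0253, and the highest camera adjusted p over the leave-one-out fits of both lists was 0.00107. RNA of other cells cannot be told apart as a source, since 30 marker genes of other cell types had a median of −0.0570 ± 0.306, with 4 called higher and 9 lower. Components of serum other than lipids also stay open, since the inhibitors change sterols within LPDS only, with 0 conditions that had an inhibitor in FBS and none that returned lipids to LPDS. The pattern is therefore not called biological.

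Other lists, outside the gene groups that the paper's text discusses for the transcripts of LPDS against FBS, shifted in that comparison by a median of 0.80 for fatty acid synthesis, 1.07 for LXR targets, 0.53 for interferon response, 0.47 for inflammatory genes and −0.50 for proliferation. Fig. 5D reports immune pathways for that comparison, regulation of inflammatory response among them, so these lists are not all new to the paper. The last 3 did not pass with an estimated correlation (camera adjusted p = 0.233, 0.42 and 0.233). In U18666A against LPDS, the TGF-β-dependent microglia genes had a median of −0.49, and the BMP and TGF-β targets of −0.42 (adjusted p = 0.0044, and 0.39 with an estimated correlation). Direct tests between inhibitors called 227 genes for AY9944 against simvastatin, 305 for U18666A against simvastatin and 519 for U18666A against AY9944.

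A library stood apart from the other 3 of its condition in 8 of 80 groups examined, and chance gives about 1 in 20, or 4. FBS replicate 1 had 20951003 counted reads (16487091 to 16814216 in the other 3). AY9944 replicate 4 had 2.69% of counts in mitochondrial genes (1.93% to 2.02%) and 8.90% in its 10 highest genes (9.55% to 9.63%). In FBS, Scd1 was at 0.430 CPM in replicate 3 and 0 in the other 3, Olfml3 at 0.548 in replicate 4 (0.184 to 0.247), Bmp2 at 48.3 in replicate 4 (54.0 to 54.7) and Ccl2 at 352 in replicate 3 (267 to 280). With AY9944, Cx3cr1 was at 121 CPM in replicate 3 (150 to 153).

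Each comparison was repeated over the 35 splits of its 8 libraries into groups of 4, and in each only 1 split, the real one, called as many genes. In 6 comparisons the replicate numbers pair the libraries. AY9944 is paired in this way with each of the other 4 conditions, so pairing also reaches the comparisons in which some same-number correlation was lower (LPDS, simvastatin and U18666A against FBS, and U18666A against simvastatin). With pairs, the 8 splits that part all 4 of them are too few for a share under 0.05. The real split and the highest other called 1478 and 1 genes for LPDS against FBS, 103 and 48 for simvastatin against LPDS, 263 and 1 for AY9944 against LPDS and 225 and 1 for U18666A against LPDS. Against FBS they called 1753 and 0 for simvastatin, 2042 and 1 for AY9944 and 1167 and 1 for U18666A. Between inhibitors they called 161 and 55 for AY9944 against simvastatin, 235 and 62 for U18666A against simvastatin and 503 and 7 for U18666A against AY9944. For simvastatin against LPDS the 48 came from exchanging simvastatin replicate 2 and LPDS replicate 3, which keeps some replicate pairs on 1 side, and besides the real split no split that parts all 4 pairs called a gene in edgeR.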

How the results depend on the processing

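The DESeq2 fits without a filter or fold threshold and the fits without scaling for library size were chosen after the data were seen, and the other alternatives before.

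Counts of called genes in the 10 comparisons, and the count shared by the 3 inhibitors, stayed within 1.5 times under DESeq2, DESeq2 size factors, library size only, a mean of at least 1 CPM and only the 8 libraries compared (11 of 11 each). With no filter on low counts, simvastatin against LPDS had 244, U18666A against LPDS 305 and all 3 inhibitors shared 17, and the cause was not tested. Scaling by library size only moved the share of higher genes, with 228 higher and 78 lower for AY9944 against LPDS, 70 and 138 for U18666A against LPDS, 1466 and 752 for AY9944 against FBS, 176 and 96 for AY9944 against simvastatin, and 126 and 444 for U18666A against AY9944.

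Other thresholds and tests moved the counts by construction. In the order LPDS against FBS, simvastatin, AY9944 and U18666A against LPDS, simvastatin, AY9944 and U18666A against FBS, AY9944 against simvastatin, U18666A against simvastatin and U18666A against AY9944, glmTreat of edgeR gave 611, 30, 23, 10, 842, 908, 487, 50, 63 and 78, with 0 shared by the 3 inhibitors where unadjusted p below 0.05 with the fold threshold shared 36 and DESeq2 with no fold threshold at adjusted p shared 76. A log2 fold change of 1 gave 624, 35, 71, 33, 781, 832, 541, 82, 90 and 138, and 0 shared. An adjusted p with no fold threshold gave 4225, 358, 1175, 923, 4682, 5477, 2895, 897, 1049 and 2175, and 54 shared. Unadjusted p with the fold threshold gave 432, 566 and 473 for simvastatin, AY9944 and U18666A against LPDS and 506, 609 and 779 between inhibitors, and 36 shared, while the 4 comparisons against FBS stayed within 1.5 times. DESeq2 on 8 libraries with no filter and no fold threshold gave 5589, 1484, 2697 and 3005 for LPDS against FBS and the 3 inhibitors against LPDS, and 297 shared, at unadjusted p, and 4260, 388, 1225 and 1532, and 76 shared, at adjusted p.

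Among replicate numbers, 19 of 20 libraries correlated best with one of their own number (median 0.167, and −0.0620 between other numbers), a hint from the data and not from the design. With the replicate block, simvastatin against LPDS had 207 calls and the 3 inhibitors shared 17. Comparisons in which some same-number correlation was 0.1 or less went to 938 higher and 710 lower for LPDS against FBS (same-number correlations 0.0559 to 0.175), 1172 and 884 for simvastatin against FBS, 723 and 571 for U18666A against FBS, and 134 and 272 for U18666A against simvastatin. Of 692 named results, 15 that were not called without the block were called with it (Dmpk in LPDS against FBS, Abca9 with simvastatin against FBS, and against LPDS Abcb1a, Abcg3, Itgax and Rab39 with simvastatin, Abcg1, Fn1, F11r, Cd207 and Hes1 with AY9944, and Abca9, Il17ra, Cd207 and Scd2 with U18666A). It changed no other call, of 46 list results included.

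Leaving out 1 library gave 182 to 394 calls for AY9944 against LPDS (182 without AY9944 replicate 2), 123 to 220 for U18666A against LPDS (123 without LPDS replicate 1 and 126 without U18666A replicate 3) and 3 to 10 shared by the 3 inhibitors (3 without LPDS replicate 1, 4 without U18666A replicate 3, 5 without LPDS replicate 4 or simvastatin replicate 3). Simvastatin against LPDS stayed at 87 to 157, AY9944 against FBS at 1967 to 2299 and U18666A against AY9944 at 391 to 613. The remaining 5 comparisons also stayed within 1.5 times.

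Of 46 list results, 18 were no longer past adjusted p 0.05 with an estimated correlation, with the direction kept. In LPDS against FBS these were squalene to cholesterol and TGF-β-dependent microglia (0.0619 each), interferon response, BMP and TGF-β targets and proliferation (0.233 each), macropinocytosis (0.217) and early endosome (0.154). With simvastatin against LPDS they were chemokine ligands (0.112), interferon response (0.0994) and late endosome (0.554), with AY9944 LXR targets (0.190), interferon response (0.139), complement (0.0509) and ER chaperones (0.659), and with U18666A interferon response (0.388), late endosome (0.457) and ER chaperones (0.344), with ATF4 response in U18666A against AY9944 (0.0898). Outside the 46, inflammatory genes and the paper's transport genes in LPDS against FBS, and BMP and TGF-β targets with U18666A, were lost too, with values given where each is described. Under fry, late endosome with simvastatin (0.303), ER chaperones with AY9944 (0.159) and interferon response with U18666A (0.0649) were lost and early endosome with U18666A was gained (0.0396).

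Lists changed by 1 library were early endosome in LPDS against FBS (0.0119 to 0.0505, the last without FBS replicate 1), and with simvastatin chemokine ligands (0.0276 to 0.0660, lost without LPDS replicate 1, and at 0.0605 without simvastatin replicate 4) and late endosome (0.00145 to 0.337, lost without simvastatin replicate 1, at 0.197 without simvastatin replicate 3, and at 0.0549, 0.154 and 0.116 without LPDS replicates 1, 2 and 4). With AY9944, squalene to cholesterol (0.0406 to 0.390) passed without AY9944 replicate 1 and, at 0.0493, LPDS replicate 3, late endosome (0.0446 to 0.415) passed without AY9944 replicate 1, and ER chaperones (5.8e-05 to 0.205) were lost without AY9944 replicate 2 and, at 0.116, replicate 1. For these and for the correlation and fry results the cause was not tested.

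Of 309 calls of named genes, 253 passed in every planned setting, 56 were lost in at least 1 and 0 reversed. Counts of 15072371 to 20951003 per library with 4 replicates recovered 63.6% to 75.8% of simulated changes of 0.75, so smaller changes were often missed. Each inhibitor had 1 dose and 1 time. The serum lots of the sequenced cultures are not given, and whether counting used strand is not stated, so reads of overlapping genes and close paralogs were not separated.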

Differences from the paper's values

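Settings in which DESeq2 was run on 8 libraries with no filter and no fold threshold, and those with no scaling for library size, were chosen after seeing the values, and the other alternatives before the data were examined. Counts here use an edgeR adjusted p below 0.05 and an absolute log2 fold change of at least 0.5, while the paper gives P below 0.05 with the same fold threshold and does not state whether P was adjusted.

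The paper's counts for LPDS against FBS are 2821 higher and 2768 lower, and those found here were 870 and 664. Of the alternatives set before, an adjusted p with no fold threshold came within 1.5 times (2065 and 2160), and the others did not, among them unadjusted p with the fold threshold, no filter, glmTreat, a log2 fold change of 1, the replicate block, each scaling, DESeq2 and each library left out. DESeq2 on 8 libraries with no filter and no fold threshold, chosen after seeing the values and not the paper's stated method, gave 2821 and 2768 at unadjusted p and 2148 and 2112 at adjusted p, and dropped 0 of 23 genes labelled in Fig. 5B at either.

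For transcripts shared by the 3 inhibitors the paper's count is 78, and 8 were found here. An adjusted p with no fold threshold gave 54, and no other alternative set before came within 1.5 times. DESeq2 on 8 libraries with no filter and no fold threshold at adjusted p, chosen after seeing the values, gave 76 and dropped 0 of 12 genes of Fig. S10D and 0 of 11 of Fig. S10F, which the thresholds used here dropped in 9 and 11 cases.

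The paper's counts of higher genes against LPDS, read by eye, are about 230 for simvastatin, about 490 for AY9944 and about 770 for U18666A in Fig. S10A, and those found here were 89, 178 and 89. Its counts of lower genes are about 150, about 710 and about 770 in Fig. S10B, read by eye, and those found here were 34, 104 and 103. An adjusted p with no fold threshold came within 1.5 times for simvastatin (230 and 128) and AY9944 (542 and 633) and not for U18666A. Unadjusted p with the fold threshold did so for simvastatin (264 and 168) and for higher genes with AY9944 (358), and no filter for higher genes with simvastatin (162). No other alternative set before did. The DESeq2 setting at adjusted p, chosen after seeing the values, gave 236 and 152, 510 and 715, and 761 and 771, and dropped 3 of 20 genes labelled in Fig. 5C, where 4 of 20 were dropped here.

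Fold changes plotted in Fig. S9, read by eye, lay below those found here in LPDS against FBS. The paper's values in Fig. S9 are about 0.85 for Fdft1 (1.04 here), about 1.1 for Fdps (1.27), about 1.0 for Mvd (1.20), about 0.33 for Hmgcr (0.51), about 0.65 for Hmgcs1 (0.84), about 0.42 for Dhcr24 (0.59), about 0.64 for Dhcr7 (0.82), about 0.62 for Ldlr (0.80), about −0.2 for Scp2 (−0.044) and about −0.05 for Npc1 (0.14). For U18666A against FBS the paper's value in Fig. S9 is about −0.35 for Dhcr24, read by eye, and −0.22 was found here. None of the alternatives set before reached these values, except for Fdps without FBS replicate 4 (1.20) or LPDS replicate 1 (1.18). Giving every library the same size, a setting chosen after seeing the values and not stated by the paper, came within the error for all 20 figure values compared, and at the thresholds used here dropped 0 of 23 genes labelled in Fig. 5B, 4 of 20 in Fig. 5C, 11 of 12 in Fig. S10D and 11 of 11 in Fig. S10F. With TMM scaling 9 of the 20 were within the error.

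The ranking of comparisons was the same here for those that the paper describes, and other statements differ. The paper reports that FBS against LPDS had most changed genes. Its inhibitor comparisons are against LPDS, and here too LPDS against FBS (1534) exceeded each inhibitor against LPDS (123, 282 and 192). Inhibitor against FBS, which combines serum and drug and for which the paper gives no counts, called 2123 with AY9944 and 1934 with simvastatin. The authors report lower expression of transporters of ABC subfamilies A, B and G across treatments. Of the 6 such genes in the paper's panel, edgeR called 1 higher and 1 lower in LPDS, 0 and 2 with simvastatin (1 and 2 by DESeq2), 1 and 4 with AY9944 and 1 and 2 with U18666A. So more were lower than higher with each inhibitor. At an edgeR unadjusted p below 0.05 this held in LPDS too (1 higher and 3 lower), with 1 and 5 for simvastatin and 1 and 4 for AY9944 and for U18666A. The difference lies in Abcg1 within the panel, and in Abca1 outside it. Abcg1 was higher against FBS by 2.93 in LPDS, 2.42 with AY9944 and 4.70 with U18666A, and Abca1 by 1.89, 1.37 and 3.03, while Abcb1a was lower in all 4.

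The paper reports genes of the LDL receptor and of lysosomal cholesterol transport as higher in every treatment group. Of the 7 transport genes of Fig. S9, 4 were called higher in LPDS, 4 with simvastatin, 3 with AY9944 and 2 with U18666A and none lower. So 2 of the 4 conditions had most called, and the LDL receptor gene Ldlr was called in 3. None of these calls was in the lysosomal genes Npc1 and Npc2. At an edgeR unadjusted p below 0.05, 6 of the 7 were higher in each of the 4 conditions, the paper's direction, and 1 was lower with simvastatin and with AY9944. Npc2 passed the edgeR adjusted p in all 4 (0.17 to 0.33) and Npc1 with the 3 inhibitors (0.18 to 0.34), in the paper's direction and under the fold threshold. Npc1 did not pass in LPDS (0.14, adjusted p = 0.087), and Scp2 was at −0.04 in LPDS and −0.28 with AY9944.

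Tnf, which the paper counts among the signals altered by inhibition of DHCR7, was not called in any comparison (0.22 ± 0.22 for AY9944 against FBS, edgeR adjusted p = 0.45). The paper's own measurements were of TNFα protein with and without a TLR agonist. The libraries hold RNA of cultures for which no agonist is stated, so the measures are unlike. Of the 20 genes labelled in Fig. 5C, 16 were called. Hes1 was not called (−1.69 ± 0.55, adjusted p = 0.054) but passed with no filter, only the 8 libraries compared and the replicate block (0.022). Cd207 (−1.16 ± 0.55, adjusted p = 0.24) passed with no filter and with the replicate block (0.032), Dmpk (−1.10 ± 0.64, adjusted p = 0.37) with no filter, and Bcat1 was below the expression filter with 34 counts over all libraries. Among genes shown as shared by the inhibitors, Il11ra1 did not pass with U18666A (0.32 ± 0.12, adjusted p = 0.12) but was called with AY9944, and Ankrd13b passed with none (lowest adjusted p = 0.089). Both were called in the DESeq2 setting with no fold threshold named above. At an edgeR unadjusted p below 0.05, all 12 genes of Fig. S10D and all 11 of Fig. S10F passed with each inhibitor.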

Other observations

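The test of the hypothesis about U18666A in this part was chosen after the result was seen.

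Transcripts of several proteins that the paper measured changed by less than the fold threshold. Cd68 (ENSMUSG00000018774, chr11:69555039-69556979) was at −0.36 ± 0.07 in LPDS against FBS, −0.22 ± 0.07 with AY9944 and 0.23 ± 0.07 with U18666A against LPDS, all under the fold threshold of 0.5. Itgam, which encodes CD11b (ENSMUSG00000030786), was at −0.34 ± 0.07 with AY9944 (edgeR adjusted p = 0.0013) and −0.35 ± 0.07 with U18666A (adjusted p = 0.0012). Csf1r, the receptor gene for CSF1 (ENSMUSG00000024621), was at 0.42 ± 0.07 in LPDS, −0.28 ± 0.07 with AY9944 and −0.47 ± 0.07 with U18666A. Itgax, which encodes CD11c, rose by 1.04 ± 0.31 in LPDS (adjusted p = 0.018, and 0.055, 0.058 and 0.066 without FBS replicate 1, FBS replicate 2 and LPDS replicate 3). With simvastatin it was at 0.73 ± 0.30 against LPDS (adjusted p = 0.31, and 9.79e-06 with the replicate block).

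Cd80 (ENSMUSG00000075122) fell by 0.77 ± 0.11 in LPDS and did not pass with any inhibitor against LPDS. Cd274, which encodes PD-L1 (ENSMUSG00000016496, chr19:29344855-29365495), rose with AY9944 by 0.93 ± 0.13 against LPDS (adjusted p = 7.8e-05) and by 0.91 ± 0.13 against simvastatin. Atp6v0d2, a V-ATPase subunit gene (ENSMUSG00000028238), rose with AY9944 by 1.24 ± 0.18 (adjusted p = 4.6e-04). Rab5a (ENSMUSG00000017831) did not pass in LPDS or with any inhibitor, and Rab7 (ENSMUSG00000079477) was at −0.21 ± 0.05 in LPDS and 0.20 ± 0.05 with U18666A against LPDS. The lipid droplet gene Plin2 (ENSMUSG00000028494) was at −0.43 ± 0.06 in LPDS and 0.43 ± 0.06 with U18666A against LPDS, which left it at 0.00 ± 0.06 against FBS. Among lysosomal genes in LPDS, Ctsh rose by 1.48 ± 0.08 and Ctss by 1.02 ± 0.07, while Ctsl fell by 1.13 ± 0.07 and the acid lipase gene Lipa by 0.72 ± 0.06.

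Of the 1534 genes called in LPDS against FBS, some were also called in U18666A against LPDS, and of these 100 went opposite ways, 12 were higher in both and 14 lower in both. The shared LPDS libraries raise the number that go opposite ways. Calls independent of each other would give 10.8 opposite, and simulations with no effect and shared LPDS libraries gave 0, where few or no genes are called and so few can overlap. With separate LPDS libraries for each comparison, 61 on average went opposite ways (49 to 72 over 6 divisions), or 77.4% of genes called in both, with 68.1% from the fewest opposite and most same-way genes. Each comparison then had fewer LPDS libraries and so less power, so the fall from 100 does not measure the sharing alone. The covariance of fold changes was −0.0541, against −0.0240 in the simulations with shared libraries. These held no replicate effect, so pairing by replicate number is not part of that value. The hypothesis that U18666A may return lipid-dependent transcripts towards FBS levels stays open, since the lower figure did not reach the 75% set for it.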
